# The mutational landscape of *Bacillus subtilis* conditional hypermutators shows how proofreading skews DNA polymerase error rates

**DOI:** 10.1093/nar/gkaf147

**Published:** 2025-03-08

**Authors:** Ira Tanneur, Etienne Dervyn, Cyprien Guérin, Guillaume Kon Kam King, Matthieu Jules, Pierre Nicolas

## Abstract

Polymerase errors during DNA replication are a major source of point mutations in genomes. The spontaneous mutation rate also depends on the counteracting activity of DNA repair mechanisms, with mutator phenotypes appearing constantly and allowing for periods of rapid evolution in nature and in the laboratory. Here, we use the Gram-positive model bacterium *Bacillus subtilis* to disentangle the contributions of DNA polymerase initial nucleotide selectivity, DNA polymerase proofreading, and mismatch repair (MMR) to the mutation rate. To achieve this, we constructed several conditional hypermutators with a proofreading-deficient allele of *polC* and/or a deficient allele of *mutL* and performed mutation accumulation experiments. These conditional hypermutators enrich the *B. subtilis* synthetic biology toolbox for directed evolution. Using mathematical models, we investigated how to interpret the apparent probabilities with which errors escape MMR and proofreading, highlighting the difficulties of working with counts that aggregate potentially heterogeneous mutations and with unknowns about the pathways leading to mutations in the wild-type. Aware of these difficulties, the analysis shows that proofreading prevents partial saturation of the MMR in *B. subtilis* and that an inherent drawback of proofreading is to skew the net polymerase error rates by amplifying intrinsic biases in nucleotide selectivity.

## Introduction

Substitutions, insertions and deletions of single base pairs in genomes can have diverse consequences on encoded molecular functions, from no effect to abrupt change, most often in the direction of deterioration [1]. As such, point mutations are a constant threat to the integrity of the genetic information, even if they are also essential to adaptive evolution. In the long term, point mutation rates themselves result from an evolutionary process. An hypothesis, supported by the comparison of mutation rates across the tree of life, postulates that they are simply maintained as low as possible; the limit being the “drift-barrier,” where the strength of selection is matched by the opposite pressure of random genetic drift and mutation, presumably biased toward creating weak mutators [2]. Mutation rate might thus have nothing to do with the benefit of evolvability for long-term survival, the energetic cost of fidelity, or a biophysical limit. In bacteria, this rate is already typically as low as one mutation introduced in the genome per one thousand generations, but mutation rates one order of magnitude below those observed in nature were reported to arise under scenarios of artificial evolution [3, 4].

However, mutator phenotypes occur everywhere and their contribution to evolution is difficult to estimate [5, 6]. In asexual populations, where mutator alleles and the mutations that they generate remain linked across successive generations, mutators are advantageous when the potential for fitness improvement is high. For example, in pathogenic bacteria, mutators have been associated with complex antibiotic resistance [7], rapid evolution within the host during infection [8], and atypical virulence traits [9]. Mutators also emerge spontaneously during laboratory evolution in response to applied selective pressures [10, 11]. To foster adaptation, conditional mutator circuits and systems have been engineered for some organisms as part of the synthetic biology toolbox [12–14]. Understanding the molecular factors that determine mutation rates is therefore of strong fundamental and applied interest.

The sources of spontaneous mutations in living cells are diverse, including DNA lesions caused by endogenous and exogenous agents, errors introduced by the DNA polymerase during replication, and the activity of error-prone polymerases recruited in response to stress [15]. The resulting mutation rate depends on the intensity of these sources and of the counteracting activity of DNA repair mechanisms, which work in concert to ensure that the correct genetic material is passed on to daughter cells. Two essential mechanisms, conserved from prokaryotes to eukaryotes, ensure accurate repair of both bulky and non-bulky lesions resulting from DNA damage, including those induced by reactive oxygen species, a major source of DNA errors [16]. Nucleotide excision repairs various drug- and UV-induced lesions (i.e. bulky lesions), while base excision repair lesions caused by various chemical assaults, such as alkylation, oxidation, deamination, etc. (i.e. non-bulky lesions). The accuracy of DNA replication depends on three critical mechanisms: the initial selectivity of the DNA polymerase, which is responsible for inserting the correct nucleotide; the proofreading, which removes misincorporated nucleotides through polymerase-associated exonucleases; and the mismatch repair (MMR), which adds a second layer of error correction shortly after replication [17].

In bacteria, genome replication is carried out by a multiprotein machine classified into the C-family of DNA polymerase holoenzymes, in which the catalytic polymerase α-subunit exists in two primary forms, DnaE and PolC [18]. A representative example of DnaE is found in the extensively studied Gram-negative model bacterium *Escherichia coli*. Conversely, PolC is predominant in low-GC Gram-positive bacteria, such as *Bacillus subtilis* [19]. In this organism, replication elongation involves two essential polymerases, PolC and DnaE [20], which have distinct functions: PolC does most of the DNA synthesis, but only DnaE can elongate from RNA primers on the lagging strand before passing the DNA fragment to PolC. In the absence of proofreading and MMR, the error rate of the *E. coli* α-subunit replication machinery has been estimated to be approximately 10^−6^ per base pair per generation both *in vitro* [21] and *in vivo* [22]. Given this error rate and the size of the *E. coli* genome, about 5 mutations are expected to be introduced per generation.

The exonuclease domain essential for proofreading is encoded as an integral part of the vast majority of PolC polymerases [18], including *B. subtilis* PolC. In contrast, DnaE polymerases do not have their own exonuclease domain. The proofreading activity of the *E. coli* DNA PolIII holoenzyme containing DnaE is based on an exonuclease domain located in the ϵ-subunit. Errors made by polymerases devoid of proofreading can also sometimes be corrected by a process known as proofreading in *trans*, or extrinsic proofreading, which is well described between eukaryotic DNA polymerases [23]. In *B. subtilis*, data suggest that the PolC exonuclease is able to correct errors made by the error-prone DnaE polymerase [24, 25].

The MMR is a universal mechanism that is responsible for correcting errors that occur during DNA replication and escape proofreading. Upon detection of a replication error, the mismatch-sensing protein, MutS, recruits MutL. Most prokaryotic and eukaryotic MutL homologs, from humans to bacteria, possess a highly conserved endonuclease active site that serves to remove mismatches [26, 27]. *E. coli* has been the primary model for studying MMR, but its MutL lacks the endonuclease activity encoded here in a distinct protein, MutH, which specifically nicks the unmethylated and thus nascent strand [28]. In the absence of MutH and Dam methylation, the process that guides MutL to the nascent strand remains unclear in most prokaryotes and all eukaryotes [29]. In bacteria, MMR increases the fidelity of the chromosomal DNA replication pathway approximately 100-fold, and MMR is considered to be a system directed toward the repair of the most frequent replication errors [30]. Mutator phenotypes found in nature are often caused by mutations that inactivate the MMR.

Studying organisms such as *B. subtilis*, with a PolC polymerase and an MMR pathway widely conserved across biology is important to understand the coordinated functioning of these systems [31]. Extending previous work characterizing the mutation profiles of MMR-deficient *B. subtilis* strains [32, 33], the main goal of our study was to jointly assess the respective contributions of initial nucleotide selectivity, proofreading and MMR to the mutation rates and their interdependencies. For this purpose, we constructed and analyzed several conditional hypermutators. Analysis of the data in light of several mathematical models suggests that proofreading is needed to avoid partial saturation of the MMR, as previously reported in *E. coli* [22, 34], but also that an inherent effect of proofreading is to skew the net polymerase error rate. With their wide range of mutation rates and contrasting mutation profiles, the conditional hypermutators also enrich the *B. subtilis* synthetic biology toolbox for directed evolution.

## Materials and methods

### Media and bacterial strains

*E. coli* DH5α was used for plasmid construction and transformation using standard techniques [35]. The *B. subtilis* strains used in this study were derived from our Master Strain (MS), a prophage-free and *trp*^+^ derivative of *B. subtilis* 168 [4], denoted here R^168^. Lysogeny broth (LB) was used to grow *E. coli* and *B. subtilis*. Transformation of *B. subtilis* cells was performed using the protocol of [36]. When relevant, the media were supplemented with the following antibiotics: ampicillin 100 μg.mL^−1^ for *E. coli* and spectinomycin 100 μg.mL^−1^ or kanamycin 5 μg.mL^−1^ for *B. subtilis*.

### Construction of hypermutator strains

Genomic DNAs from the Δ*mutS::kan* and Δ*mutL::kan* mutant strains, previously constructed in [37], served as a template for polymerase chain reaction (PCR) amplification of the *mutS mutL* genome region with the P1-P2 primer pair (Supplementary Table S1). The resulting PCR products were then used to transform MS by homologous recombination, and Δ*S* and Δ*L* mutants were selected on kanamycin resistance.

To construct the L* strain, the first and second halves of the *mutL* gene were PCR-amplified using primer pairs P5-P8 and P6-P7, respectively (Supplementary Fig. S1), where P7 and P8 both carry the desired point mutation (as indicated in Supplementary Table S1). The two fragments were then assembled by PCR, resulting in the *mutL* (N34H) allele. The backbone of the pDR111 plasmid (kind gift of D. Rüdner) containing the isopropyl-β-D-1-thiogalactopyranoside (IPTG) inducible P*_hyperspank_* promoter (denoted here P*_hs_*) and the *spec* gene (conferring resistance to spectinomycin), was PCR-amplified using P3 and P4. The 5’ extensions of P5 and P6 then allowed the assembly of the *mutL* (N34H) allele with the PCR-amplified pDR111 using the HiFi DNA assembly protocol (New England Biolabs, USA). This resulted in cloning the *mutL* (N34H) allele under the control of P*_hs_* into a *B. subtilis amyE-*integrative plasmid (Supplementary Fig. S1).

To construct the C* strain, we used the *polC* allele found in *B. subtilis mut*-1 [19, 38] in a version that contains only two point mutations: *mut*-1A (G430E) located within the exonuclease domain of the PolC protein, spanning amino acids 412–617, and *mut*-1B (S621N) which lies just beyond this domain [39, 40]. This allele was PCR-amplified using the primer pair P11-P12 and assembled to the PCR-amplified pDR111 (using P3 and P4) using the HiFi DNA assembly protocol (New England Biolabs, USA). This resulted in cloning the *polC mut*-1 allele under the control of P*_hs_* into a *B. subtilis amyE-*integrative plasmid (Supplementary Fig. S2).

For the construction of the LC* strain, a mutL* polC* synthetic operon was generated by assembling the *mutL* (N34H) allele PCR-amplified from strain L* using P5 and P11, and the *polC mut*-1 allele PCR-amplified from C* using P12 and P10, to the PCR-amplified pDR111 (using P3 and P4) using the HiFi DNA assembly protocol (New England Biolabs, USA). This resulted in the cloning of the mutL* polC* synthetic operon under the control of P*_hs_* into a *B. subtilis amyE-*integrative plasmid (Supplementary Fig. S2).

Plasmids were transformed into the *B. subtilis amyE* locus by double recombination events. All strains were verified by sequencing, and transcriptomics experiments were performed to compare global gene expression. The RNA-seq reads and detailed protocols and results have been deposited in GEO.

### Fluctuation assays

For each strain to be tested, a single colony was grown in 1 mL LB at 37°C for 90 min. This preculture was serially diluted in fresh LB to start cultures with a small number of cells (N_0_). Cells were then grown for 7.5 h to reach saturation. When induction with IPTG was tested, LB medium with the desired concentration of IPTG was prepared from an IPTG stock concentration of 1 mM just before use. When the culture volume was 1 mL, the cultures were centrifuged before plating to retain the cells, and 750 μL of supernatant was removed. The remaining 250 μL were gently vortexed before plating onto LB supplemented with rifampicin (10 μg.mL^−1^). For each assay, a number of cultures (eight for the R^168^ assay, four for the Δ*S* and Δ*L* assays, and three for all other assays) were not plated on LB medium supplemented with rifampicin, but were serially diluted and plated on LB agar to determine the final number of cells (N_t_). Fluctuation assays performed on the same day were considered to have the same distribution of final cell numbers. All other cultures were plated on LB agar with rifampicin to determine the number of Rif-resistant colony-forming units (CFUs). All plates were incubated at 37°C and scored for CFUs after 24 h of growth.

The maximum likelihood estimator of the number of mutations per assay (m) and the confidence interval, were calculated under the Luria-Delbrück model taking into account the variation in the final number of cells [41], using the newton.B0 with default parameters and confint.B0 functions of the R package “Rsalvador” v1.7 [42]. For the calculation of confidence intervals, the initial guess for the parameter m was taken as the m given by the “newton.B0” function. The mutation probability was assumed to be constant over the cell cycle, so that the mutation rate per base per generation is the mutation rate per base per cell division [43]. The final number of cells, N_t_, is the result of N_t_ - N_0_ cell divisions, i.e. ∼N_t_ divisions. The rate of Rif^R^ emergence was therefore calculated as μ_Rif_= m/N_t_.

### Mutation accumulation experiments and sequencing

One isolated colony was collected each day (24 h at 37°C), suspended in culture medium + 20% glycerol, and diluted by 2 × 10^5^, a factor that allows distinguishable colonies, before plating on LB agar (+ 100 μM IPTG for L*, C* and LC* strains) for the next MA-step. Counting of the colonies resent on the agar plate provided an estimate of the number of bacteria initially present in the diluted colony and thus the number of generations MA-step. Four parallel MA-lines were propagated per strain (21 consecutive MA-steps for Δ*S*, Δ*L*, L* and C*, 11 for LC*).

For sequencing at intermediate and end points of the MA-lines, 5–50% of the picked colony was cultured in LB medium to collect cells. DNA was extracted using the GenEluteTM Bacterial Genomic DNA Kit (Sigma-Aldrich) according to the supplied protocol. DNA samples corresponding to an intermediate time-point in the four parallel MA-lines for the same strain were pooled in equimolar proportions. Individual and pooled DNA samples were sequenced (150 bp paired-end reads) on an Illumina platform (NovaSeq 6000) to an average depth of ∼300. Reads are available in NCBI SRA.

### Detection of mutations

The reads were aligned to the reference sequence of the *B. subtilis* 168 genome (GenBank: AL009126.3) using BWA-MEM v0.7.17 [44], after quality control and trimming using Sickle v1.33 (command “sickle pe” with options “-t sanger -x -q 20 -l 20,” https://github.com/najoshi/sickle). Properly paired reads, selected using “samtools view -f 3” (samtools v1.14, [45]), were locally realigned around indels using ABRA2 v2.24 [46]. The number of occurrences of each nucleotide (base read quality ≥ 35) and indel at each position of the reference in confidently mapped reads (alignment quality ≥ 50) was counted using “samtools mpileup” with the options “-aa -d 5000 -q 50 -Q 35 -x -B.” These counts were analyzed in R. The reads were also aligned to the reference sequences of the inserted regions represented in Supplementary Fig. S2 to detect mutations in inducible synthetic circuits.

For each position, the effective sequencing depth (DPeff) was calculated as the total number of informative reads. For the computation of the mutation rates, a reference subset of positions common to all samples was determined. This reference consisted of positions that were well covered on both strands (DPeff ≥ 100 and ≥ 10% of the reads on the less represented strand) in all samples. Most of the regions with low coverage corresponded to the regions deleted in the construction of the MS / R^168^ strain [4], which lacks 233.4 kb of chromosome relative to AL009126.3, and to the multicopy structural RNAs. Over-covered regions were also eliminated from this reference subset of positions and consisted of: the region of gene *upp* and downstream (positions 3,788,426 to 3,789,124), which was repeated due to pop-ins and pop-outs at this locus during the construction of the R^168^ strain; the region from position 2,432,478 to 2,433,315, over-covered in polC* samples; the regions of the genes *polC (*1,727,133 to 1,731,446) and *mutL (*1,778,337 to 1,780,539) duplicated by insertion of the mutant alleles polC* and mutL*. This resulted in a reference subset of 3,794,734 positions (out of a total of 4,215,606 bp in AL009126.3), which served as our reference chromosome for the mutation rate calculations.

The distribution of the proportion of non-reference reads in the different samples was examined graphically to establish relevant cut-offs for the identification of mutations. A mutation was identified at the endpoint of an MA-line if a variant accounted for ≥75% of the DPeff at a position, with ≥10% of the non-reference reads on the less represented strand. If intermediate time-points were available for this MA-line, the mutation was traced back to the first time-point where it occurred at frequency ≥5% in the corresponding pooled sequence sample. Due to the detection, during graphical examination, of contamination from other samples, we lowered the cut-off from 75% to 60% for the identification of mutations in the third MA-line of Δ*S* and from 5% to 2% for the analysis of the pool corresponding to the intermediate time-point for L* strain MA-lines. Mutations found in all samples or in the four MA-lines of a same strain were interpreted as fixed before the MA experiment and were discarded for the calculation of mutation rates.

### Chromosome partitioning to assess the effect of transcription and replication on mutation rate

To assess the effect of transcription, the “gene” features of the GenBank annotation served to define the dichotomy between “template” and “nontemplate” strand as well as between “coding” and “noncoding.” Since the “noncoding” represents only ∼10% of the genome and includes transcribed untranslated regions, we also sought to assess the impact of transcription with more statistical power and precision than allowed by the GenBank annotation. For this purpose, two categories of regions of approximately equal size were defined based on the transcribed regions identified in 269 samples of a wild-type strain representative of a wide variety of growth conditions [47]. These two categories reflected the amount of transcripts in LB as measured in nine samples corresponding to growth in liquid LB (triplicate samples for exponential, transition and stationary phases) and two samples corresponding to 16 h of growth on LB agar (non-confluent colonies). The “high” transcription level regions were those that were in the top 30% in at least one of these 11 samples while the “low” transcription level regions were those that were never in the top 30%. All overlapping regions (i.e. both strands were transcribed) were eliminated, as well as all regions shorter than 100 bp. This resulted in a set of 3622 non-overlapping transcription-oriented regions covering 84.9% of the reference genome (43.4% for “high,” 41.4% for “low”).

To assess the effect of DNA replication asymmetry, the leading and lagging strands were defined based on the origin of replication (position 1) and its most central terminus (position 2,018,289) [48]. To assess the effect of DNA replication timing, the genome was divided into a “first half” corresponding to the 2 Mbp of the chromosome centered on the origin of replication (position 1) and a “second half.”

### Mutation rate estimations and comparisons

To include the list of mutations in R^3610^ and Δ*S*^3610^ from [33] and [49] in our analysis, the positions on the *B. subtilis* NCIB 3610 genome (GenBank: CM000488.1) were transferred to the *B. subtilis* 168 genome by mapping the 41-bp long sequence centered on each mutation site. Retaining only exact and unique matches, more than 99% of these mutations were transferred (Supplementary Table S3), with perfect collinearity between the positions of the mutations on both reference genomes.

Maximum-likelihood estimates of mutation rates were obtained as μ=m/ (T × G), where *m* is the total number of mutations of a given type in a given genotype and genomic context (which can be defined by the nucleotide at the focal position and its adjacent nucleotides, as well as the chromosome partitioning with respect to replication and transcription as defined above), T is the total number of occurrences of the genomic context in the reference sequence, and G is the number of generations considered in MA-lines. Confidence intervals for mutation rates and proportions were calculated using the exact methods implemented in R package “epitools” v0.5-10.1 for Poisson and binomial counts, respectively.

To assess whether a factor affects the substitution rates, we used Generalised Linear Models (GLMs) for Poisson distributed count data with log-link, combined with an Analysis of Variance (ANOVA) (R package “stats” v3.6.3) to compare the fit of a GLM including and a GLM excluding the factor of interest. This statistical comparison was performed separately for each genotype.

Markov chain Monte Carlo methods implemented in JAGS [50], accessed via the R package “rjags,” were used for Bayesian estimation via posterior sampling, in particular for the estimation of mutation rates of replication-stranded triplets and the MMR saturation parameter θ. Models and algorithm settings are described in detail in Supplementary Methods and Results 1.1. The code is made available at https://doi.org/10.5281/zenodo.14850407.

### Mathematical modeling of mutation rates

Assumptions and Bayesian estimation procedure for the model with saturation of the MMR are presented in Supplementary Methods and Results 1.2. Algebraic analysis of the general model with two subclasses of errors and two repair pathways is presented in Supplementary Methods and Results 1.3.

## Results and Discussion

### The mutation rate of *B. subtilis* can be increased up to 6,000 times

We have constructed five mutant strains with expected hypermutator phenotypes from a strain derived from *B. subtilis* 168. The first two strains are constitutively MMR deficient as a result of single deletions of *mutS* and *mutL*. The other three were engineered for conditional inactivation of either or both of MMR or proofreading and were therefore expected to be inducible hypermutators (Supplementary Figs. S1 and S2). In these three strains, the IPTG-inducible promoter P*_hs_* controls the expression of mutant alleles selected for their ability to competitively displace their functional counterparts. The first allele, designated mutL*, has a mutation in the region encoding the ATP hydrolysis active site of MutL which has been reported to have a dominant negative effect [26]. The second allele, designated polC*, encodes a proofreading deficient variant of PolC with a mutation in its exonuclease domain [19]. The final strain, which was expected to have the highest mutation rate under full induction, expresses these two deficient alleles in a synthetic operon (mutL* polC*). The following notations are used for the reference parental strain derived from 168 and the five mutant strains: R^168^, Δ*L*, Δ*S*, L*, C*, LC*.

Fluctuation assays were performed to compare the rate of mutation to rifampicin resistance of these strains. Point estimates and confidence intervals are shown in Fig. 1, and results are detailed in Supplementary Table S2. In the absence of IPTG, the estimated mutation rate of R^168^ was 9.74 × 10^−10^ per generation. Constitutive inactivation of the MMR in Δ*L* and Δ*S* increased the mutation rate by a factor of approximately 85, with no statistically significant difference between the two strains. This is close to the factor of about 60 previously obtained for a double deletion of *mutL* and *mutS* in the *B. subtilis* PY79 genetic background with a fluctuation assay also based on rifampicin [32]. Mutation rates in the absence of IPTG were slightly higher for the inducible strains (L*, C*, LC*) than for R^168^ (up to 1.09 × 10^−8^ for LC*), likely reflecting the low basal activity already described for P*_hs_* [51]. From there, the mutation rate of the three inducible strains increased with IPTG concentration, reaching a plateau between 50 and 100 μM. At full induction (100 μM IPTG), the mutation rates ranging from 3.66 × 10^−7^ for L* to 5.78 × 10^−6^ for LC*. The mutation rate in L* is comparable to or slightly higher than in Δ*L* and Δ*S*, while the mutation rate in LC* represents an approximately 6000-fold increase over R^168^.

**Figure 1.**
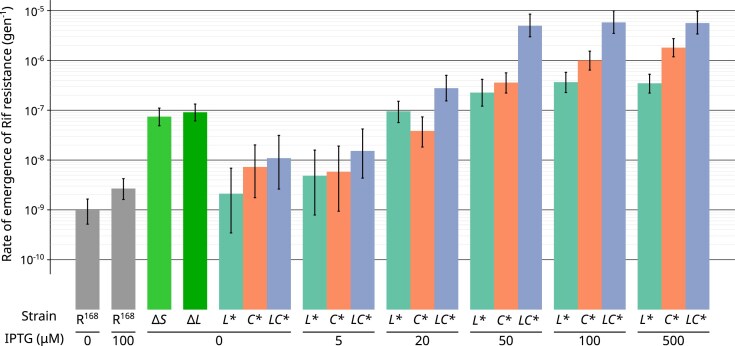
Mutation rate to rifampicin resistance measured by fluctuation assays for increasing IPTG concentration. Each color corresponds to a strain; vertical bars represent 95% confidence intervals.

Much higher mutation rates than in the reference strain may induce stress responses, potentially altering the physiology of each mutant differently. However, we did not detect any substantial impact on growth in 96-well microtiter plates (Supplementary Fig. S3). We also performed transcriptomics experiments on the R^168^, L*, C* and LC* strains in the presence of 100 μM IPTG. 

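RNA was sequenced from exponentially growing cultures in LB at 37°C, harvested at an OD600 of 0.4, with 2 biological replicates for each of 6 combinations of strain and inducer. These were R168, L*, C* and LC* with 100 μM IPTG, and R168 and LC* without IPTG as controls. Ribosomal RNA was depleted and stranded paired-end libraries were made. For each of the 4536 genes of the AL009126.3 annotation the authors deposited a raw fragment count and an FPKM value per library; the aligner, the counting program and the test for differential expression are not given in the sources used here. The counts on genes summed to 15884170 and 18547621 in R168 with IPTG, to 8756789 and 14780263 in L*, to 16036489 and 16368476 in C*, and to 15502765 and 13108782 in LC* with IPTG. Without IPTG they summed to 15999284 and 14998527 in R168 and to 15285290 and 12088729 in LC*. The replicates of LC* were the least alike, with a standard deviation of the log2 difference between replicates across genes of 0.82 with IPTG and 0.72 without, against 0.36 in R168 without IPTG. Starting from the counts, the 3850 genes that passed edgeR's expression filter were normalized by the TMM method and tested with edgeR's quasi-likelihood F-test in one fit of all 12 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p below 0.05. With 2 libraries per group the estimate of the spread rests on 6 residual degrees of freedom, which the fit supplements by sharing information between genes. When counts were simulated for the C* comparison over the same 3850 genes, 20.9% of the genes changed by 1 on the log2 scale, 80.6% of those changed by 2 and 100% of those changed by 4 were called. The simulation changed 200 genes, drew genes independently and gave each gene the same spread in every group. The real groups differ in spread, so these shares need not hold for the real comparisons.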

The analyses did not reveal any significantly differentially expressed genes between the strains. However, they did allow us to quantify the expression of the mutant alleles relative to wild-type alleles for *mutL* and *polC*. 

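With 100 μM IPTG, 1 gene was called between L* and R168 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05), and it was *mutL* itself. Between LC* and R168 2 genes were called, *mutL* and *polC*. Between C* and R168 17 genes were called in this fit, all higher in C*. Apart from *polC* they were 11 tRNA genes, 1 ribosomal RNA gene (*rrnB-5S*) and 4 others, with adjusted p between 0.0126 and 0.0497. The 4 others were *mdr* (332441 to 333979, minus strand), with a log2 fold change of 1.68 (standard error 0.20, adjusted p = 0.0126), *hisP*, with 1.39 (standard error 0.21, adjusted p = 0.0406), the small RNA gene *surG*, with 1.50 (standard error 0.27, adjusted p = 0.0497), and the pseudogene *ymzEc*, with 2.49 (standard error 0.42, adjusted p = 0.0497). Among the tRNA and rRNA genes the rule for naming genes gave *trnI-Gly* with a log2 fold change of 2.29, *rrnB-5S* with 2.19, *trnB-Met2* with 2.17, *trnD-Asp* with 1.87 and *trnD-Met* with 1.82, each at an adjusted p of 0.0497 or less. The tRNA and rRNA genes occur in near-identical copies whose reads the counting could have split, so their values are uncertain. When the tRNA and rRNA genes were left out of the fit, 2 genes were called in C*. At most 1 of the 4 others thus kept its call. Before any mutant allele was induced, *mdr* was also higher in LC* than in R168 (log2 fold change 0.82, adjusted p = 0.51 in edgeR and 0.0368 in DESeq2), and tRNA took 2.68% of the counts in one uninduced LC* library and 0.92% in the other. With a library left out, 1 gene was called in C* without either R168 library and 2 without either C* library. In the same way, 2 genes were called in L* without its replicate 2, and 46 in LC* without its replicate 2. A test for any difference among the 4 strains called 3 genes, *mutL*, *polC* and *mdr*, and 66 genes without replicate 2 of LC*. The counts depended on the tool and on the libraries in the fit. The fit of all 12 libraries shares the spread of each gene among groups whose replicates differed unequally, most in LC*. Few calls in L* and C* therefore do not show that little changed. At the same threshold DESeq2 called 82 genes for L*, 664 for C* and 21 for LC*, and edgeR fitted to only the groups compared called 191, 688 and 0. These calls went both ways in C*, with 359 genes higher and 305 lower in DESeq2 and 384 higher and 304 lower in edgeR fitted to only the groups compared. At an unadjusted p below 0.05, 596, 1193 and 190 genes passed in edgeR. Between R168 with and without IPTG, 0 genes were called by edgeR and 0 by DESeq2, with 44 genes at an unadjusted p below 0.05 in edgeR. DESeq2 fitted to only these groups, an alternative chosen after seeing the data, called 33.

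**Figure D1:**
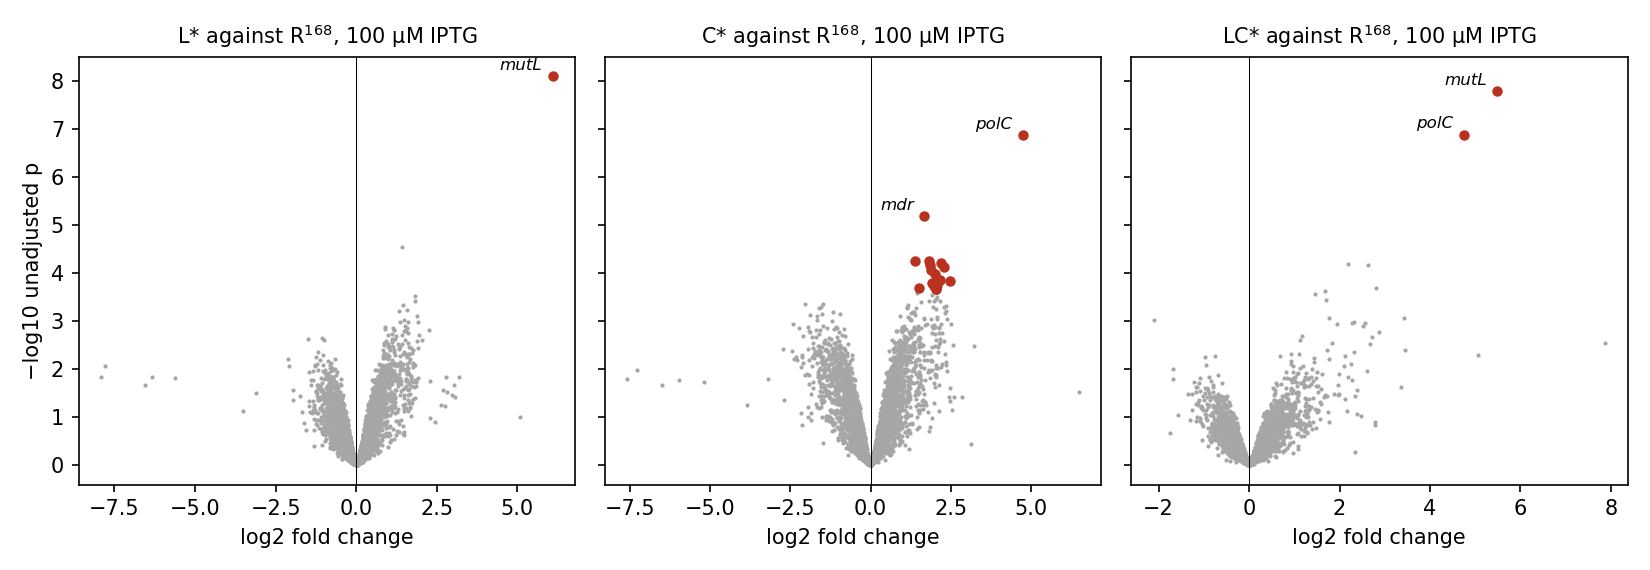
Log2 fold change (horizontal axis) against the −log10 of the unadjusted p from edgeR's quasi-likelihood test (vertical axis) for the genes tested, in L*, C* and LC* against R168 with 100 μM IPTG. Each point is a gene and red points are the 1, 17 and 2 genes called at an adjusted p below 0.05.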

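The deposited values do not separate the wild-type and mutant alleles, which Supplementary Table S3 also gives together in its FPKM values. *mutL* (BSU_17050) lies at 1778337 to 1780220 and *polC* (BSU_16580) at 1727133 to 1731446 on the plus strand of AL009126.3, and the inducible copies were inserted at *amyE* (BSU_03040, 327618 to 329597). Total *mutL* expression was 107 ± 14.3 FPKM (SD, n = 2) in R168 with IPTG, 7127 ± 151 (SD, n = 2) in L* and 4754 ± 1629 (SD, n = 2) in LC*. The log2 fold change over R168 was 6.09 in L* (standard error 0.35, adjusted p = 3.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.49 in LC* (standard error 0.34, adjusted p = 6.42e-05). Total *polC* expression was 158 ± 19.1 FPKM (SD, n = 2) in R168, 4189 ± 400.2 (SD, n = 2) in C* and 4221 ± 1606 (SD, n = 2) in LC*, with log2 fold changes of 4.75 in C* (standard error 0.36, adjusted p = 5.16e-04) and 4.75 in LC* (standard error 0.36, adjusted p = 2.57e-04). Within LC*, adding IPTG raised *mutL* by 5.26 and *polC* by 4.71 on the log2 scale. Fitting edgeR to only the 2 groups compared left these log2 fold changes of LC* almost as they were, but their adjusted p was then between 0.0872 and 0.167, above the threshold, whereas DESeq2 fitted in that way, an alternative chosen after seeing the data, called both genes. The gene without an extra copy was not called by edgeR, with a log2 fold change of -0.52 for *mutL* in C* (adjusted p = 0.232) and -0.36 for *polC* in L* (adjusted p = 0.576). Of the genes beside the native loci and *amyE*, *surG* (1731457 to 1731674, plus strand) was called in C*. It starts just downstream of *polC* and could share fragments with it. In LC* *surG* was called by DESeq2 (log2 fold change 1.44, adjusted p = 3.33e-04) but not by edgeR (adjusted p = 0.153). edgeR called none of *proS*, *surX*, *ycgB*, *lctE* and *amyE* in the 3 strains. DESeq2 called *ycgB* as lower in C* (adjusted p = 0.00216) and LC* (adjusted p = 0.00276), and *lctE* as lower in L* (adjusted p = 0.0137) and C* (adjusted p = 0.00483). *lctE* also differed between the R168 libraries, with 1026 and 5010 FPKM with IPTG and 50.1 and 10.9 without, beside 8.9 to 16.5 in L* and C*, and between the replicates of LC*, with 4009 and 15.3 without IPTG and 4261 and 21.6 with IPTG.

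**Figure D2:**
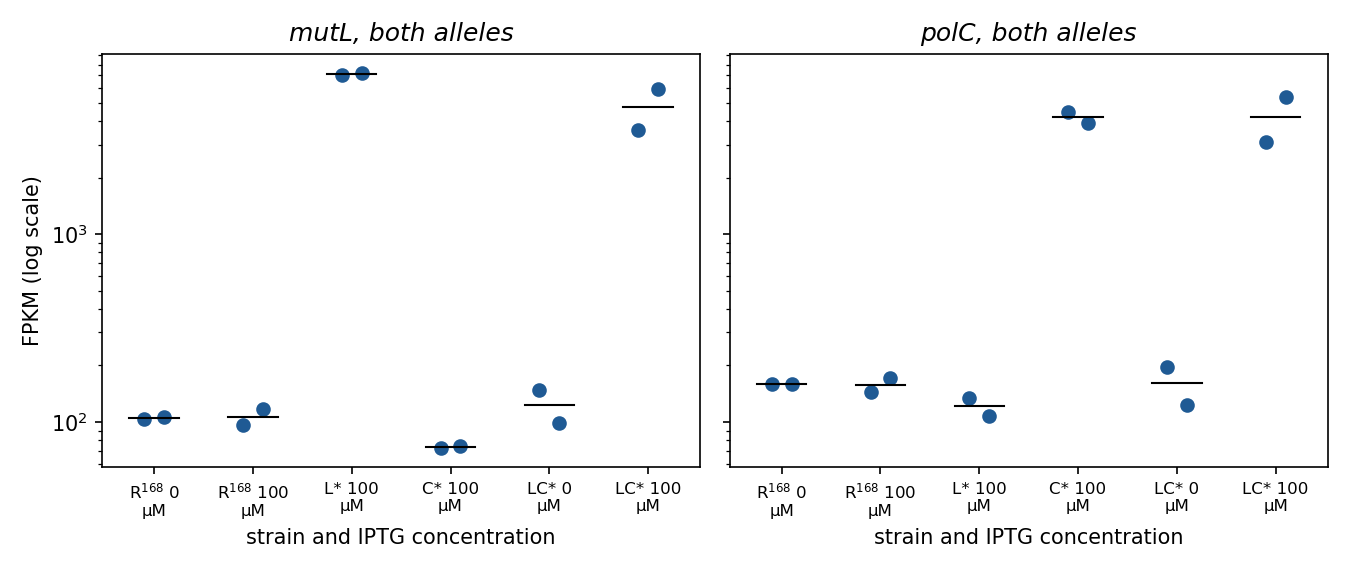
Total FPKM of *mutL* and *polC*, native and mutant allele together, on a log scale in each strain and IPTG concentration. Points are the 2 replicates and the line is their mean, which reaches 7127 for *mutL* in L* and 4189 for *polC* in C*.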

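The share of transcripts from the mutant allele was also estimated from the totals alone, as 1 minus the mean TMM-normalized level in R168 with IPTG divided by the level in the induced library. This assumes that the native allele is expressed as in R168, and it uses no reads that tell the alleles apart. For *mutL* the implied share was 98.5% ± 0.02 (SD, n = 2) in L* and 97.6% ± 0.87 (SD, n = 2) in LC*. For *polC* it was 96.3% ± 0.36 (SD, n = 2) in C* and 96.0% ± 1.6 (SD, n = 2) in LC*. With the strain that carries no extra copy of the gene as the reference, the implied share in L* was 98.98% and that in C* 97.07%. The paper's values, read from the reads that overlap each mutation, are 0.99 in both L* libraries and 0.98 in both LC* libraries for *mutL*, and between 0.96 and 0.98 for the 2 *polC* mutations in C* and LC*.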

Upon induction, the mutant allele accounted for 96-98% of the total mRNA pool for the gene in question (Supplementary Table S3), which is consistent with the results of fluctuation assays that give a mutation rate in L* as high as in Δ*L* and Δ*S* (i.e. complete inactivation of the MMR). 

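Lists of stress and repair genes written before the data were examined were tested in the 3 strain comparisons at 100 μM IPTG, which share the R168 libraries. Of the 87 genes listed for DNA replication and repair, 73 were matched to the table and 70 were tested. Members called by edgeR over all genes were *mutL* in L*, *polC* in C*, and *mutL* and *polC* in LC*. Adjusted over the list alone, edgeR called 3 further genes in C* and 0 in L* and LC*. DESeq2 over all genes called 17 members in C*, 7 higher and 10 lower, and 2 each in L* and LC*, where the gene called besides *mutL* in L* was *exoA*. The median log2 fold change of the list was -0.23 in L*, -0.32 in C* and -0.11 in LC*, and camera with its preset correlation called it in none of them (adjusted p = 0.0663, 0.139 and 0.428). Without *mutL* and *polC*, whose totals the constructs change, camera called the list as lower in L* (adjusted p = 0.0198) and LC* (adjusted p = 0.0419), which fry did not for the full list. These calls rest on the preset correlation. With an estimated correlation, camera was far from calling the full list in L* (adjusted p = 0.946) or LC* (adjusted p = 0.99). With a library left out, camera called the full list in L* without replicate 1 of R168 (adjusted p = 0.0347) and without replicate 1 of L* (adjusted p = 0.0211). The mismatch repair gene *mutS* was called by neither edgeR nor DESeq2, with log2 fold changes of -0.51 in L* (adjusted p = 0.327 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.58 in C* (adjusted p = 0.135) and -0.32 in LC* (adjusted p = 0.836). The gene of the second replicative polymerase, *dnaE* (BSU_29230, named *dnaEC* in the table), and *rpoB*, the target of rifampicin, changed by at most 0.32 on the log2 scale in either direction and were called by neither tool. The LexA/SOS list had 25 tested genes and a median log2 fold change of 0.11 in L*, 0.40 in C* and 0.13 in LC*. Over all genes edgeR called 0 of them in C*, where 14 had an unadjusted p below 0.05, and DESeq2 called 7, of which 5 were higher and 2 lower. Of the genes of this list looked up after their values were seen, *lexA* was called by DESeq2 in C* (log2 fold change 1.54, adjusted p = 3.36e-04), and *recA* by neither tool (edgeR log2 fold change 0.22, adjusted p = 0.387). Adjusted over the list alone, edgeR called 8 in C*, while camera gave no call. Of the 41 tested genes of the SigB general stress list, 39 were higher in LC* than in R168, with a median log2 fold change of 0.78. In LC* without IPTG the median over uninduced R168 was already 0.54. At 100 μM IPTG edgeR called 0 of these genes over all genes, with 16 at an unadjusted p below 0.05, and 15 adjusted over the list alone, while DESeq2 called 8 over all genes. Camera called this list (adjusted p = 1.78e-16), whereas fry (adjusted p = 0.0812) and camera with an estimated correlation (adjusted p = 0.216) did not. The heat shock, PerR and ComK lists had medians between -0.21 and 0.24 and were not called by camera in any strain, but edgeR called 3 ComK genes in C* adjusted over the list alone, and DESeq2 called 2, 2 and 5 genes of these lists in C* over all genes. The PerR list in LC* was called as lower without replicate 1 of LC* (adjusted p = 0.0442) and as higher without replicate 2 (adjusted p = 0.0183). Median and mean differed in sign for heat shock in L* and C*, PerR in C* and repair in LC*, and the direction of camera differed from both for SigB in L*. The paper reports no differential expression between the strains and a predominance of the mutant alleles, which it relates to its fluctuation assays. It then concludes that the mutation profiles can be attributed to the inactivation of the 2 targeted repair pathways alone.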

We therefore concluded that the mutation profiles of these strains can be attributed to the sole inactivation of the two targeted DNA repair pathways.

### Highest mutation rates are counter-selected in mutation accumulation experiments

Mutation accumulation (MA) experiments give access to the molecular nature of mutations [2], in contrast to fluctuation assays, which only provide a mutation rate aggregated across a range of mutations that confer a screenable phenotype. For each of the six strains (R^168^, Δ*L*, Δ*S*, *L* *, C*, LC*), four independent MA-lines were propagated by repeated cycles of colony picking, dilution, and plating on LB (Supplementary Fig. S4), in the presence of 100 μM IPTG when relevant. By randomly selecting a single colony, each MA-step creates a bottleneck in the propagated population, the purpose of which is to limit genetic diversity, thereby maximizing random genetic drift and minimizing natural selection. The interval between two bottlenecks, one MA-step, was estimated to be 25.6 generations on average. We performed whole-genome sequencing at the endpoint of each line; we also sequenced intermediate time-points (up to 4 for LC*) to detect changes in mutation rates (Supplementary Fig. S5). A total of 24 clones and 32 pooled samples isolated after 1 to 37 MA-steps were sequenced. Point mutations - substitutions, insertions (ins), and deletions (del) - were identified. Mutation rates per base pair (bp) and generation (abbreviated bp^−1^.gen^−1^) were estimated for each time interval of each MA-line. Previously collected data from MA experiments on wild-type and MMR-deficient strains were also incorporated to increase statistical power: *B. subtilis* 3610 (R^3610^) and its *ΔmutS* mutant (MMR-^3610^), *B. subtilis* PY79 (R^PY79^) and several MMR- mutants (aggregated as MMR-^PY79^) [32, 33, 49, 52, 53]. As laboratory descendants of the original Marburg strain, *B. subtilis* 168, 3610 and PY79 are all closely related, but the comparison between our data and 3610 is in principle the most appropriate because the PY79 data were obtained at a slightly lower temperature (30°C). The detailed list of all mutations found is provided in Supplementary Table S4.

In the four independent lines of R^168^, only one nucleotide substitution was identified after 37 MA-steps, giving an estimated substitution rate of 7 × 10^−11^ bp^−1^.gen^−1^ (Table 1). This rate was not statistically significantly different from a previous report on R^3610^ and R^PY79^ [32, 49], recalculated in Table 1.

**Table 1.** Aggregated number of substitutions, substitution rate, and proportion of transversions for each strain

Strain^a^	Lines	Generations^b,c^	Substitutions^c^			Substitution rate (bp^−1^.gen^−1^) [95% CI]	Proportion of transversions [95% CI]
			Total	ts^d^	tv^e^		
R^168^	4	3790	1	1	0	7.0e-11 [0.18–39e-11]	0 [0–0.98]
R^3610^	50	251,000	319	238	81	3.3e-10 [3.0–3.7e-10]	0.25 [0.21–0.31]
R^PY79^	75	272,700	222	178	44	2.1e-10 [1.9–2.4e-10]	0.20 [0.15–0.26]
*ΔS*	4	2,151	157	155	2	1.9e-08 [1.6–2.2e-08]	0.01 [0.00–0.05]
*ΔL*	4	2,151	149	147	2	1.8e-08 [1.5–2.1e-08]	0.01 [0.00–0.05]
L*	4	2,151	113	111	2	1.4e-08 [1.1–1.7e-08]	0.02 [0.00–0.06]
MMR-^168^	12	6,454	419	413	6	1.7e-08 [1.6–1.9e-08]	0.01 [0.01–0.03]
MMR-^3610^	19	38,000	4,844	4,711	133	3.4e-08 [3.3–3.5e-08]	0.03 [0.02–0.03]
MMR-^PY79^	118	105,020	5,538	5,432	106	1.4e-08 [1.4–1.4e-08]	0.02 [0.02–0.02]
C*	4	1,895 (256)	395 (19)	348 (18)	47 (1)	5.5e-08 [5.0–6.1e-08]	0.12 [0.09–0.16]
LC*	4	230 (896)	502 (627)	484 (599)	18 (28)	5.7e-07 [5.2–6.3e-07]	0.04 [0.02–0.06]

^a^The label MMR-^168^ corresponds to the aggregation of data from the three MMR-deficient strains constructed from R^168^ (Δ*L*, ΔS, L*). Data for strains R^3610^ and MMR-^3610^ were obtained from [33] and mapped to the R^168^ genome sequence. Data for strains R^PY79^ and MMR-^PY79^ were obtained from [32] and mapped to the R^168^ genome sequence.

^b^Conversion between MA-steps and generation based on an estimated average number of generations per step: 25.61 here, 27.53 in [33].

^c^Number of substitutions in the reference subset of positions well covered by the sequencing data (3795 kbp). Between parentheses: number of generations or substitutions in time intervals after a detected decrease in mutation rate (discarded from analysis).

^d^Number of transitions.

^e^Number of transversions.

Between 113 and 157 nucleotide substitutions were identified after 21 MA-steps in each of the Δ*L*, Δ*S* and L* strains, resulting in point estimates of the substitution rates between 1.4 × 10^−8^ and 1.9 × 10^−8^ bp^−1^.gen^−1^ (Table 1). These rates were not statistically significant from each other which led us to aggregate the data collected for these three strains under the label MMR-^168^ (Table 1). Sequencing an intermediate time-point located at the end of MA-step 11 for the L* strain did not reveal any difference in the rates of accumulation between the first and second parts of the evolution (Fig. 2 and Supplementary Fig. S6). This suggests that in MMR-deficient strains, substitutions identified at endpoints of the MA-lines result from accumulation at a constant rate.

**Figure 2.**
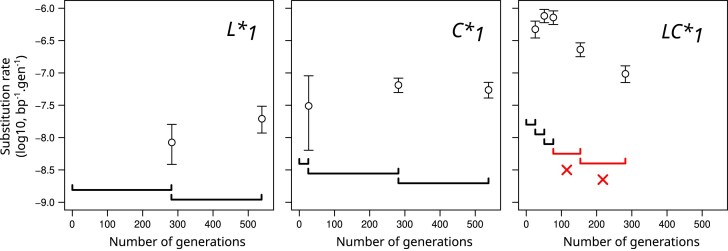
Evolution of substitution rate along MA-lines. Examples are shown for one MA-line from each strain with an inducible mutation rate. The rate is calculated from the number of new substitutions identified within each interval. Sequencing intervals are represented by horizontal brackets and 95% confidence intervals for estimated rates are reported by vertical bars. Red crosses indicate sequencing intervals with significantly decreased mutation rates. These were discarded from downstream analyses.

LC* MA-lines showed a tendency toward decreasing substitution rates during their evolution, with differences in terms of frequency, temporality, and magnitude of decrease (Fig. 2 and Supplementary Fig. S6). A statistically significant decrease was also detected for a single C* MA-line (C*_3_) and this decrease was only detected during the second half of the 21 MA-steps evolution. In contrast to L* and C*, a decrease was detected in all LC* MA-lines, as early as during the second MA-step for LC*_2_ (*P* = 8.4 × 10^−3^), and during MA-steps 3-6 for the three other LC* MA-lines. The magnitude of the decrease was a factor approximately 2.5x for C*_3_ but reached approximately 50x for LC*_4_. Therefore, despite heterogeneity between MA-lines, decreases were globally more frequent, quicker and of larger magnitude for LC* than for C*. Importantly, in LC* MA-lines, 56% of the 1129 identified substitutions occurred in intervals affected by a decrease in the substitution rate (Table 1). To determine the mutation rates of the strains, we only considered data from time intervals before any detected decrease. This led to point estimates of the substitution rates for the C* and LC* strains of 5.5 × 10^−8^ and 5.5 × 10^−7^ bp^−1^.gen^−1^, respectively (Table 1).

Decreases in indel rate were also observed and correlated with decreases in substitution rate (Supplementary Fig. S6). This is consistent with both proofreading and MMR contributing to correction of indel errors made by PolC polymerase activity (Supplementary Methods and Results 1.4). The calculated insertions and deletions rates are shown in Supplementary Fig. S7 and given in Supplementary Table S5, the rate of which increases with homopolymer length (Supplementary Fig. S8).

Nonsynonymous mutations were found in the inducible synthetic circuits of 4 out of 5 MA-lines exhibiting a decrease in mutation rate (Supplementary Table S6, Supplementary Fig. S9, Supplementary Methods and Results 1.5). Given the total number of mutations in the LC* lines and the size of the *polC* gene, the number of mutations found on the polC* allele is four times higher than expected in the absence of selection (chi-squared test with simulated *P*-values, *P* = 4.1 × 10^−2^). This finding echoes previous studies reporting changes in mutation rates in MA experiments [54, 55]. Indeed, recent studies have concluded that positive selection is possible in MA experiments despite the extreme bottlenecks imposed on the population [56, 57]. Here, the over-representation of mutations in the genetic elements that confer the strongest hypermutator phenotypes indicates adaptive evolution through positive selection to reduce the mutation rate. Altogether, our results suggest that the ceiling on mutagenesis observed in haploid yeast MMR- and proofreading-deficient mutants has not been reached ([58], Supplementary Methods and Results 1.6). Furthermore, it provides an *a posteriori* experimental justification for the decision to limit MA experiments on proofreading-deficient *E. coli* to 3-6 MA-steps to minimize selection [22].

### Proofreading repairs transversion errors at least as well as transition errors

The sequence data do not provide information about the DNA strand on which the error that led to the mutation originally occurred. To record substitutions, we opted for a framework in which the reference base is the pyrimidine (C or T) of the Watson–Crick pair at the genomic position where a mutation is observed. This allows for a prior-free analysis of strand asymmetries in mutation profiles, and follows the convention used in cancer research [59].

In all strains, a slightly higher number of mutations were found on C bases than on T bases (Fig. 3). All strains also showed a predominance of transitions over transversions, but the strength of this bias differed between strains (Fig. 3 and Table 1). The highest proportion of transversions among substitutions, found in R^3610^ (point estimate 0.25), is about 10 times higher than the lowest, found in the MMR- strains (Δ*S*^3610^ and MMR-^168^ strains, point estimates 0.03 and 0.01, respectively). The C* strain showed an intermediate proportion (point estimate 0.12). The small number of transversions made it difficult to compare those changing the reference pyrimidine (C or T) to an A and to a G. Nevertheless, the C* and R^3610^ strains may present an excess of C→A over C→G not seen in other strains. The approximately 10-fold increase in the proportion of transitions when comparing the MMR-^168^ strains to the R^3610^ strain is consistent with previously published results on Δ*S*^3610^ [33]. Indeed, there is general tendency across microorganisms for MMR to reduce the transition rate much more than the transversion rate [30, 52].

**Figure 3.**
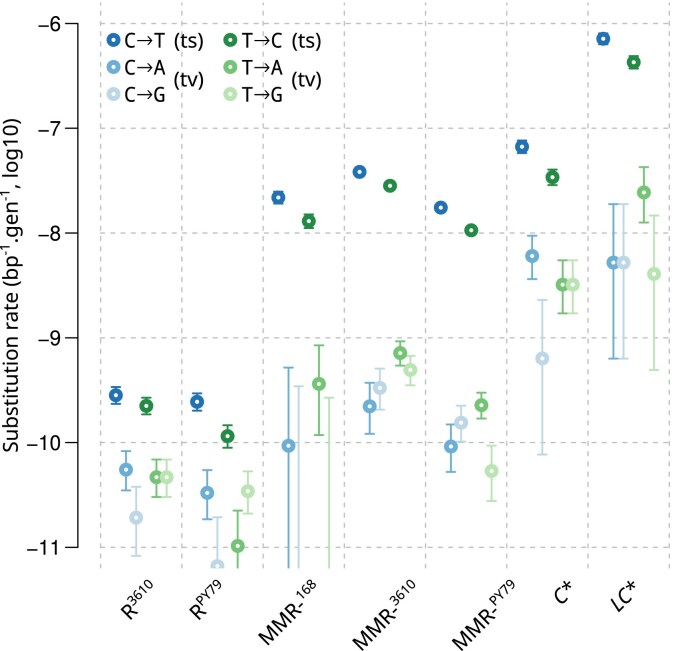
Substitution rates for each type of substitution measured by MA experiments. 95% confidence intervals are reported. No C→G and T→G mutations occurred in MMR-^168^, only the upper limit of the 95% CI is shown.

The substitution rate in C* divided by the rate in the wild-type (R^3610^ or R^PY79^) is greater than the rate in LC* divided by the rate in MMR-^168^ (Fig. 3 and Table 1). Thus, the loss of proofreading has less effect in the MMR-^168^ strains than in the wild-type. Otherwise, the increase in mutation rate when both repair systems are inactivated compared to the wild-type would be the product of the fold-changes observed when they are inactivated separately (a scenario later referred to as multiplicative fold-changes). This suggests that MMR is already partially defective in the C* strain. A similar observation was made in *E. coli* upon inactivation of PolIII holoenzyme proofreading [22, 34] and was interpreted as a consequence of MMR saturation due to the high number of errors introduced during DNA replication, a hypothesis further supported by direct assays of MMR activity and restoration by MMR overexpression [34, 60]. To allow comparisons with *E. coli*, we reanalyzed using our analytical pipeline the profiles of mutations obtained for this organism [22, 61] in presence or absence of MMR and proofreading (Supplementary Fig. S10, Supplementary Table S7). Comparing C* to R^3610^, inactivation of proofreading significantly reduced the proportion of transversions among substitutions (from 0.25 to 0.12), which may also result from MMR saturation in C*. Below, we will formally explore the MMR saturation hypothesis using a model-based analysis that integrate information about the chromosomal context of the mutations (adjacent nucleotides and strand).

In the absence of MMR, inactivation of PolC proofreading resulted in a slight increase in the proportion of transversions (from 0.01 in MMR-^168^ to 0.04 in LC*). This difference is not statistically significant (Table 1) but suggests that proofreading corrects errors leading to transversions with at least as much efficiency as those leading to transitions.

### Strand-asymmetry of substitution rate at C:G sites is only visible after proofreading

To further characterize the two DNA repair systems, we examined for each strain how substitution rates varied with distance from the origin of replication, strand orientation relative to replication or transcription, coding or non-coding status, and transcription level. For these analyses, we counted substitutions in the different chromosomal contexts and calculated the corresponding “local” substitution rates.

In MMR-^168^ strains, as in MMR-^3610^ and R^3610^ strains, substitution rates were significantly higher when C is on the leading than on the lagging strand (Fig. 4A). This agrees with the previous analysis of the 3610 dataset [33], where all mutations were recorded as a change on the “strand templating the leading strand” (i.e. the lagging strand), and which showed higher mutation rates for G bases in R^3610^ and MMR-^3610^ strains. This bias was not present in the C* and LC* strains, which are proofreading deficient. In addition to the strong asymmetry at C:G sites, we detected a weaker but statistically significant replication-oriented asymmetry in substitutions at T:A sites: the substitution rate is higher when T is on the lagging strand, the difference between the two strands being statistically significant for all our hypermutator strains (Fig. 4A). In R^3610^, this bias at T:A sites appears to be less pronounced and may even be absent. Consistent with the conclusions of [32], analysis of orientation with respect to transcription, which is most often collinear with replication in *B. subtilis*, did not indicate a contribution of transcription-related processes to these asymmetries between strands in any of the hypermutator strains (Supplementary Methods and Results 1.7, Supplementary Fig. S11AB). These two replication-oriented biases at G:C and A:T sites appear to be specific to transitions (Fig. 4B).

**Figure 4.**
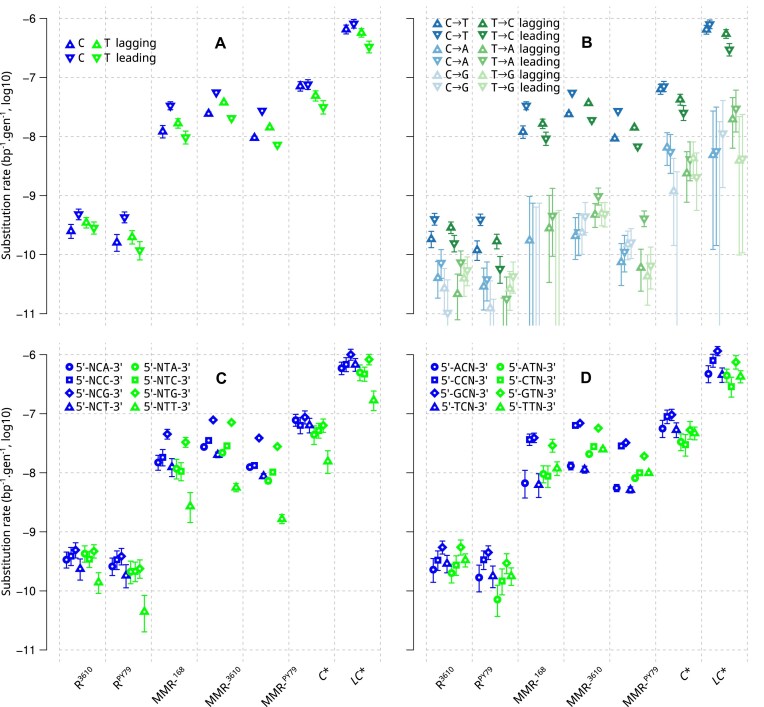
Substitution rate as a function of replication strand and neighboring nucleotides. The pyrimidine of the pair determines the strand of a mutation site. Rates are plotted for each pyrimidine and each genotype. Error bars represent the 95% confidence intervals. **A** and **B**. Effect of orientation with respect to the replication strands (by focal pyrimidine in **A**, by type of substitutions in **B**). **C**. Effect of the 3’-adjacent nucleotide. **D**. Effect of the 5’-adjacent nucleotide. As all the rates reported in this study, those shown in **C** and **D** take into account the number of possible sites in the sequence (see “Materials and methods”).

In wild-type, the replication-oriented asymmetry of substitution rates at G:C sites is a prominent feature of the mutation profile. Consistent with previous analyses of MMR-deficient strains, including MMR-^3610^, this bias was also detected in MMR-^168^ strains. Our data revealed its absence in C* and LC* strains. A similar observation was made in *E. coli*, leading to the interpretation that proofreading is strand-biased and produces this bias [22], but a concurrent explanation involving strand-biased mutations caused by deamination will be discussed below. In contrast, the wild-type had little or no asymmetry at A:T sites, whereas the hypermutator strains have such asymmetry; error correction systems, and in particular the MMR, tend to eliminate this asymmetry.

In parallel, it is intriguing to observe the presence of two trends detected only in wild-type: a higher substitution rate in non-coding regions (Supplementary Methods and Results 1.7, Supplementary Fig. S11CD) and, to a lesser extent, in the half chromosome far from the replication origin in R^3610^ (Supplementary Fig. S11E, ANOVA p-value 0.002). A higher substitution rate in non-coding than coding regions, specific to the wild-type, has also been reported in *E. coli* and was interpreted as an indication that “MMR preferentially repairs coding sequences” [61, 62]. Alternatively, trends observed exclusively in the wild-type may correspond to substitutions originating from processes not subject to correction by proofreading and MMR, which could be masked by increased substitution rates in hypermutator strains.

### Polymerase initial nucleotide selectivity shapes the distribution of mutations even after proofreading

In all strains, the substitution rate was strongly influenced by the nucleotide adjacent to the focal pyrimidine (Fig. 4C and D). This observation, previously made in wild-type and MMR-deficient strains [33], extends to proofreading-deficient strains. Simultaneously considering the adjacent nucleotides on both sides and the replication strand requires binning the counts into 64 replication-stranded triplets. To mitigate the dimensionality problem, exemplified by the absence of observed substitutions for some bins, we adopted a Bayesian estimation framework that incorporates the mean and standard deviation of log-transformed rates as strain-specific hyperparameters (Supplementary Methods and Results 1.1). Information from the entire distribution is thereby used to establish point estimates and credibility intervals of the transition rate for a given triplet (Fig. 5A and Supplementary Table S7). The same methodology was applied to the transversions, which unveils distinct profiles that remain difficult to analyze due the small underlying counts (Supplementary Fig. S12 and Supplementary Table S7).

**Figure 5.**
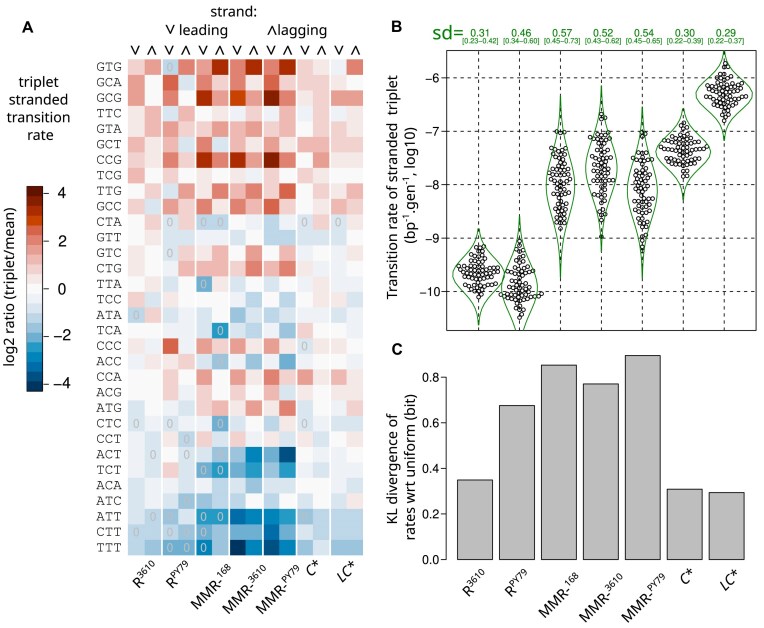
Comparison of stranded-triplet transition profiles between genotypes. Each stranded-triplet corresponds to the pyrimidine of the pair and its 5’ and 3’ nucleotides, distinguishing pyrimidines on the leading and lagging strands of replication. **A**. Heatmap representation of the stranded-triplet transition profiles (log_2_ ratio of the estimated rate with respect to the mean for the genotype) in the different strains. Rates were estimated using a Bayesian method involving a log-normal prior and hyperparameters. Estimates based on the absence of substitutions in this stranded-triplet context are indicated by “0” in the cells of the heatmaps. Triplets are ordered in decreasing order of transition rate in R^3610^, averaging the Bayesian estimates of both strands. **B**. Swarmplots of the Bayesian estimates of stranded-triplet substitution rates, intended to show individual data points without overlap. The Bayesian estimate of their standard deviation in log10 scale reported above, together with the corresponding probability density function plotted as an envelope. **C**. KL divergences from a uniform distribution (same rate for each triplet), derived from robust entropy estimates. The order of the strains is the same in **B** and **C**.

Based on these estimates, we measured a very strong correlation between the stranded-triplet transition profiles of MMR-^168^ and the two other MMR- backgrounds (Supplementary Fig. S13, Pearson correlation *r* = 0.92 between log-transformed rates), confirming that our MMR-^168^ background is very close to the previously studied mutants. There is also a strong correlation between the stranded-triplet transition profiles of LC* and proofreading-proficient MMR-deficient strains (Supplementary Fig. S13, *r* = 0.80 between LC* and MMR*-*^3610^). This is consistent with the idea that, after proofreading and before correction by MMR, most of the errors leading to substitutions are due to misincorporation by the PolC polymerase that escaped proofreading. Since MMR removes ∼98–99% of these errors (Table 1), they also represent the majority of errors corrected by the MMR.

We also found correlations between the wild-type stranded-triplet transition profiles (R^3610^ and R^PY79^) and those of all hypermutator strains (Supplementary Fig. S13). The correlations are the highest with the proofreading-proficient MMR-deficient strains (*r* ≥ 0.70) and remain highly statistically significant with the proofreading-deficient strains (*r* ≥ 0.67 with LC*). In particular, Fig. 4C shows a consistent mutational pattern across all strains, which suggests it likely originates from the initial nucleotide selectivity of the polymerase: NTT substitution rates are significantly lower than those of any other substitutions, regardless of the genetic background (168, PY79, and 3610) or deficiencies in repair mechanisms (MMR and proofreading). To our knowledge, this specific trend for NTT has not been mentioned in any previous studies and it is not clearly observed in *E. coli* (Supplementary Fig. S10).

The correlation between the stranded-triplet substitution rates profiles in LC* and the wild-type, whose global substitution rate is 1600 times lower (Table 1), fits remarkably with the working hypothesis that PolC misincorporations that escaped proofreading and MMR substantially shape the substitution profile of the wild-type. Not only is this consistent with the conclusion of the *E. coli* study [22], but there are also similarities between the transition rates measured in the two organisms, the most significant being correlations between the transition profiles of hypermutators (Supplementary Fig. S13). In particular, there is a clear similarity (*r* = 0.66) between B. subtilis LC* and the corresponding *E. coli* constitutive proofreading and MMR-deficient mutant (Supplementary Fig. S14). Transitions are thought to result from base pairing errors and base tautomerization [53]. The local sequence context may influence the probability of template tautomerization as well as the probability of incorporating a tautomeric base or a non-cognate base, in conjunction with the structure of the polymerase and the dynamics of the elongating complex.

### Proofreading squares the biases of the initial polymerase selectivity

As measured by the estimated span of their distributions, the stranded-triplet transition rates in proofreading-deficient strains (LC* and C*) are almost 10-fold more dispersed than in proofreading-proficient MMR- strains, indicating that proofreading approximately doubles the dispersion on a logarithmic scale (Fig. 5B). Because point estimates deduced from small counts are not precise, and to further corroborate the results of the Bayesian standard deviation estimate, we sought a second approach that could directly quantify dispersion. Using an entropy estimation method developed for small counts [63]. We calculated the Kullback-Leibler (KL) divergence between the unknown underlying distribution of observed counts and a uniform substitution rate, where the expected count is proportional to the number of occurrences of the triplet in the chromosome (Supplementary Methods and Results 1.8). Estimates of KL divergences (Fig. 5C) confirmed both the similar level of dispersion of substitution rates in the wild-type R^3610^ and proofreading-deficient strains, and the comparatively much higher dispersion in the MMR-deficient strains (approximately 2.5-fold higher divergence from uniform). In other words, proofreading disperses substitution rates, while MMR activity can counteract this dispersion to a variable extent (much more in R^3610^ than in R^PY79^). Similar trends are seen in *E. coli* (Supplementary Fig. S15). These observations align with those on *E. coli*, which have been interpreted as a compensation of the proofreading biases of the *E. coli* PolIII holoenzyme by opposite biases of MMR correction [22]; a concurrent hypothesis to explain the apparent compensation of the biases is presented in the discussion.

Interestingly, after proofreading (but before MMR correction), the stranded-triplet substitution rates become more dispersed, but remains very similar in terms of the direction of the biases compared to before proofreading (Supplementary Fig. S13, *r* = 0.80 between LC* and MMR*-*^3610^). This observation is puzzling because it implies that proofreading, while considerably decreasing the mutation rate, increases the dispersion of biases that already arise from the sole polymerase activity, rather than simply masking the initial biases with its own biases of greater amplitude. To better understand the implications of this observation, we can formulate a minimal model in which the proofreading activity reduces the initial error probability of the polymerase, denoted γ[i], through a two-step process: first, the detection and removal of a misincorporated nucleotide with probability d[i]; second, the reincorporation of a nucleotide with the error probability γ[i] characteristic of the initial polymerase activity. The error probability after proofreading writes then e[i]=γ[i] (1-d[i])/ (1-γ[i]d[i]), where the term (1-γ[i]d[i]) accounts for the possibility of cycling the two-step process if a new incorporation error follows the removal. If d[i] is the same for all i, the possibility of cycling, by itself, already amplifies the initial biases. However, this effect is negligible as long as γ[i], which corresponds to the substitution rate observed in the LC* strain (<10^−5^ in Fig. 5B), remains extremely small compared to 1. Doubling the biases on a logarithmic scale (*i.e*. e[i]/e[j]= (γ[i]/γ[j])^2^), as almost observed in our data, implies a probability of non-detection and removal in the first step of proofreading (1-d[i]) proportional to γ[i], the error probability of the single polymerase activity. The most common errors made during initial incorporation are also the least likely to be corrected during proofreading. As a result, proofreading amplifies the biases of initial polymerase selectivity, approximately raising them to the second power.

### A theoretical model suggests that MMR can prevent up to 4 mutations per generation before saturation

The apparent efficiencies of MMR and proofreading are strongly influenced by the presence or absence of the other system. As evoked above, proofreading reduced the total substitution rate by a factor 164 in MMR-proficient cells (μ_C*_/μ_R3610_ where μ is the mutation rate under consideration and using the ML estimates from Table 1) but only by a factor 34 in MMR-deficient cells (μ_LC*_/μ_MMR-168_). Similarly, MMR reduced the substitution rate more in the presence than in the absence of proofreading. According to Bayesian estimates of substitution rates, none of the triplets clearly contradicts this observation (with a posterior probability of being above the diagonal greater than 5% for all triplets; Fig. 6). The trend becomes even more pronounced when MMR*-*^3610^ or MMR*-*^PY79^ is used instead of MMR-^168^ to represent the MMR-deficient proofreading-proficient background (Supplementary Fig. S16).

**Figure 6.**
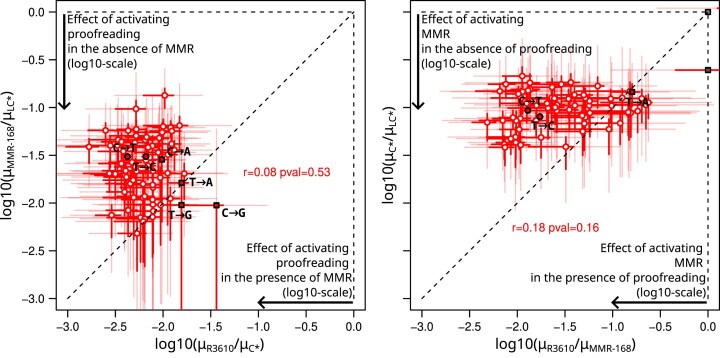
Effects of proofreading and MMR in the presence or absence of the other system. Effects are measured as the log10-ratio of transition rates for stranded triplets (red) and the six types of substitutions (black circles for transitions, black squares for transversions). Left plot: effect of proofreading in the presence or absence of MMR. Right plot: effect of MMR in the presence or absence of proofreading. Around each point, the 50% and 95% marginal credibility intervals on horizontal and vertical axes, computed from the quantiles of the posterior distributions, are represented by segments (bold and dark versus thin and light, respectively). The data used for the reference and MMR- substitution profiles are R^3610^ and MMR-^168^ (see Supplementary Fig. S16 for similar plots using other reference and MMR- substition profiles).

To thoroughly investigate the compatibility of the data collected in *B. subtilis* with a saturation mechanism, we formulated a mathematical model in which the mutation rate, μ_C*_[i], in strain C* for a given triplet or type of mutation i is determined by the equation:

\begin{eqnarray*}{\mathrm{\mu_{C*}}}\left[ {\mathrm{i}} \right] = {\mathrm{\gamma}}\left[{\mathrm{i}} \right]\left( {{\mathrm{\theta }} + \left( {1 - {\mathrm{\theta }}} \right).{\mathrm{q_{MMR}}}\left[ {\mathrm{i}} \right]} \right),\end{eqnarray*}

where γ[i] is the error rate before correction by proofreading or MMR, and θ is a mixture parameter common to all values of i. It corresponds to the proportion of errors made by the proofreading-deficient PolC that occur in a physiological context of MMR saturation (generating mutations distributed as in LC*). The complementary proportion (1-θ) is subject to correction by MMR, which reduces the number of errors by a factor q_MMR_[i]. In this model, whose assumptions are presented along with an associated Bayesian estimation procedure in Supplementary Methods and Results 1.2, the mutation rate in C* can be expressed as a function of the rates in the three other backgrounds by identifying q_MMR_[i] with μ_R_[i]/μ_MMR-_[i] and γ[i] with μ_LC*_[i].

This parameterization was used to estimate the mixture parameter θ and to check the agreement of the model with the experimental data (Fig. 7). In practice, the posterior distribution of θ was estimated using either the transition rates for the 64 replication-oriented triplets or the rates of the six types of substitutions (2 transitions and 4 transversions); MMR-^168^, MMR-^3610^ or MMR-^PY79^ representing the MMR-deficient background. The resulting posterior distributions are very similar (Fig. 7A), with the estimated value of θ varying only between 0.071 and 0.082. The observed counts, aggregated by substitution type (Fig. 7C) and by triplet (Supplementary Figs. S17–S19), fall within the prediction intervals of the model, indicating a good fit to the experimental data (Supplementary Methods and Results 1.1). Notably, although the fraction of errors made by the proofreading-deficient PolC in the context of MMR saturation is small (θ<10%), these errors account for the majority (≥75%) of the mutations observed in strain C* (Fig. 7A).

**Figure 7.**
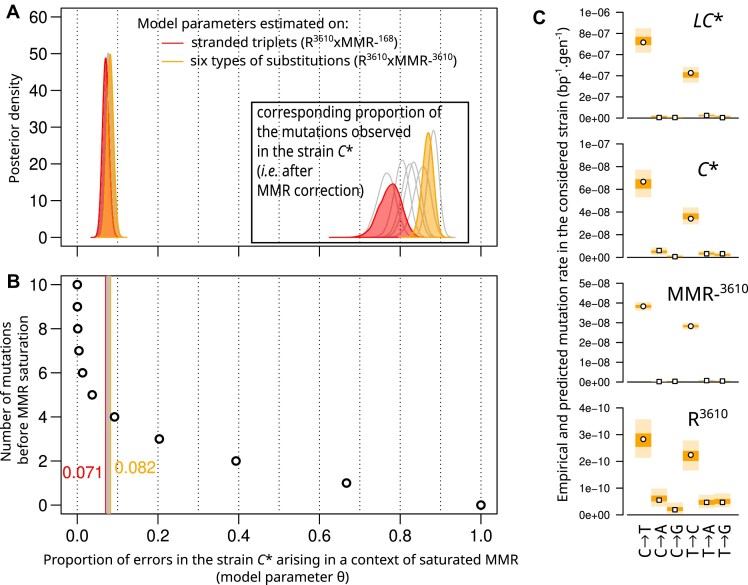
Parameter estimation of the MMR-saturation model and evaluation of the fit to experimental data. (**A**) Posterior distribution of the mixing parameter θ corresponding to the proportion of polymerase errors in strain C* arising in the context of saturated MMR. The corresponding proportion of mutations observed in C* (i.e. after MMR correction) is shown in the inset plot. Parameters can be estimated either on data consisting of stranded triplets (transitions) or of the six types of substitutions (two transitions, four transversions) and for four different combinations of reference and MMR profiles (R^3610^xMMR-^168^, R^3610^xMMR-^3610^, R^PY79^xMMR-^168^, R^PY79^xMMR-^PY79^). This gives eight different estimated values of the mixing parameter θ, the posterior distributions associated with the lowest and highest estimates are shown as colored areas; the results corresponding to other combinations of data sets are shown as single lines. (**B**) Relationship between the mixing parameter θ and the number of mutations before MMR saturation in a simplified model of replication: one replication per generation, the first mutations are subjected to MMR correction until MMR saturation. (**C**) Evaluation of the fit of the MMR-saturation model to experimentally measured rates of the six types of mutations. Points represent empirically calculated mutation rates, i.e. the number of observed mutations divided by the number of possible sites in the genome and the number of generations. Colored areas represent the distribution of values for the empirical rates simulated under the posterior distribution of the model parameters (50% of the density in the dark area, 95% including also the light area).

In a simple mechanistic model, these values of θ may correspond to the capacity of the MMR to prevent (with a probability of failure q_MMR_[i]) up to four mutations per generation (Fig. 7B). Alternatively, θ values can be interpreted as reflecting the fraction of errors made by the proofreading-deficient polymerase before it travels a certain distance after a first error (Supplementary Methods and Results 1.2).

### Aggregating mutations in counts: a necessary evil

In principle, our experimental data could also be explained by a model that does not involve MMR saturation. This alternative model recognizes that counting mutations on the genome implies aggregating them by type or context, which are likely to encompass subclasses of mutations arising from errors that are not corrected with the same probability of success. In the extreme scenario where MMR and proofreading correct non-overlapping sets of errors, the increments observed in mutation rates when each system is inactivated would simply add up in cells where both systems are inactivated. This idea has already been mentioned and refuted for mutational signatures in human cancers [64]. In fact, while changes in mutation rates associated with each repair system are not multiplicative, they are clearly more than additive. This raises interest in a more general model that considers aggregated subclasses of mutations in the counts and arbitrary correction rates. We have algebraically explored this model in its simplest form with only two subclasses (Supplementary Methods and Results 1.3). Interestingly, when the probability of error correction differs between subclasses for both MMR and proofreading, the aggregation creates apparent epistasis in the sense that the effect of inactivating one system, as measured by the mutation rate fold-change, depends on the presence or absence of the other system.

To explain 4 mutation rates, even the simplest two-subclass scenario has six parameters, consisting of the mutation rate in the absence of any correction and the probability of correction by each system, for both types of error. With more parameters than data points, it can fit almost any data set, explaining additive to super-multiplicative effects. The model is therefore difficult to falsify. We note, however, that the sign of this epistasis depends on whether the systems have similar or opposite specificities: if they tend to repair the same subclasses of errors the apparent epistasis will be positive (super-multiplicative), otherwise the epistasis will be negative (sub-multiplicative, as in our data). Explaining negative epistasis with this model is therefore at odds with the widely accepted idea that MMR correction is mostly coreplicative and targets the same errors as those corrected by proofreading, i.e. Watson–Crick mismatches introduced by DNA polymerase during DNA replication. If subclass aggregation does not contribute significantly to the observed apparent epistasis, which is well explained by MMR saturation, it still complicates the interpretation of the apparent efficiency of repair systems deduced from mutation profiles.

### A cautious interpretation of the apparent efficiency of proofreading and MMR

The proofreading-deficient strain C* should not be considered as fully MMR-proficient due to MMR saturation. Therefore, its mutation rate cannot be used to measure the apparent efficiencies of proofreading and MMR under wild-type physiological conditions, i.e. as the numerator in a ratio μ_C*_/μ_LC*_ to estimate the probability that an error escapes proofreading, or as the denominator in a ratio μ_R_/μ_C*_ to estimate the probability that an error escapes MMR correction. Instead, these repair system escape probabilities should be estimated from the ratios μ_MMR–_/μ_LC*_ and μ_R_/μ_MMR–_ for each replication-oriented triplet and the six substitution types shown in Fig. 8 (where MMR- is either MMR-^168^ or MMR*-*^3610^, see Supplementary Fig. S20 for MMR*-*^PY79^). The rates of errors leading to substitutions before and after correction by the combined action of proofreading and MMR (mutation rates in LC* and R^3610^, respectively) are also shown.

**Figure 8.**
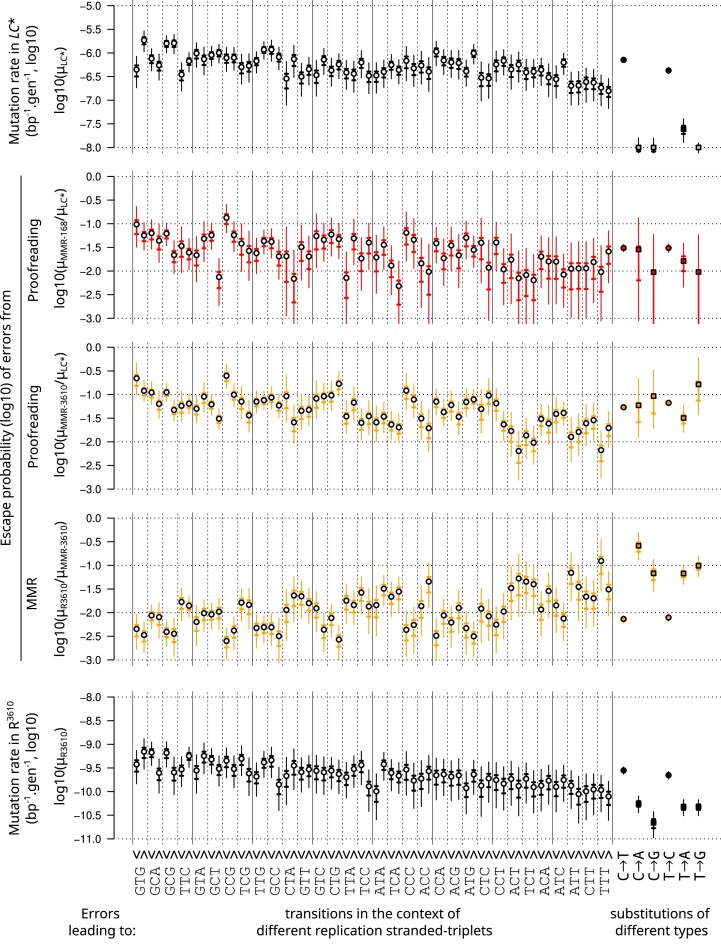
Apparent efficiency of proofreading and MMR across replication-stranded triplets and mutation types. Triplets are ordered in decreasing order of transition rate in R^3610^ and then strand of replication (leading∨and lagging∧). Estimated mutation rates in the absence or presence of both correction systems are shown in top and bottom plots, respectively. Apparent proofreading escape probabilities are shown either as estimated from MMR-^168^/LC* or MMR-^3610^/LC* (second and third plots counting from top). Apparent MMR escape probabilities are shown estimated from R^3610^/MMR-^3610^ (fourth plot). Bold and thin vertical bars represent 50% and 95% credibility intervals, respectively.

Proofreading and MMR escape probabilities (μ_MMR–_/μ_LC*_ and μ_R_/μ_MMR-_) are correlated with triplet substitution rates (Supplementary Fig. S21). In Fig. 8, the triplets are ordered according to wild-type substitution rates (as in Fig. 5A), which highlights general trends: proofreading escape tends to be higher on triplets where the initial polymerase selectivity is the lowest (Supplementary Fig. S21, *r* = 0.46 *P* = 0.0001 when MMR- is MMR-^3610^ or MMR-^PY79^); and, in the case of MMR-^3610^ but not MMR^−PY79^, MMR escape tends to be lower on triplets with high wild-type mutation rate (Supplementary Fig. S16, *r* = −0.39, *P* = 0.002). Note that these two correlations are of opposite sign to the artifactual correlations that would be generated by noise in the estimates of μ_LC*_[i] and μ_R_[i], which also enter in the ratios μ_MMR-_[i]/μ_LC*_[i] and μ_R_[i]/μ_MMR-_[i].

The positive correlation between proofreading escape and mutation rate in LC* is consistent with the observation that proofreading increases the bias of polymerase errors. Statistical uncertainty about the probability of proofreading escape makes it difficult to draw conclusions for specific replication-stranded triplets, and few triplets show clear strand asymmetry. It is interesting to note, however, that this positive link is not seen within pairs of triplets that differ only by the strand. In particular, GTG and ATG are more affected by substitutions in LC* when the focal pyrimidine (T) is on the lagging strand, but no difference in proofreading escape probability between strands is detected. For these triplets, the initial strand asymmetry may originate from incorporation errors made by the DnaE polymerase during synthesis of the lagging strand that are efficiently proofread *in-trans* by PolC. Conversely, errors affecting GCT and GCG appear to be less corrected by proofreading when the C-site is on the leading strand, but the substitution rates in LC* are similar between strands. In these cases of C-site substitutions on the leading strand, the apparent probability of proofreading escape most likely overestimates the escape of initial polymerase selectivity errors because of the likely contribution of deamination damage to the mutation profile of the proofreading-proficient MMR-deficient strains.

Deamination of cytosine to uracil in the lagging strand template (i.e. the leading strand) due to exposure of single-stranded DNA in the context of the replication fork has long been suspected to be the reason for the near-universal asymmetry between replication strands in prokaryotes [65] and indeed has been shown to be a substantial source of C→T transitions in wild-type [66]. Strikingly, proofreading-proficient MMR-deficient strains exhibit a similarly oriented strong strand asymmetry for substitutions at C sites [33, 62]. It has been hypothesized that cytosine deamination may also cause this asymmetry [61] which is consistent with other studies reporting a role for the *B. subtilis* MMR in counteracting the effects of base deamination [67, 68]. In the absence of proofreading, the high rate of polymerase misincorporation on both strands would mask the deamination-induced asymmetry.

The hypothesis that proofreading efficiency is positively linked to initial polymerase selectivity was proposed above based on the analysis of transition rates by triplet context. Transversions account for only 4% of the substitutions in LC*. The difference between the apparent proofreading escape probabilities of errors leading to transversions and transitions cannot be precisely estimated, but their relative similarity (Fig. 8) may indicate that the above hypothesis holds only for transitions. Alternatively, the apparent proofreading escape probability may overestimate proofreading escape for initial polymerase selectivity errors that lead to transversions. This would occur if a substantial fraction of the rare transversions in proofreading-proficient MMR-deficient strains did not originate from polymerase errors and thus was simply not subjected to proofreading, as could suggest the differences visible between LC* and MMR- (MMR-^3610^ or MMR-^PY79^), and also between MMR-^3610^ and MMR-^PY79^, in terms of distribution of transversions across triplets and strand biases (Supplementary Fig. S12).

Regarding MMR escape, which is not the primary focus of this study, its negative correlation with proofreading escape (Supplementary Fig. S22, *r* = −0.66 and *r* = −0.57 when estimated based on 3610 data and PY79 data, respectively) could reflect an evolution of MMR toward correcting the most common DNA replication errors. Indeed, this would echo the proposed role of differential MMR efficiency in balancing DNA replication fidelity between the two strands in eukaryotes [23, 30, 69].

However, the negative correlation between the apparent probabilities of MMR and proofreading escape could also reflect an overestimation of MMR escape for the sites least affected by DNA replication errors. Indeed, the contribution of different sources of spontaneous mutations in wild-type remains difficult to characterize [53], and thus there is a lack of knowledge about the fraction of the wild-type mutation profile that is not subject to MMR correction. Among the studies addressing this question, it has been shown that inactivation of oxidative damage repair pathways increases the mutation rate in *E. coli* under optimal growth conditions without external stress, suggesting that damage that escapes correction by oxidative damage repair pathways may also contribute to the wild-type mutation profile [16]. Since oxidative damage tends to cause transversions, this hypothesis would be consistent with the higher proportion of transversions in the wild-type than in any of our hypermutator strains. If a substantial fraction of the wild-type (reference) substitution profile μ_R_ originates from sources not subjected to MMR correction, variations not directly related to MMR efficiency may enter the ratio μ_R_/μ_MMR–_ used to estimate the MMR escape probability (Fig. 8), both via its numerator μ_R_ (*e.g*. variations in the amount of substitutions originating from these other sources) and via its denominator μ_MMR–_ (e.g. variations in the amount of polymerase errors remaining after proofreading). Indeed, the very strong negative correlation across triplets between μ_R_/μ_MMR-_ and μ_MMR–_ (Supplementary Fig. S21, *r* = −0.91 for the 3610 data) suggests that variations in μ_MMR-_ may be largely responsible for variations in the apparent MMR escape probability_-_. Combined with the unsurprising and clear positive correlation between the apparent proofreading escape probability (μ_MMR–_/μ_LC*_) and μ_MMR–_ (Supplementary Fig. S21, *r* ≥ 0.90 for MMR-^3610^ and MMR-^PY79^), the substitutions originating from sources not subjected to MMR correction may thus contribute to the observed negative correlation between the apparent probabilities of MMR and proofreading escape.

## Conclusion

Saturation of the MMR in the absence of proofreading, greater dispersion of substitution rates in the presence than in the absence of proofreading, and the existence of strand biases that become apparent only in the presence of proofreading appear to be traits shared between *B. subtilis* and *E. coli*. Given the considerable divergence between these two organisms in terms of phylogenetic distance and molecular organization of DNA polymerase and MMR, these traits are likely to be common to many other organisms. The characterization of the overdispersion of mutation rates in MMR-deficient proofreading-proficient strains compared to other strains led us to conclude that proofreading skews DNA polymerase error rates. This could be interpreted as an inherent drawback of the proofreading principle, which relies on the DNA polymerase to detect its own errors. Acting as a judge of its own errors leads to the same biases in initial nucleotide selectivity and error correction efficiency.

This study also examines the consequences of aggregating mutations in counts and, more generally, recognizes the difficulty of interpreting the apparent efficiencies of repair systems. First, unaware aggregation of subclasses of mutations resulting from different molecular pathways can create almost any pattern of apparent interactions in the effects of disabling different repair systems. Second, interpretation of the effect of disabling one repair system is generally complex because of uncertainty about the contribution of damage or errors subject to correction by that system to the mutations observed in its presence. It is thus difficult to interpret the appearance of strand asymmetry upon proofreading activation, which may be caused by a post-proofreading mutation process, such as deamination, rather than a proofreading bias. Similarly, the “flattening” of mutation rates upon activation of the MMR is difficult to interpret, as it could result from a better efficiency of the MMR in correcting the most common errors, but also from the contribution of multiple sources to the wild-type mutation profiles. Indeed, a substantial contribution of multiple sources seems consistent with the drift-barrier hypothesis [2]: in the wild-type, the rates of mutations resulting from different molecular pathways may have been pushed below the same point where they do not encounter significant counter-selection.

The construction of strains with inducible hypermutator phenotypes addressed the stability issue that affected the reproducibility of some studies on *E. coli* proofreading-deficient strains discussed in [22]. It was also motivated by the interest in tools for synthetic biology applications. Regarding the future use of our inducible systems to accelerate evolution in the laboratory, a proofreading-deficient strain would yield a less skewed mutation spectrum than an MMR-deficient strain. If necessary, extreme mutation rates can be achieved by disabling both repair systems simultaneously, but strong counter-selection against mutational load makes such induction feasible only for a short period of time.

## Supplementary Material

gkaf147_Supplemental_Files

## Data Availability

The RNA and DNA sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus database under accession number GSE239804 and to the NCBI Sequence Read Archive under BioProject accession number PRJNA995423, respectively.

# Supplementary material for: The mutational landscape of Bacillus subtilis conditional hypermutators shows how proofreading skews DNA polymerase error rates
**Source:** Nucleic Acids Res. 2025 Mar 8;53(5):gkaf147. doi: 10.1093/nar/gkaf147
**Supplement:** gkaf147_Supplemental_Files

## Supplementary Methods and Results for

### The mutational landscape of *Bacillus subtilis* conditional hypermutators shows how proofreading skews DNA polymerase error rates

Ira Tanneur<sup>1,2</sup>, Etienne Dervyn<sup>1</sup>, Cyprien Guérin<sup>2</sup>, Guillaume Kon Kam King<sup>2</sup>, Matthieu Jules<sup>1,†</sup> and Pierre Nicolas<sup>2,‡</sup>

Provided in two separate xlsx files:

- Table S4. List of all substitutions (Table S4.1) and indels (Table S4.2) in MA-lines.
- Table S7. Substitution rates by replication-oriented triplet in *B. subtilis* (Table S7.1) and *E. coli* (Table S7.2).

## Table of content

# 1 Supplementary Methods and Results

## 1.1 Bayesian estimation and model assessment

All models were fitted using JAGS (Plummer, 2003) version 4.3.0 for posterior sampling, through the R package `rjags` (<https://cran.r-project.org/package=rjags>). JAGS is a very popular and well-tested software for sampling for posterior distributions, it takes as input a model description and data, then it automatically builds a Monte Carlo Markov Chain sampler for the corresponding posterior distribution. It applies a Gibbs sampling strategy, considering the conditional distributions for each parameter and either selecting from a list of efficient samplers (if available) or using a Metropolis-Hastings sampler or a slice-sampler. The rest of this paragraph contains algorithmic details about the Monte Carlo Markov Chain algorithm which allow reproducing our analysis. We used a random initialisation and discarded as burn-in the first 4,000 iterations. Convergence was assessed using the Gelman-Rubin statistic (Gelman and Rubin, 1992) using two independent Monte Carlo Markov Chains. The total number of iterations was determined automatically using the package `runjags` (<https://cran.r-project.org/package=runjags>). The package uses at least 10,000 iterations, then extends the chain until the Gelman-Rubin statistics is below 1.05 for all parameters. For all cases considered, 10,000 iterations appeared sufficient to reach convergence. The chains were thinned to obtain a final size of 4,000 samples from the posterior distribution for each chain.

### *Posterior predictive checking to assess the fit of a model*

To rely on inferences obtained from a probabilistic model, the model should fit the data reasonably well, i.e. the data should at least look plausible under the model. In the Bayesian context, posterior predictive checking (Gelman et al, 2014) recommend comparing observed data and replication data following the posterior predictive distribution, i.e. comparing observed mutation counts of type  $i$  for strain  $s$ , denoted  $m_{s,i}$ , to what would be expected under the posterior:

$$p(\tilde{m}_{s,i} | m_{1,1}, \dots, m_{S,I}) = \int p(\tilde{m}_{s,i} | \theta) p(\theta | m_{1,1}, \dots, m_{S,I}) d\theta \quad (\text{Equation 1})$$

where  $S$  is the number of strains,  $I$  is the number of mutation types,  $\theta$  corresponds to all the model parameters,  $p(\cdot | \theta)$  is the probabilistic model (i.e. the likelihood) and  $p(\theta | m_{1,1}, \dots, m_{S,I})$  is the posterior distribution.

To compare the various strains and mutation types more easily, we consider the posterior predictive distribution on an “effective mutation rate”, defined as

$$\hat{\mu}_{s,i} = \frac{m_{s,i}}{n_i t_s}$$
$$\tilde{\mu}_{s,i} = \frac{\tilde{m}_{s,i}}{n_i t_s}$$

where  $n_i$  is the number of possible sites for mutation of type  $i$  in the genome,  $t_s$  is the number of elapsed generations and  $\hat{\mu}_{s,i}$  and  $\tilde{\mu}_{s,i}$  can be interpreted as the rate of mutation of type  $i$  in strain  $s$  per site per generation.

We approximate the posterior predictive distribution by Monte Carlo sampling, using all iterations from the Monte Carlo Markov Chain sampler described in the previous section to estimate the mean of  $\tilde{\mu}_{s,i}$ , its median and the percentiles necessary to build 50% and 95% credible intervals.

### **Model without saturation**

We introduce a simple model for mutations which does not include the saturation mechanism. This is an unconstrained model, in the sense that conditional on hyperparameters, the mutation rates for each strain are assumed to be independent. Contrary to the model with saturation in the next section, there are no biological assumptions, no mechanism introducing a dependence between the strains, the aim of this model is to infer and compare the mutation rates for the different strains taking into account the uncertainty induced by the low number of observed mutations. In details, the number of mutations (count data) of type (or context)  $i$  observed in MA-line for strain  $s$  (“wild-type” R, “MMR-deficient” MMR-, “proofreading-deficient” C\*, “MMR-deficient and proofreading-deficient” LC\*) are modelled as independent Poisson distributed random variable with mean  $n_i \mu_{s,i} t_s$ , i.e.

$$m_{s,i} \sim \text{Poisson}(n_i \mu_{s,i} t_s),$$

where  $n_i$  is the number of possible sites for mutation of type  $i$  in the genome,  $\mu_{s,i}$  is the rate of mutation of type  $i$  in strain  $s$  per site per generation, and  $t_s$  is the number of elapsed generations.  $n_i$  and  $t_s$  are introduced so that  $\mu_{s,i}$  can be interpreted as a mutation rate per site and per generation, which will be comparable over sites and strains, as mentioned in the posterior predictive check subsection.

The mutation rates are modelled as conditionally independent log-normal random variables

$$\mu_{s,i} \sim \log_{10} \text{Normal}(\nu_s, \sigma_s),$$

where  $\nu_s$  and  $\sigma_s$  are strain-specific hyperparameters corresponding respectively to the location parameter and the scale parameter of the lognormal distribution (mean and standard-deviation of the normal distribution). This structure corresponds to an assumption of exchangeability among the strains, the Bayesian analog to the *independent and identical distribution* assumption of frequentist statistics, but exchangeability is a weaker assumption (it is implied by the former).  $\nu_s$  and  $\sigma_s$  are random-variables drawn from the weakly informative hyperpriors:

$$\nu_s \sim \text{Normal}(\text{mean} = -8, \text{std} = 3)$$

$$\frac{\sigma_s}{3} \sim \text{Student}^+(\text{location} = 0, \text{scale} = 3, \text{degrees of freedom} = 5)$$

$\text{Student}^+$  denotes the Student distribution truncated to positive values. This choice of a truncated heavy-tailed Student's t-distribution, suggested in (Gelman, 2006), allows shrinkage if compatible with the data, and is intended to be more robust than the classical inverse-Gamma prior.

This is a hierarchical structure, where  $\nu_s$  represents the mean of the mutation rates (over mutation types) for strain  $s$ , and  $\sigma_s$  represents the variability of the mutation rates between mutation types for that strain. These two values characterise the average tendency and the dispersion of the mutation rates. These are also depicted on **Figure 5B**.

A crucial advantage of the hierarchical structure is the regularisation induced on the mutation rates, which allows including and visualising mutation rates when no mutations are observed. In the frequentist i.i.d context, for 0 observed mutations the maximum likelihood estimate would be 0, and representing this estimate on the log scale would require adding artificial counts. The hierarchical

structure can be understood as inducing a prior distribution on mutation rates. This results in a posterior distribution for plausible mutation rates covering the positive real line, which can be graphically represented without arbitrary artificial counts. This could also be obtained by adding a direct prior on each mutation rate, but with the hierarchical structure the induced prior automatically adapts to the variability among mutation types observed for each particular strain.

### ***R package implementation of the Bayesian methodology used in this study***

We built a R package available to anyone willing to analyse data from Mutation-Accumulation experiment in the same manner, available at the following link:

<https://github.com/konkam/MutAccExperiments>.

This R package implements estimation of the models with and without MMR saturation.

## **1.2 Mathematical modeling of MMR saturation**

We now introduce a model which describes explicitly MMR saturation. Compared to the previous *unconstrained* model, the MMR saturation model assumes that the mutation rates of the different strains are related, i.e. *constrained* by each other. The model includes an explicit parameter for the saturation mechanism, which would be equal to 0 in the absence of saturation. Therefore, this parameter quantifies both the evidence for the existence of a saturation mechanism and its magnitude.

In practice, for each context  $i$  we assume that there is a baseline error rate  $\gamma_i$ . These mutations may be corrected by the Proofreading mechanism with a probability  $1 - q_{\text{proofreading},i}$ , and further corrected by the MMR mechanism with a probability  $1 - q_{\text{MMR},i}$ . Therefore, in the wild-type strain, the number of observed mutations is impacted by the error rate and the two repair mechanisms. This error rate is observed directly for the LC\* mutant for which both MMR and Proofreading inactivated. The strain MMR- has the baseline error rate moderated by the Proofreading mechanism, the strain C\* has the baseline error moderated by the MMR mechanism which can saturate. Saturation is modelled as follows: a proportion  $(1 - \theta)$  of mutations are corrected by the MMR mechanism with probability  $1 - q_{\text{MMR},i}$ , until saturation may occur. At this point, the remaining  $\theta$  proportion of mutations remain uncorrected. As mentioned above, if  $\theta = 0$  there is no saturation, and an estimate of  $\theta$  significantly different from 0 provides evidence for saturation. This results in the following system of equations, for the rate of mutation of type  $i$  per site per generation in the four strains:

$$\mu_{\text{LC}^*,i} = \gamma_i$$

$$\mu_{\text{MMR}^-,i} = \gamma_i q_{\text{proofreading},i}$$

$$\mu_{\text{C}^*,i} = \gamma_i (\theta + (1 - \theta) q_{\text{MMR},i})$$

$$\mu_{\text{wt},i} = \gamma_i q_{\text{proofreading},i} q_{\text{MMR},i},$$

where  $\theta$  is a mixture parameter common to all values of  $i$ ,  $\gamma[i]$  is the error rate before correction by proofreading or MMR,  $q_{\text{proofreading},i}$  is the rate at which the errors of type  $i$  escape proofreading correction, and  $q_{\text{MMR},i}$  is the rate at which the errors of type  $i$  escape MMR correction.

### ***Bayesian estimation of the model with MMR saturation in the strain C\****

A uniform prior on the interval [0,1] is used for  $\theta$ , which assumes that the saturation may equally be large or small a priori.

For  $\mu_{LC^*,i}$ ,  $\mu_{MMR^-,i}$ , and  $\mu_{wt,i}$  this is the exact same lognormal model as described above in the context of the model without saturation of the MMR.

Rearranging the set of equations for the mutation rates, we can write  $\mu_{C^*,i}$  as

$\mu_{C^*,i} = \mu_{LC^*,i} \left( \theta + (1 - \theta) \frac{\mu_{wt,i}}{\mu_{MMR^-,i}} \right)$ , which clearly illustrates that the model with saturation is more constrained (in the sense that it has fewer parameters) than the other.

### ***Proportion of the observed mutations in the strain C\* that were not subjected to MMR correction***

The parameter  $\theta$  corresponds to the proportion of errors which occurred in a context of saturated MMR in the strain  $C^*$ . Because these errors are never corrected by the MMR they account for a large proportion of the observed mutations in this strain. Rather than looking directly at  $\theta$ , it is illustrative to observe the proportion of mutation resulting from the saturation out of all the mutations retained. This proportion, represented in the insert plot of **Figure 7A**, is given by

$$\theta / (\theta + (1 - \theta)q_{MMR,i}),$$

where  $q_{MMR,i} = \mu_{wt,i} / \mu_{MMR^-,i}$ .

### ***Relationship between $\theta$ and the maximum number of errors that the MMR can handle***

We can estimate the maximum number of errors that the MMR can handle by considering its relationship to the parameter  $\theta$ . Suppose that  $\lambda$  corresponds to the maximum number of errors that can be treated by the MMR in one replication of the bacterial chromosome and that the number of errors submitted to the correction by the MMR follows a Poisson distribution with mean  $\kappa$ , then the proportion of errors that are not subjected to MMR correction because they occur after saturation writes, as a function of  $\kappa$  and  $\lambda$ :

$$\eta(\kappa, \lambda) = (\kappa q_{\kappa}(\lambda - 1) - \lambda q_{\kappa}(\lambda)) / \kappa,$$

where  $q_{\kappa}$  denotes the tail function of the Poisson distribution of mean  $\kappa$ , i.e.

$$q_{\kappa}(l) = 1 - \sum_{n \leq l} \exp(-\kappa) \kappa^n / n!.$$

To understand the origin of this relationship, note that the mean of the Poisson distribution truncated to  $n > \lambda$  writes  $\kappa q_{\kappa}(\lambda - 1) / q_{\kappa}(\lambda)$ , where  $\kappa$  is the mean of the non-truncated distribution. Thus, in a draw over  $\lambda$  of the Poisson distribution with mean  $\kappa$ , the average of errors over  $\lambda$  is  $\kappa q_{\kappa}(\lambda - 1) / q_{\kappa}(\lambda) - \lambda$ . Multiplied by  $q_{\kappa}(\lambda)$ , the probability to have a draw over  $\lambda$ , and divided by  $\kappa$  the total number of errors, this gives the formula for the proportion of errors  $\eta(\kappa, \lambda)$  reported above.

In strain  $C^*$ ,  $\kappa = \sum_i \gamma_i n_i$  and thus  $\theta$  correspond to the proportion of errors which occurred in a context of saturated MMR in the strain  $C^*$ . It writes  $\theta = \eta \left( \sum_i \gamma_i n_i, \lambda \right)$ , which can be inverted numerically to obtain  $\lambda$  as a function of  $\theta$  and  $\sum_i \gamma_i n_i$  (as represented in **Figure 7B**). Thanks to the

relation between  $\lambda$  and  $\theta$ , the estimated value of  $\theta$  then allows estimating  $\lambda$ , the maximum number of errors that the MMR can handle.

Of note, in the wild-type, the mean number of errors submitted to the correction by the MMR is  $\kappa = \sum_i \gamma_i n_i q_{\text{proofreading},i}$ , which corresponds to  $\kappa = \sum_i \mu_{\text{MMR}^-,i} n_i$  and we can verify that  $\eta(\kappa, \lambda)$  is very close 0, with the mutation rates observed in the experimental data (there is a low proportion of errors caused by saturation of MMR in the wild-type).

***Relationship between  $\theta$  and the distance the polymerase must travel after a first error before MMR can handle a second error.***

An alternative mechanism can lead to MMR saturation: the requirement of a minimum distance between two errors corrected by the MMR. This minimum distance is hereafter denoted by  $R$  in analogy with the refractory period of a neuron. Assuming that polymerase errors occur as a Poisson process with rate  $\gamma$ , the errors subject to MMR correction follow a renewal process with inter-event distance  $R+1/\gamma$ . The average ratio between the number of events subject to MMR correction and the total number of errors, which corresponds to  $1-\theta$ , is then  $1/(1+\gamma R)$ .

Thus, we can derive  $R$  from  $\mu$  and  $\theta$  using the inverse relationship  $R=(1/\gamma) \cdot [\theta/(1-\theta)]$ .

Considering  $\gamma=7.4 \times 10^{-7} \text{ bp}^{-1}$  (the total point mutation rate in  $LC^*$ ) and the point estimates of  $\theta$  between 0.071 and 0.084 (depending on the data set, estimated in  $C^*$ ), we obtain a value of  $R$  between 103 and 124 kbp.

### **1.3 Algebraic analysis of a general model with 2 repair pathways and 2 error subclasses**

In this section, we describe a general model that considers aggregated subclasses of mutations and arbitrary correction rates. This model explains the conditions under which we can expect to observe super-multiplicative or sub-multiplicative effects of the error correction mechanisms. More precisely, we consider here a model with two subclasses of errors, numbered 1 and 2, and in which the wild-type possess two error correction pathways, denoted  $a$  and  $b$ . The mutation rates are denoted  $\mu_{a,b}$  for the wild-type,  $\mu_{-,b}$ ,  $\mu_{a,-}$ , and  $\mu_{-,-}$ , for pathways  $a$  and  $b$  deactivated separately or simultaneously. In this model the mutation rates write

$$\mu_{-,-} = \gamma_1 + \gamma_2$$

$$\mu_{a,-} = \gamma_1 q_{a,1} + \gamma_2 q_{a,2}$$

$$\mu_{-,b} = \gamma_1 q_{b,1} + \gamma_2 q_{b,2}$$

$$\mu_{a,b} = \gamma_1 q_{a,1} q_{b,1} + \gamma_2 q_{a,2} q_{b,2},$$

where  $\gamma_1 \geq 0$  and  $\gamma_2 \geq 0$  correspond to the initial rates of both subclasses of errors,  $q_{a,1} \in (0, 1)$  and  $q_{a,2} \in (0, 1)$  are the rates at which the errors of subclass 1 and 2, resp., escape correction by pathway  $a$ , and  $q_{b,1} \in (0, 1)$  and  $q_{b,2} \in (0, 1)$  are the rates at which the errors of subclass 1 and 2, resp., escape correction by pathway  $b$ .

This model has 6 free parameters and can fit perfectly any set of four mutation rates satisfying the four “natural” order relationships  $\mu_{-,-} \geq \mu_{a,-}$ ,  $\mu_{-,-} \geq \mu_{-,b}$ ,  $\mu_{a,-} \geq \mu_{a,b}$ , and  $\mu_{-,b} \geq \mu_{a,b}$ , and the condition that the increments in mutation rates are at least additive, which can be written

$$\mu_{-,-} \geq \mu_{a,-} + \mu_{-,b} - \mu_{a,b} \text{ or } \mu_{-,-} \geq (\mu_{a,-} - \mu_{a,b}) + (\mu_{-,b} - \mu_{a,b}) + \mu_{a,b}.$$

In practice, to find a set of parameters which fit a particular set of mutation rates we can for instance choose  $q_{a,1} = 0$  and  $q_{a,2} = 1$  (pathway 'a' corrects perfectly the errors of subclass 1 and none of subclass 2) and then identify

$$\begin{aligned}\gamma_1 &= \mu_{-,-} - \mu_{a,-} \\ \gamma_2 &= \mu_{a,-} \\ q_{b,1} &= \frac{\mu_{-,b} - \mu_{a,b}}{\mu_{-,-} - \mu_{a,-}} \\ q_{b,2} &= \frac{\mu_{a,b}}{\mu_{a,-}}\end{aligned}$$

### **Special cases**

In the case with a single subclass of error ( $\gamma_1 = 0$  or  $\gamma_2 = 0$ ), then

$$\frac{\mu_{-,-}}{\mu_{a,b}} = \frac{\mu_{a,-}}{\mu_{a,b}} \frac{\mu_{-,b}}{\mu_{a,b}}.$$

We can see in this equation the ratios by which the mutation rates increase with the deactivation of each correction pathway are multiplicative.

The same property of multiplicative ratios holds in another special case where one pathway does not distinguish the two subclasses of errors ( $q_{a,1} = q_{a,2}$  or  $q_{b,1} = q_{b,2}$ ).

On the contrary, if each pathway corrects only a specific subclass of error (e.g.  $q_{a,2} = 1$  and  $q_{b,1} = 1$  meaning that 'a' cannot correct subclass 2 and 'b' cannot correct subclass 1), then

$$\mu_{-,-} - \mu_{a,b} = (\mu_{-,b} - \mu_{a,b}) + (\mu_{a,-} - \mu_{a,b}).$$

In this case the increments of the mutation rates associated with the deactivation of each correction pathway are additive.

### **Extreme scenarios of super-multiplicative and sub-multiplicative ratios**

The condition for multiplicative ratios is

$$\frac{\mu_{-,-}}{\mu_{a,b}} = \left( \frac{\mu_{a,-}}{\mu_{a,b}} \right) \cdot \left( \frac{\mu_{-,b}}{\mu_{a,b}} \right),$$

and can be rewritten

$$R = \frac{\mu_{-,-} - \mu_{a,b}}{\mu_{a,-} - \mu_{-,b}} = 1,$$

with  $R > 1$  corresponding to "super-multiplicative" ratios and  $R < 1$  corresponding to "sub-multiplicative" ratios.

To explore algebraically how to obtain extreme values of R, this ratio can be written in terms of the 6 model parameters

$$R = \frac{\gamma_1^2 q_{a,1} q_{b,1} + \gamma_1 \gamma_2 q_{a,1} q_{b,1} + \gamma_1 \gamma_2 q_{a,2} q_{b,2} + \gamma_2^2 q_{a,2} q_{b,2}}{\gamma_1^2 q_{a,1} q_{b,1} + \gamma_1 \gamma_2 q_{a,1} q_{b,2} + \gamma_1 \gamma_2 q_{a,2} q_{b,1} + \gamma_2^2 q_{a,2} q_{b,2}}.$$

We note that  $R$  does not change if  $\gamma_1$  and  $\gamma_2$  are multiplied by a same constant, or  $q_{a,1}$  and  $q_{a,2}$  are multiplied by a same constant, or  $q_{b,1}$  and  $q_{b,2}$  are multiplied by a same constant. Without loss of generality, for the search of the extreme values of  $R$ , we can then set  $\gamma_1 = \gamma$  and  $\gamma_2 = 1 - \gamma$ ,  $q_{a,1} = \alpha$  and  $q_{a,2} = 1 - \alpha$ , and  $q_{b,1} = \beta$  and  $q_{b,2} = 1 - \beta$ . The ratio  $R$  can then be rewritten as a function of  $\gamma, \alpha, \beta$  as

$$R(\gamma, \alpha, \beta) = \frac{\gamma \cdot \alpha \cdot \beta + (1 - \gamma) \cdot (1 - \alpha) \cdot (1 - \beta)}{(\gamma \cdot \alpha + (1 - \gamma) \cdot (1 - \alpha)) \cdot (\gamma \cdot \beta + (1 - \gamma) \cdot (1 - \beta))}.$$

To find the extrema of this function  $R(\gamma, \alpha, \beta)$  we can do a log-transformation (monotonic) and study the first order partial derivatives  $\partial \log R / \partial \alpha$ , and  $\partial \log R / \partial \beta$ . The partial derivative  $\partial \log R / \partial \alpha$  is null if and only if  $\gamma(1 - \gamma)(2\beta - 1) = 0$  and has the sign of  $2\beta - 1$ . Symmetrically, the partial derivative  $\partial \log R / \partial \beta$  is null if and only if  $\gamma(1 - \gamma)(2\alpha - 1) = 0$  and has the sign of  $2\alpha - 1$ .

We deduce from these derivatives that the ratio is constant over the values of  $(\alpha, \beta)$  when  $\gamma = 0$  or  $\gamma = 1$ , which correspond to a scenario with a single non-empty subclass. We have already pointed out that the property of multiplicative ratio holds in this special case ( $R(0, \alpha, \beta) = 1$  and  $R(1, \alpha, \beta) = 0$ ).

We also see from these derivatives that for any given value of  $\gamma$ , the ratio is constant over the values of  $\alpha$  when  $\beta = 1/2$  and reciprocally over the values of  $\beta$  when  $\alpha = 1/2$ . We have already pointed out that the property of multiplicative ratio holds in this special case ( $R(\gamma, \alpha, 1/2) = 1$  and  $R(\gamma, 1/2, \beta) = 1$ ).

By examining the sign of the two first order partial derivatives  $\partial \log R / \partial \alpha$  and  $\partial \log R / \partial \beta$  we see that for any given value of  $\gamma$  such as  $0 < \gamma < 1$ , the ratio increases when  $(\alpha, \beta) \rightarrow (1, 1)$  (or symmetrically  $(\alpha, \beta) \rightarrow (0, 0)$ ) and decreases when  $(\alpha, \beta) \rightarrow (1, 0)$  (or symmetrically  $(\alpha, \beta) \rightarrow (0, 1)$ ). The corresponding extrema can be computed and are  $R(\gamma, 0, 1) = 0$  and  $R(\gamma, 1, 1) = 1/\gamma$  (symmetrically  $R(\gamma, 1, 0) = 0$  and  $R(\gamma, 0, 0) = 1/(1 - \gamma)$ ).

The minimum value of  $R$  is 0 and is reached in a special case of additive increments in which the two repair systems are both complementary and perfectly efficient  $\mu_{a,b} = 0$ .

The maximum value of  $R$  for  $0 < \gamma < 1$  is  $1/\gamma$  if  $\gamma < 1/2$  and  $1/(1 - \gamma)$  if  $\gamma > 1/2$ . In this scenario the two repair pathways correct the same subclass of error and  $R$  can be increased indefinitely by decreasing the size ( $\gamma$  or  $(1 - \gamma)$ ) of the subclass of error which are not corrected by any of the two considered pathways. In this way the model can account for arbitrary super-multiplicative ratios.

#### 1.4 Proofreading and MMR correct indels introduced by the polymerase activity of PolC

We examined the accumulation of short insertions and deletions in our MA-lines. Although the small number of indels compared to substitutions makes it more difficult to detect statistically significant changes, the MA-lines that showed the largest decreases in substitution rates ( $LC^*_{1}$  and  $LC^*_{4}$ ) also showed decreases in indel rates (**Figure S6**).

Out of the 222 insertions and 232 deletions found in our MA-lines after discarding the intervals in which a decrease in substitution rate was detected, only 1 insertion and 3 deletions were 2 bp in length, all others were of length 1 bp. This differs from that reported for R<sup>3610</sup> (Sung et al. 2016) where

(after mapping to our reference subset of positions in *B. subtilis* 168 for consistency with our data) 35 of the 88 deletions and 4 of the 24 insertions were of length > 2 bp (the largest deletion being of length 4,136 bp, **Table S4**). We noted that the start or entirety of some of the long deletions found in the R<sup>3610</sup> strains were identical to the start of the immediately following sequence (e.g., deletions at positions 491,610 and 959,732), suggesting that these deletions occurred by local recombination. To compare the similar events in the different strains, we discarded any indel of length > 2 bp from our calculation of indel rates (**Table S5**).

Indel rates were lower than substitution rates in all strains (**Figure S7**). Indel rates and substitution rates exhibited a strong positive correlation (Pearson  $r=0.99$ ) across strains (**Figure S7A**). This correlation is consistent with a contribution of both MMR and proofreading to the repair of substitutions and indels. Intriguingly, the strain MMR-<sup>168</sup> exhibited a higher ratio of indels versus substitutions than any other strains and differed significantly from MMR-<sup>3610</sup> and MMR-<sup>PY79</sup> and both insertions and deletions contributed to this difference (**Figure S7B**).

All short indels except a single deletion in our MA-lines were found in homopolymers or tandem repeats of length  $\geq 2$ . Overall, 97.6% of the short indels in our MA-lines occurred in homopolymers of length  $\geq 4$ . These results are consistent with the model of (Streisinger et al. 1966), according to which displacement of the template strand or newly synthesized strand is more frequent in microsatellite regions, and thus indels are more frequent in these regions; with indel rates increasing with the length of the homopolymers for both insertions and deletions (**Figure S8**). In all strains, the indel rates tended to increase linearly with homopolymer length at least until length 6. A decrease in slope after length 7 was visible in MMR-<sup>3610</sup>, MMR-<sup>PY79</sup>, C\* and LC\*. Using a GLM (Poisson data with log-link), we modeled indel rates in the homopolymers as a linear of homopolymer length, between lengths 2 and 6. The first-order terms were not significantly different between strains C\*, LC\*, R<sup>3610</sup>, and R<sup>PY79</sup>, suggesting that PolC proofreading and MMR activities do not have their own biases, and they simply lower the error rate of the polymerase. Similar trends have been observed in yeast for these homopolymer lengths when MMR and/or proofreading are abolished (Lujan et al. 2015). We noticed however a difference in the initial slope when MMR-<sup>168</sup> was included in the comparison (ANOVA p-value 0.00087), reflecting the steepest in MMR-<sup>168</sup>.

The graphical representation of indel rates as a function of the length of the homopolymers (**Figure S8**) also revealed that the elevated indel rates in MMR-<sup>168</sup> compared to all other strains, and in particular to MMR-<sup>3610</sup> and MMR-<sup>PY79</sup>, resulted principally from abundant indels in the longest homopolymers. Indels in homopolymers of length  $\geq 8$  represented 56% of the indels in MMR-<sup>168</sup> against 22% in MMR-<sup>PY79</sup> and 12% in MMR-<sup>3610</sup>.

## 1.5 Genetic instability of inducible hypermutating circuits during MA experiments

Nonsynonymous mutations on the negative dominant *polC*\* or *mutL*\* alleles, or mutations on their RBS or promoter ( $P_{hs}$ ), or nonsynonymous mutations on the *lacI* gene (which represses  $P_{hs}$ ), as well as other mutations in untranslated regions of the *polC*\* and *mutL*\* mRNA that may alter their stability, will directly modify the mutation rate of L\*, C\*, and LC\* strains. Therefore, we established a list of the mutations identified on these genetic elements and in their vicinity (**Table S6**).

For the mutant alleles *mutL*\* and *polC*\*, reads from the native alleles (*mutL* and *polC*) were also mapped to the insert, and variant calling *per se* cannot distinguish between a mutation in the native

and mutant allele. However, at positions where bases differed from the reference on these genes in individual samples, the proportion of these alternative bases was bimodally distributed, with two peaks, located at approximately at 40% and 60% of the reads (**Figure S10**). Since the characteristic point mutations of both *polC*<sup>\*</sup> and *mutL*<sup>\*</sup> accounted for more than 50% of the reads (between 52% and 71% and between 65% and 75%, respectively) at their respective positions, we predicted that the mutations for which the majority of the reads differed from the reference would be on the mutant allele, while the others would be on the native allele. This prediction is consistent with the chromosomal position of the *amyE* locus where the mutant alleles are inserted, *i.e.* closer to the origin of replication of the chromosome than either native allele, and thus expected to be more abundant in the sample due to ongoing replication. To verify this, we used specific primers to amplify and sequence either the native or the inserted allele. Of the 5 PCR-verified mutations, all were found on the predicted allele (**Table S6**).

For lines *C*<sup>\*</sup><sub>3</sub>, *LC*<sup>\*</sup><sub>2</sub>, *LC*<sup>\*</sup><sub>3</sub> and *LC*<sup>\*</sup><sub>4</sub>, we found nonsynonymous mutations on *polC*<sup>\*</sup> that could inactivate or decrease the activity of PolC<sup>\*</sup>, allowing native PolC to replicate DNA better and correct mutations through its exonuclease activity. However, we did not find mutations in any of the above-mentioned genetic elements in the *LC*<sup>\*</sup><sub>1</sub> line, and the appearance of the mutation found in *LC*<sup>\*</sup><sub>3</sub> may be posterior to the decrease in mutation rate. This suggests the presence of compensatory mutations in the *B. subtilis* chromosome that can decrease substitution rates independently of the inducible synthetic hypermutation circuits.

In the strain *LC*<sup>\*</sup>, all mutations on an inserted allele were found on *polC*<sup>\*</sup>, and none on *mutL*<sup>\*</sup>, consistent with the larger size of *polC*<sup>\*</sup> (4,311 bp) compared to *mutL*<sup>\*</sup> (1,884 bp). No mutation was found on the shorter genetic elements *lacI*, *P<sub>ns</sub>* or RBS of the mutant alleles.

## 1.6 The hypothesis of a 'ceiling' on mutagenesis can be dismissed under our conditions

The use of yeast diploid cells, which are less prone to cell death due to the compensation of essential allele inactivation by their homologous counterparts, enabled the measurement of mutation rates up to 10,000-fold above wild-type levels in MMR- and proofreading-deficient mutant cells (Herr et al., 2011). However, in yeast haploid cells, the same mutants exhibited mutation rates 1,000-fold above wild-type levels, leading the authors to conclude that a "ceiling" on mutagenesis exists. Although the *LC*<sup>\*</sup> mutant strain exhibits a nearly 1,000-fold increase in mutagenesis compared to wild-type levels, several observations suggest that this ceiling has not been reached, (i) the growth rate remains unaffected upon induction of the hypermutator systems (**Figure S3**), (ii) mutation rates remain stable during the initial MA-line steps (**Figure S6**), and (iii) mutation rates in *LC*<sup>\*</sup> cells were comparable or slightly lower than those observed in *E. coli* MMR- and proofreading-deficient mutants (**Figure S10**, Niccum et al., 2016). Additionally, and in line with data obtained in yeast haploids, rapidly selected mutants in *LC*<sup>\*</sup> lines harbored mutations in the polymerase gene (**Table S6**).

## 1.7 Disentangling the effects of replication and transcription on mutation profiles

Due to the strong collinearity between transcription and replication in *B. subtilis*, apparent replication-oriented biases may involve a contribution from transcription. In fact, and as expected, the asymmetry between template and non-template (also known as coding) strands of transcription tends to be similar

to the asymmetry between leading and lagging strands of replication (compare **Figures S11A** and **4A**). To analyze whether the biases are related to replication, transcription, or both, we used a generalized linear model (GLM). This approach allowed us to disentangle the contributions of replication and transcription, and showed that once the replication strand was given, the transcription strand had no statistically significant effect on substitution rates in the reference strains ( $R^{3610}$  and  $R^{PY79}$ ), in  $MMR^{-3610}$ , and in the hypermutators constructed here ( $MMR^{-168}$ ,  $C^*$ ,  $LC^*$ ) (ANOVA  $p$ -value  $\geq 0.05$ , considering each strain separately). This is consistent with the comparison between estimates of local substitution rates distinguishing replication and transcription strands (**Figure S11B**) and also with previous statistical analyses on  $MMR^{-PY79}$  (Schroeder et al. 2016). For example, regardless of the transcription strand, the substitution rate at C sites in the  $MMR$ -deficient strains is higher on the leading strand than on the lagging strand, and the substitution at T sites in the  $LC^*$  strain is higher on the lagging strand than on the leading strand. Further examination of these rates (**Figure S11B**) does not indicate a higher substitution rate in genes encoded “head-on” (*i.e.* where the template strand of transcription is the leading strand of replication), regardless of the strain.

Regarding the location in or out of a coding region, a significant difference in mutation rates was found for the reference strains ( $R^{3610}$  and  $R^{PY79}$ ) and in the  $MMR$ -deficient strains ( $MMR^{-3610}$  and  $MMR^{-PY79}$ ), with the reference strains having a higher substitution rate in noncoding regions, whereas  $MMR$ -deficient strains have a higher substitution rate in coding regions (ANOVA  $p$ -value  $5 \times 10^{-8}$  for  $R^{3610}$  and  $1 \times 10^{-11}$  for  $MMR^{-PY79}$  and **Figure S11C**) as also found for  $MMR^{-3610}$  in the analysis of (Sung et al., 2015). A higher G+C-content in coding than in noncoding regions combined with a globally higher substitution rate at sites corresponding to G:C pairs, and more generally a difference in nucleotide composition between coding and noncoding regions, may lead to a higher substitution rate in coding regions. In support of this idea, we found that a GLM including “triplet” and “coding status” does not fit the data for  $MMR^{-3610}$  and  $MMR^{-PY79}$  significantly better than a GLM including only the “triplet” effect (ANOVA  $p$ -value  $> 0.05$ ). In contrast, a model including “triplet” and “coding status” fits the data for  $R^{3610}$  and  $R^{PY79}$  better (ANOVA  $p$ -values  $2 \times 10^{-7}$  and  $3 \times 10^{-4}$ , respectively).

The presence of the base in a coding or noncoding region could be refined using expression level data. However, the expression level of the region does not appear to affect substantially the substitution rate in any strain (**Figure S11D**).

Taken together, these results lead us to conclude that the effect of transcription is absent or very marginal under our growth conditions.

## 1.8 Quantifying the dispersion of substitution rates using robust estimation of KL divergence

We quantified the dispersion of stranded-triplet substitution rates in strain  $s$  by the KL divergence between the unknown categorical distribution underlying the observed counts (probability density function denoted  $f_s$ ) and the known categorical distribution if the rates were uniform. The probability density function of this known distribution is denoted  $g$  and is given by

$$g[i] \propto n[i],$$

where  $n[i]$  is the number of possible sites for mutation type  $i$  in the genome.

The KL divergence of  $f_s$  from  $g$  writes

$$D_{KL}(f_s \parallel g) = \sum_i f_s[i] \log(f_s[i]/g[i])$$

$$= \sum_i f_s[i] \log(f_s[i]) - \sum_i f_s[i] \log(g[i]).$$

The second term can be estimated by replacing  $f_s[i]$  by its maximum likelihood estimate,  $f^{(ML)}_s[i] \propto m[s,i]$ , in the sum. As a linear combination of unbiased estimators, this gives an unbiased estimate.

The first term corresponds to  $-H(f_s)$ , where  $H$  is the Shannon entropy which cannot be estimated using the same approach since the plug-in estimator of the Shannon entropy,  $\sum_i f^{(ML)}_s[i] \log(f^{(ML)}_s[i])$ , known to be very poor (strongly biased downwards) when the  $f^{(ML)}_s[i]$ 's are based on small counts. Instead, we used an entropy estimation method that is robust to sparse sampling (Nemenman et al. 2001).

## 2 Supplementary Figures

### 2.1 Figure S1

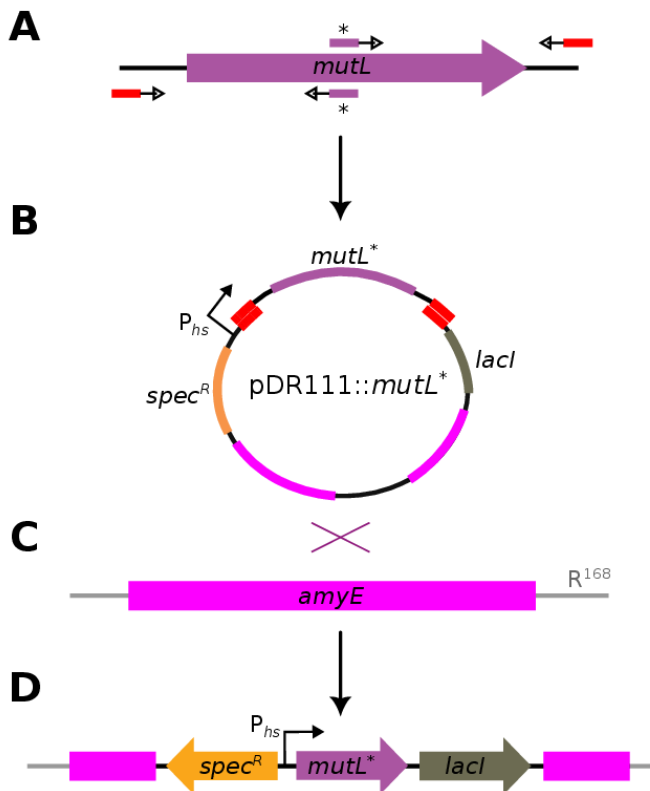

**Figure S1. Steps for the introduction of a mutant allele into the chromosome of *B. subtilis* using pDR111.** **A.** PCR amplification to introduce the desired point mutation N34H into *mutL*. **B.** Insertion into pDR111. **C.** Insertion into the *B. subtilis* genome by homologous recombination in *amyE*. **D.** Final insert in the chromosome of the strain *L*<sup>\*</sup>. A similar procedure was used to obtain *C*<sup>\*</sup> and *LC*<sup>\*</sup>, but with *polC mut1* amplified directly from a strain carrying this mutant allele of *polC*.

## 2.2 Figure S2

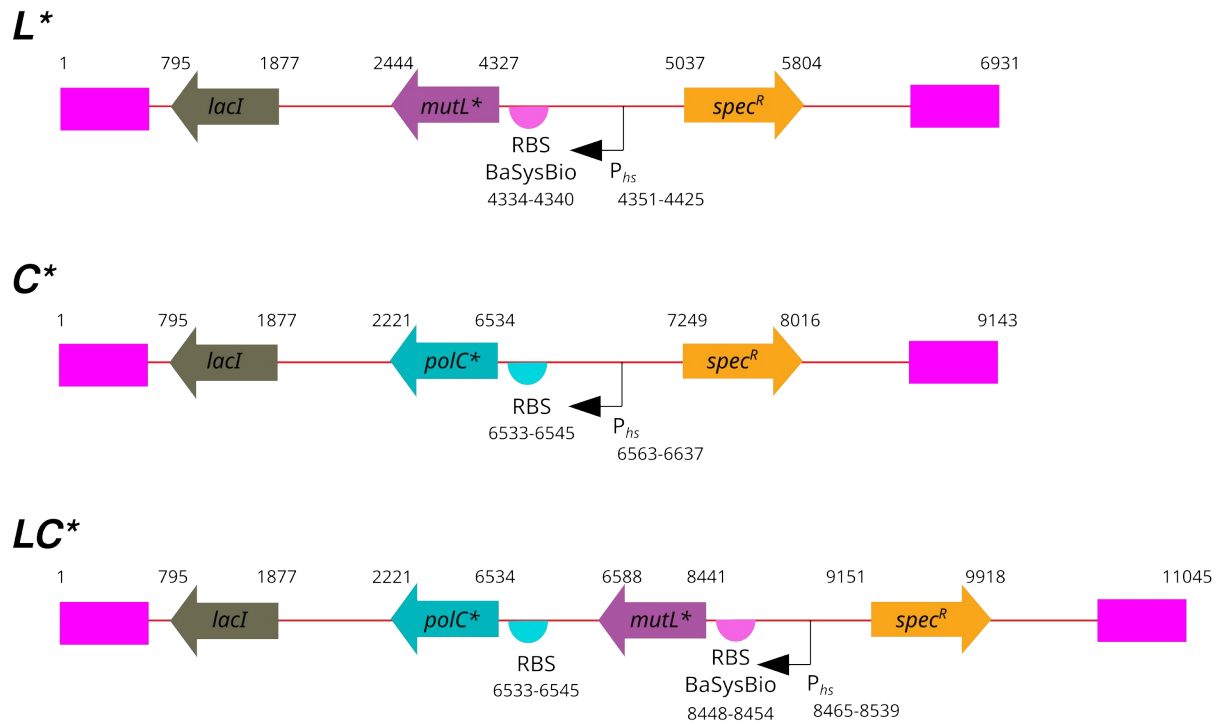

**Figure S2. Schematic representation of the inserts carrying the hypermutator inducible circuits.** Regions of *amyE* are represented in magenta. Coordinates of the different genes, promoters and RBSs are given in the three strain-specific inserts.

### 2.3 Figure S3

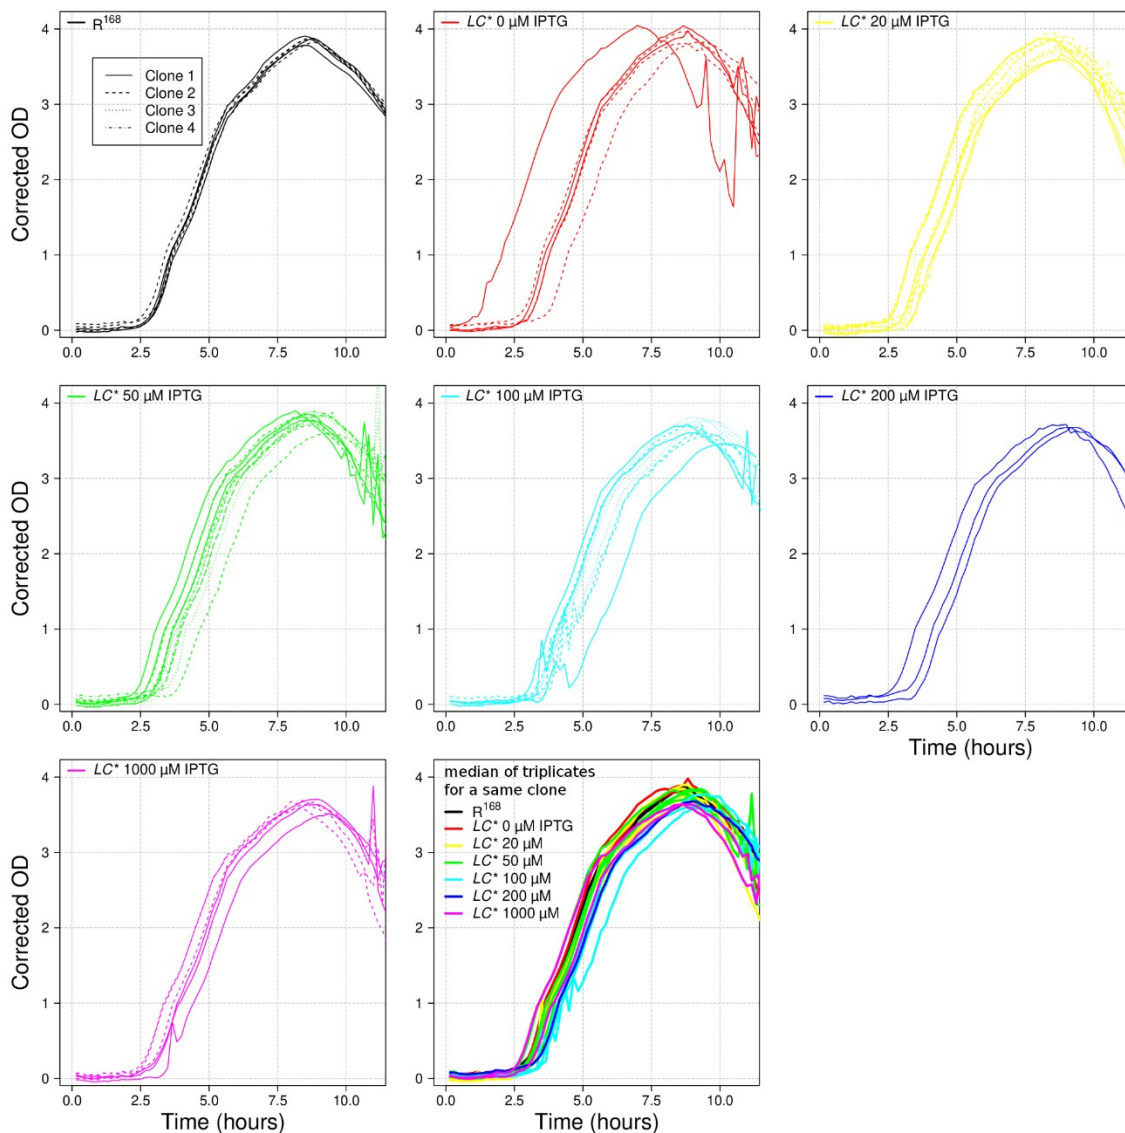

**Figure S3. Growth rates of strain  $LC^*$  at increasing IPTG concentrations and comparison with  $R^{168}$ .** Corrected optical density (microplate reader measured OD) at 600 nm during growth in LB at 37°C. Triplicate growth curves for several isolated clones (1 to 4) are shown for different combinations of strains and conditions in the first seven plots. In the last plot, the combinations of strains and conditions are all represented together, with each line corresponding to the median of the growth curves for the same clone.

## 2.4 Figure S4

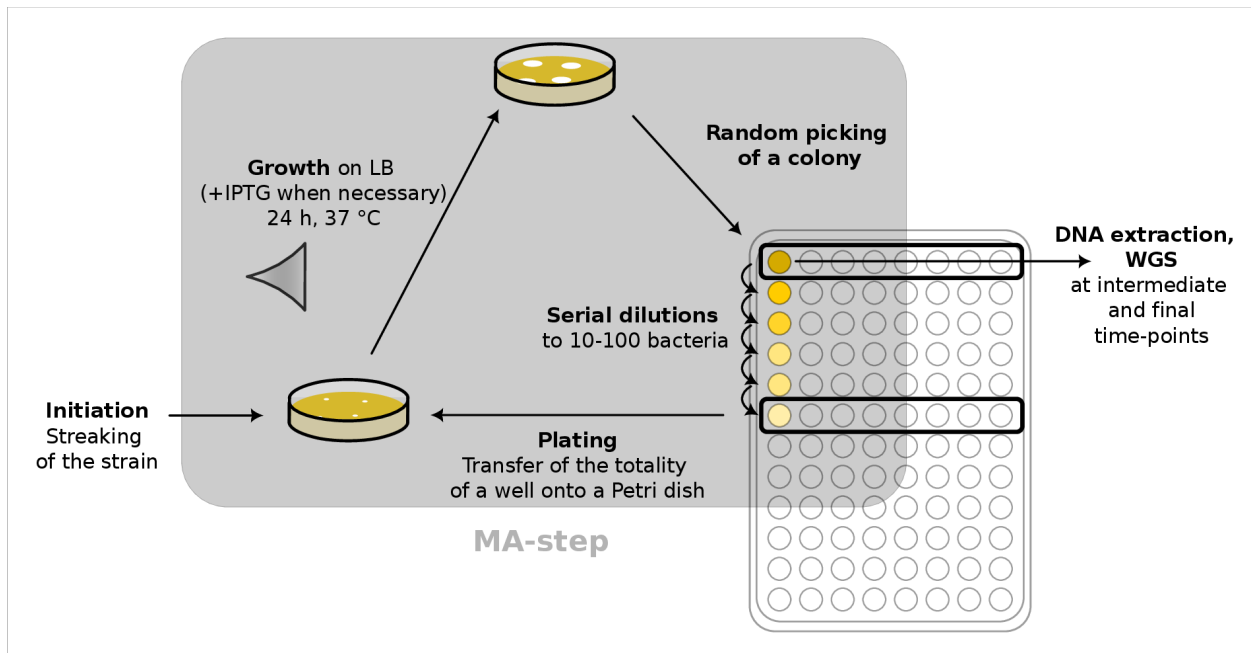

**Figure S4. Mutation accumulation protocol.** The use of a 96-well plaque allows parallel serial dilution of independent MA-lines. Each well in the first row of the 96-well plaque contains all the cells of a single colony; the mutations identified by sequencing are those that occurred before the clonal expansion of that colony (i.e. before the current MA-step).

## 2.5 Figure S5

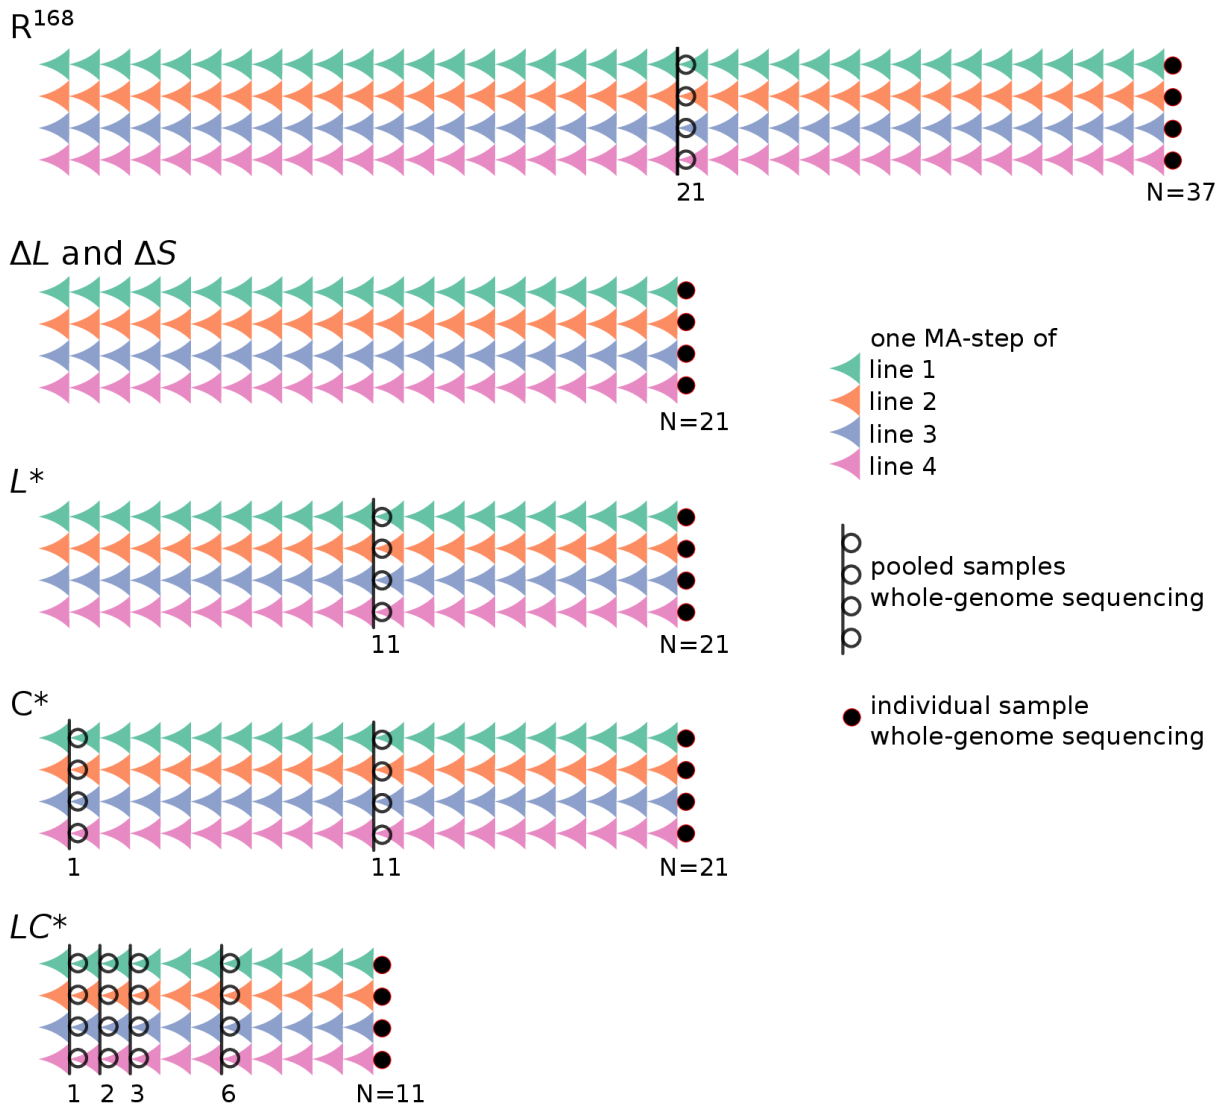

**Figure S5. Design of mutation accumulation experiments.** For each strain the four independent MA-lines are represented, with MA-steps symbolized by concave triangles (clonal expansion during colony growth). The total number of MA-steps (N) and the time points of whole-genome sequencing are reported. Sequencing data from pooled samples identify the time interval in which a mutation occurred.

## 2.6 Figure S6

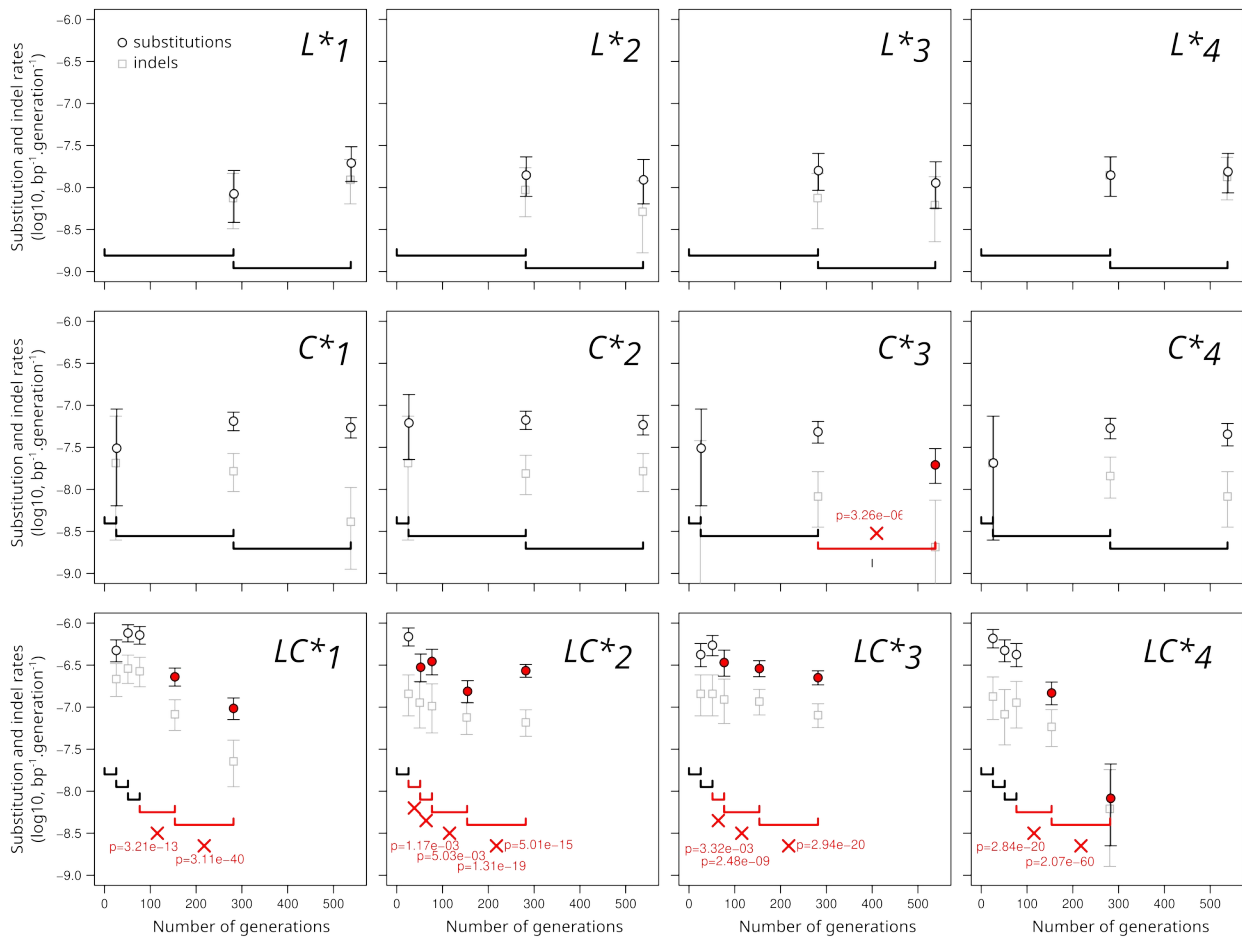

**Figure S6. Evolution of substitution and indel rates during mutation accumulation experiments.** Rates per base and per generation for the four MA lines of the  $L^*$  (top),  $C^*$  (middle) and  $LC^*$  (bottom) strains are calculated using the number of mutations fixed within each interval. Substitution and indel rates are represented by black circles and gray squares, respectively; 95% confidence intervals are represented. The time intervals discarded due to a decrease in substitution rate ( $p\text{-value} \leq 0.01$ ) are indicated with red crosses along with the associated  $p$ -values. A chi-squared test was used here to compare the number of substitutions in a given interval with the number of substitutions in previous, undiscarded intervals of the same strain (all MA lines), taking into account the number of generations.

## 2.7 Figure S7

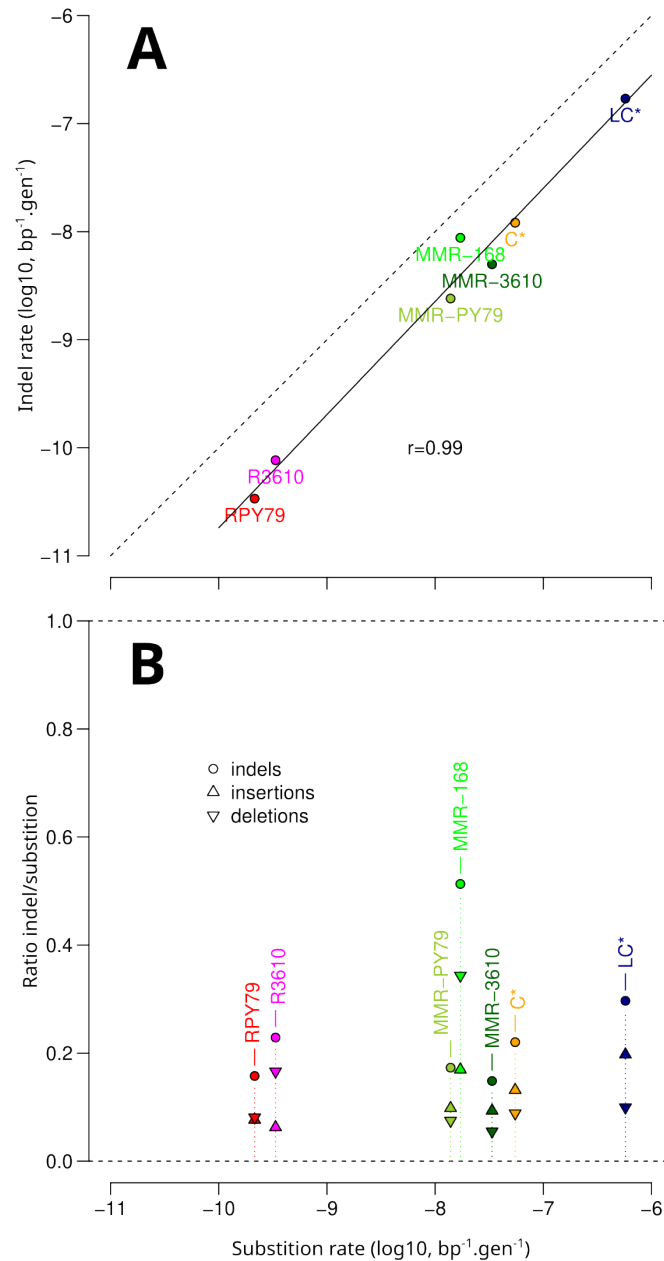

**Figure S7. Comparison between indel and substitution rates across strains.** **A** Indel versus substitution rates, both in log scale. The black line represents the fit of a linear model of  $\log(\text{indel rates})$  vs.  $\log(\text{substitution rates})$ ; the Pearson correlation coefficient between indel and substitution rates is 0.99 ( $p\text{-value} = 1.75 \times 10^{-5}$ ). **B** Ratio between indel (natural scale) and substitution rates across strains separated by substitution rates (log scale). The respective contributions of insertions and deletions are also shown.

## 2.8 Figure S8

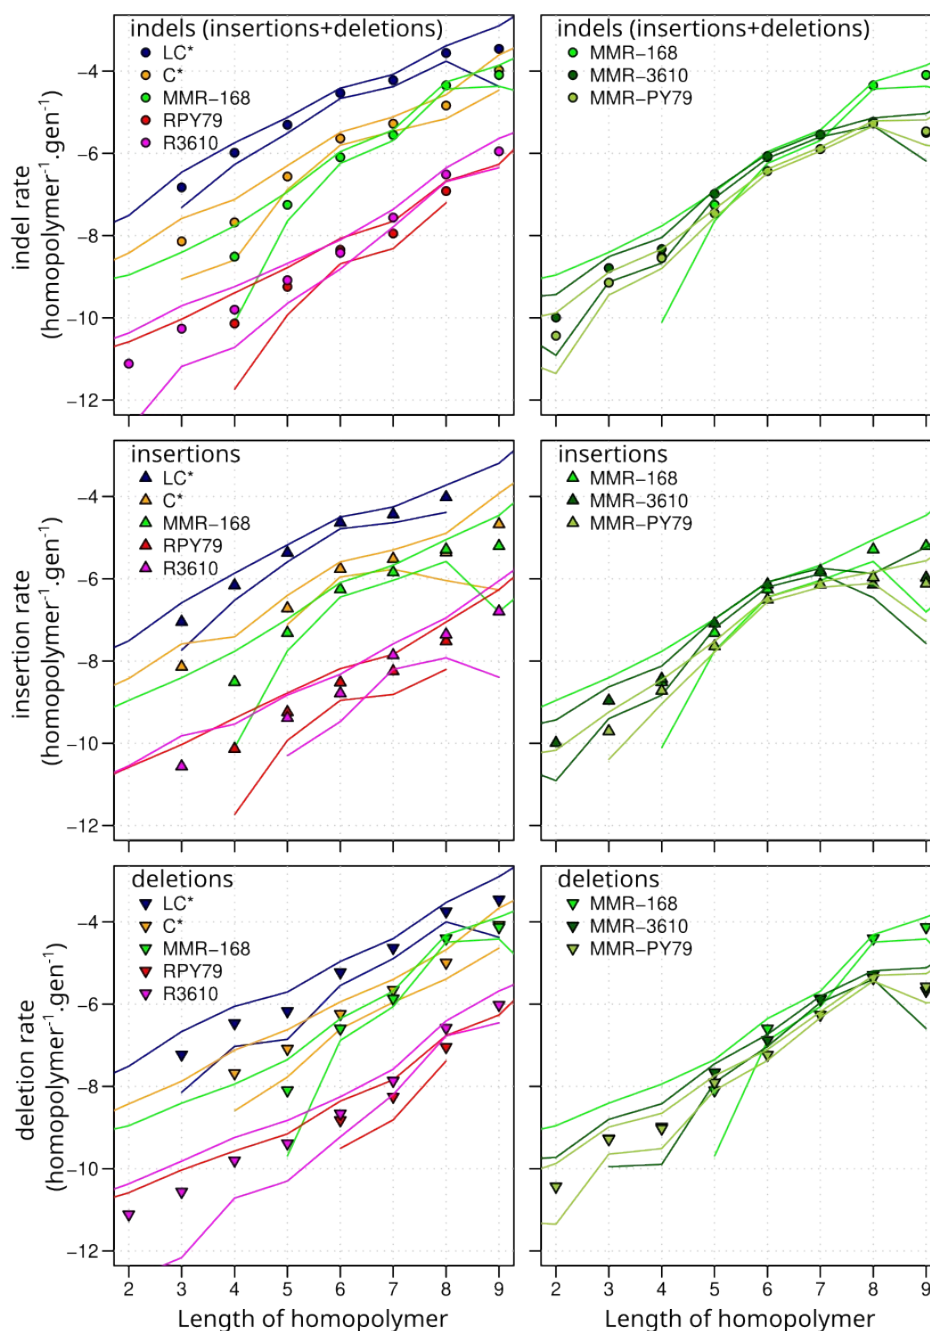

**Figure S8. Rates of short insertions and deletions as a function of homopolymer length.** The rate in a homopolymer of a given length is given per homopolymer occurrence and per generation. Results are shown for insertions and deletions of length  $\leq 2$  bp, for insertions and deletions aggregated or separated (three rows). The left column superimposes the rates across genotypes with proficient or deficient for MMR and proofreading. The right column superimposes the rates for the three MMR- datasets. The symbols (circles and triangles) represent the point estimates, the coloured lines represent the 95% confidence intervals.

## 2.9 Figure S9

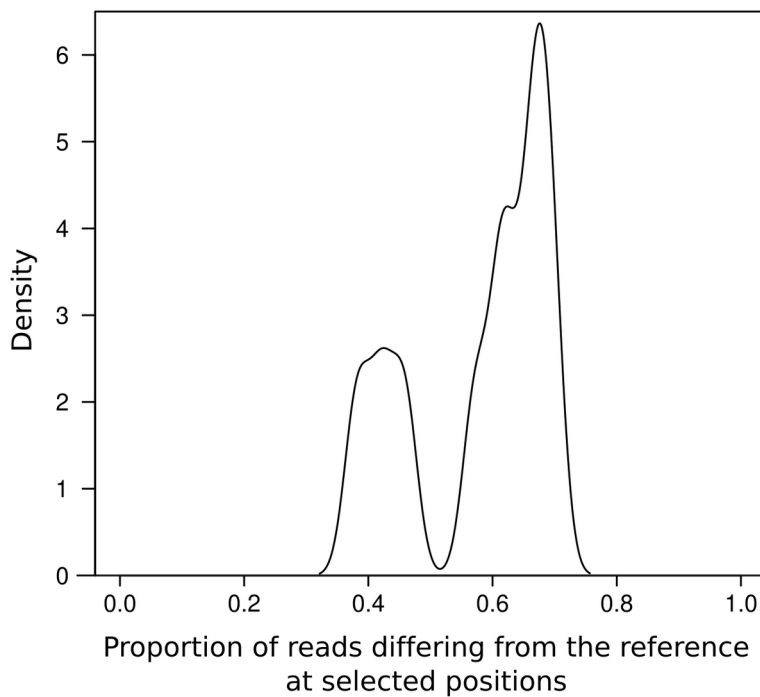

**Figure S9. Bimodal distribution of the proportion of reads differing from the reference for reads mapped in the inducible synthetic circuits.** Density estimation based on substitutions at the 10 positions in *mutL*, *mutL*<sup>\*</sup>, *polC* or *polC*<sup>\*</sup> listed in Table S3 with a Gaussian kernel smoother (standard deviation = 0.2). The bimodal distribution reflects a higher gene dosage for *mutL*<sup>\*</sup> and *polC*<sup>\*</sup> than for *mutL* and *polC* because the *amyE* locus where the mutant alleles are inserted is closer to the replication origin of the chromosome. Mutations associated with an alternative allele frequency above 50% are in *mutL*<sup>\*</sup> and *polC*<sup>\*</sup> as verified by PCR for some of the mutations (see **Table S4**).

## 2.10 Figure S10

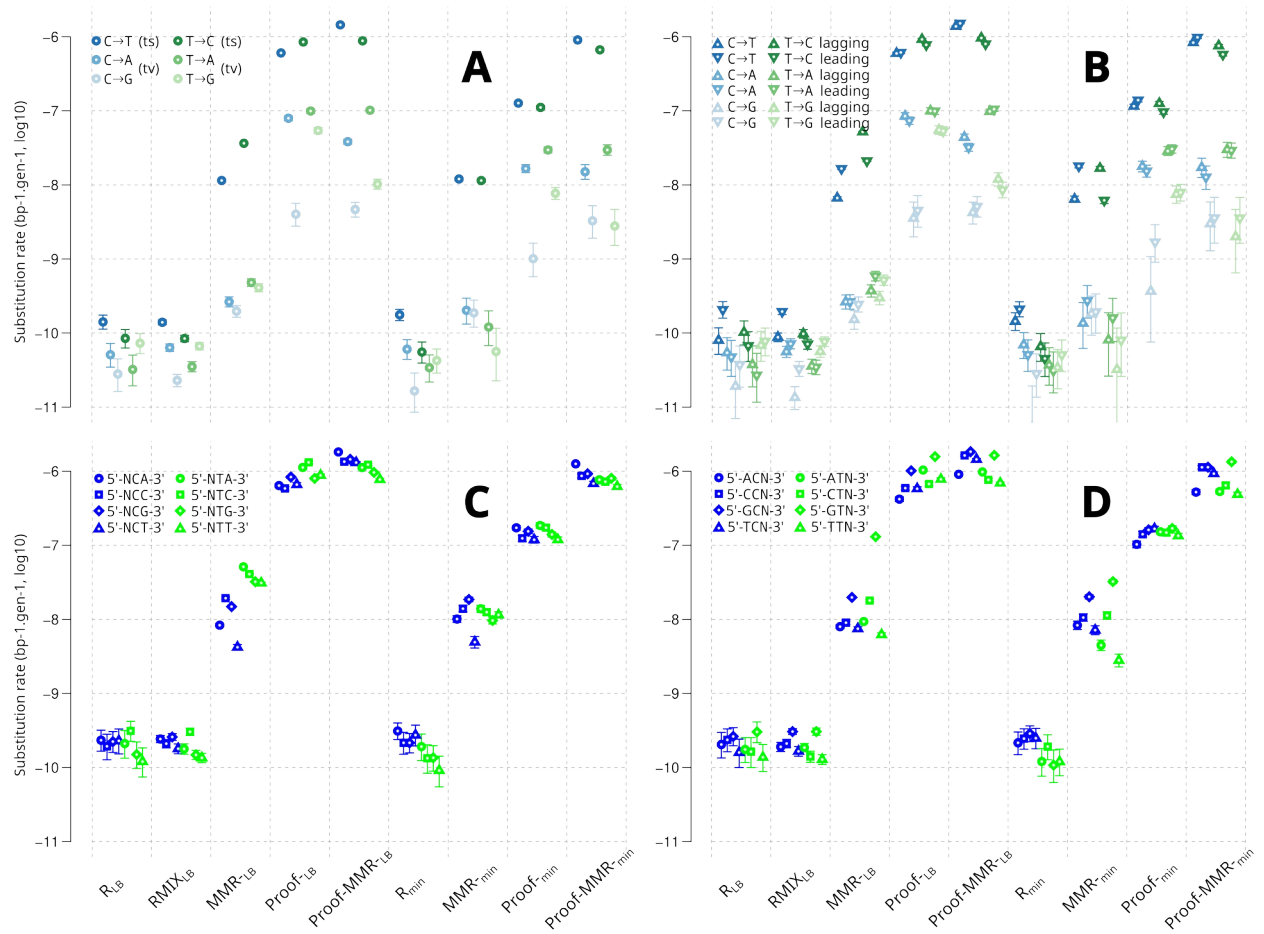

**Figure S10. *E. coli* substitution rates in presence or absence of proofreading and MMR and as a function of replication strand and neighboring nucleotides.** Rates were recomputed from the results of MA experiments in presence or absence of proofreading and MMR in LB medium and minimal medium (Niccum *et al.* 1998, Foster *et al.* 1998). Following Foster *et al.* 2018, RMIX.LB aggregates data from *E. coli* K12 (wt) and 6 other mutant strains with unaltered substitution rates compared to wt (denoted here R.LB) and MMR-.LB aggregates data from 5 different mutants (for combinations of *mutS*, *mutL* and *mutH* genes); MMR-.min aggregates data from 2 mutants (for *mutS* and *mutL*). Error bars represent the 95% confidence intervals. **A.** Rates of the 6 different types of substitutions. **B.** Effect of orientation with respect to the replication strands (the pyrimidine of the pair determines the strand of a mutation site). **C.** Effect of the 3'-adjacent nucleotide. **D.** Effect of the 5'-adjacent nucleotide.

## 2.11 Figure S11

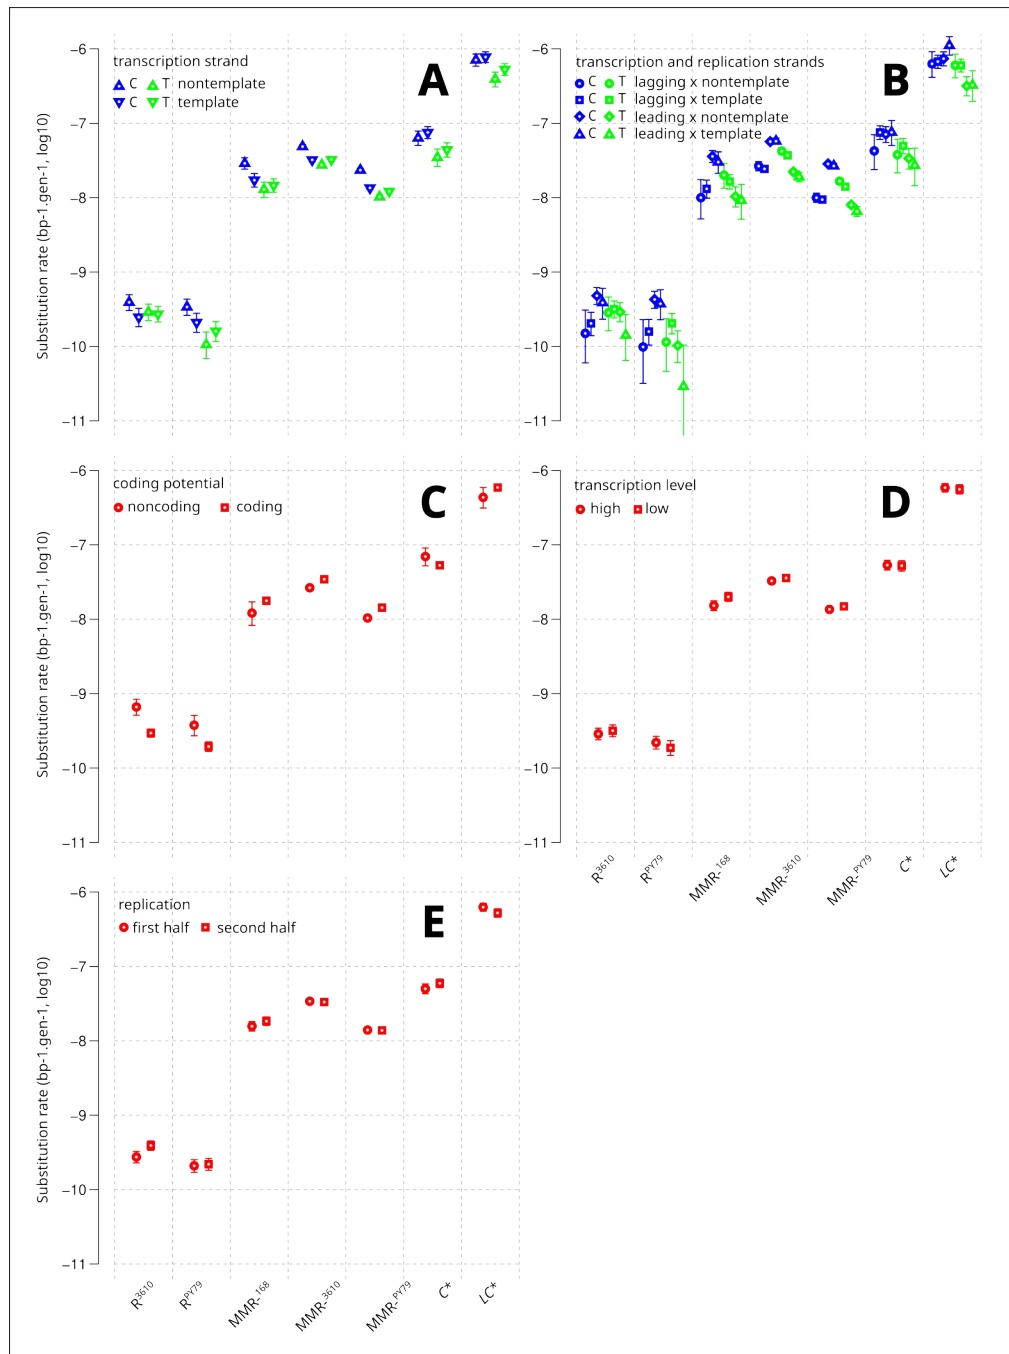

**Figure S11. *B. subtilis* substitution rates in different chromosomal contexts with respect to transcription and to replication timing.** Error bars represent the 95% confidence intervals. **A.** Effect orientation with respect to the transcription strand, the pyrimidine of the pair determines the strand of a mutation site. **B.** Combined effects of transcription and replication strands. **C.** Effect of localization in coding or noncoding regions. **D.** Effect of transcription level. **E.** Effect of distance from the origin of replication.

## 2.12 Figure S12

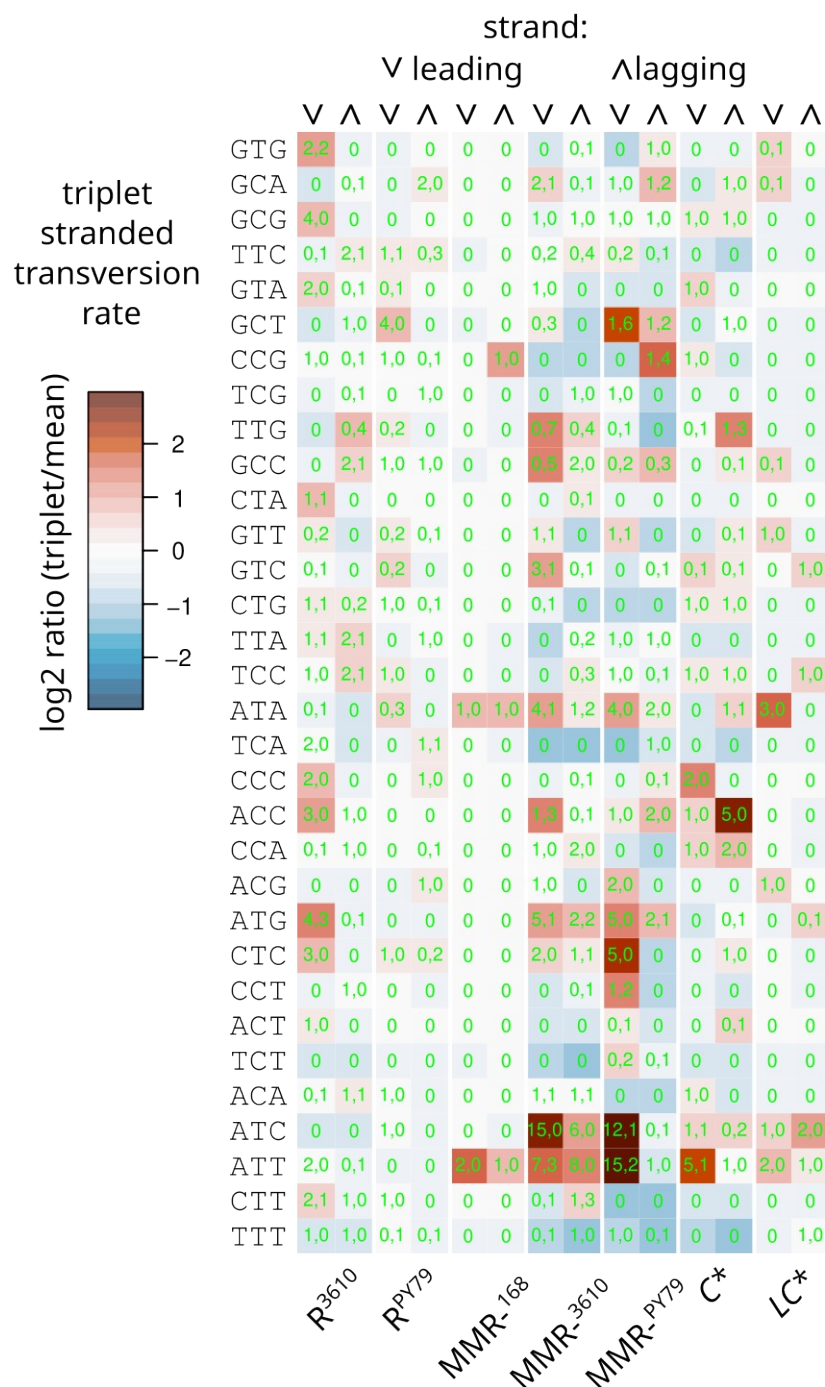

**Figure S12. Heatmap representation of the stranded-triplet transversion profiles.** Rates were estimated using a Bayesian method involving a log-normal prior and hyperparameters. The numbers of two possible transversions of the focal pyrimidine Y (C or T) are reported in the cells of the heatmap as two numbers separated by a comma ( $Y \rightarrow A$ ,  $Y \rightarrow G$ ), written in green. When both numbers are 0, a single number is reported. Triplets are ordered in decreasing order of non-stranded transition rates in R<sup>3610</sup>.

## 2.13 Figure S13

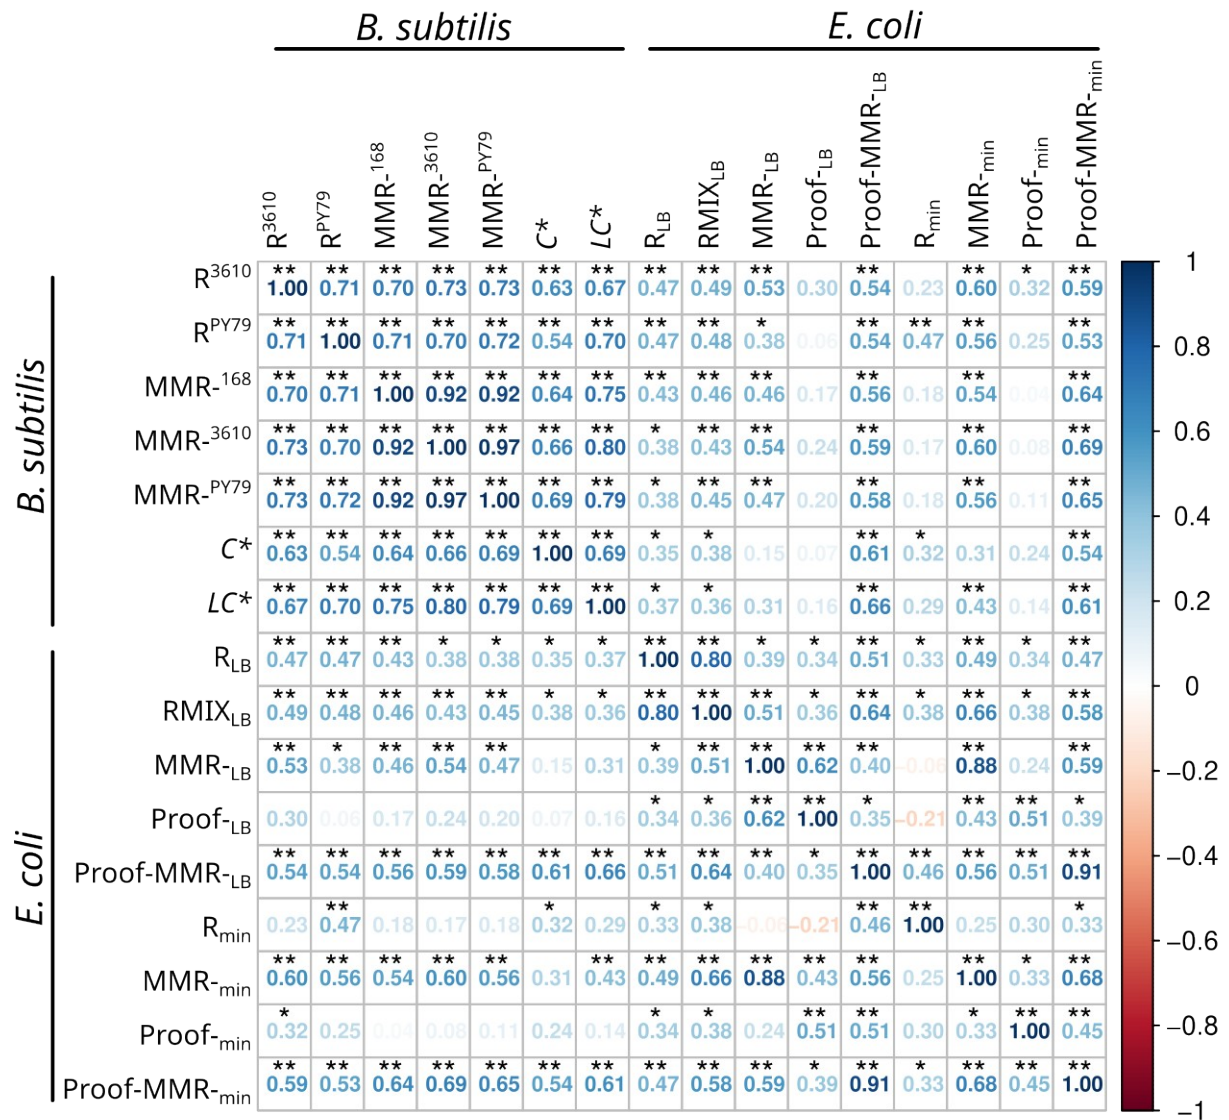

**Figure S13. Pairwise correlations between replication-stranded triplet transition rates in different *B. subtilis* and *E. coli* genotypes.** The Pearson correlation coefficient between the 64 replication-stranded triplet transition rates (in log-scale) is reported in the matrix and also reflected by the color code. Statistical significance indicated by \*\* and \* for  $p \leq 0.001$  and  $p \leq 0.01$ .

## 2.14 Figure S14

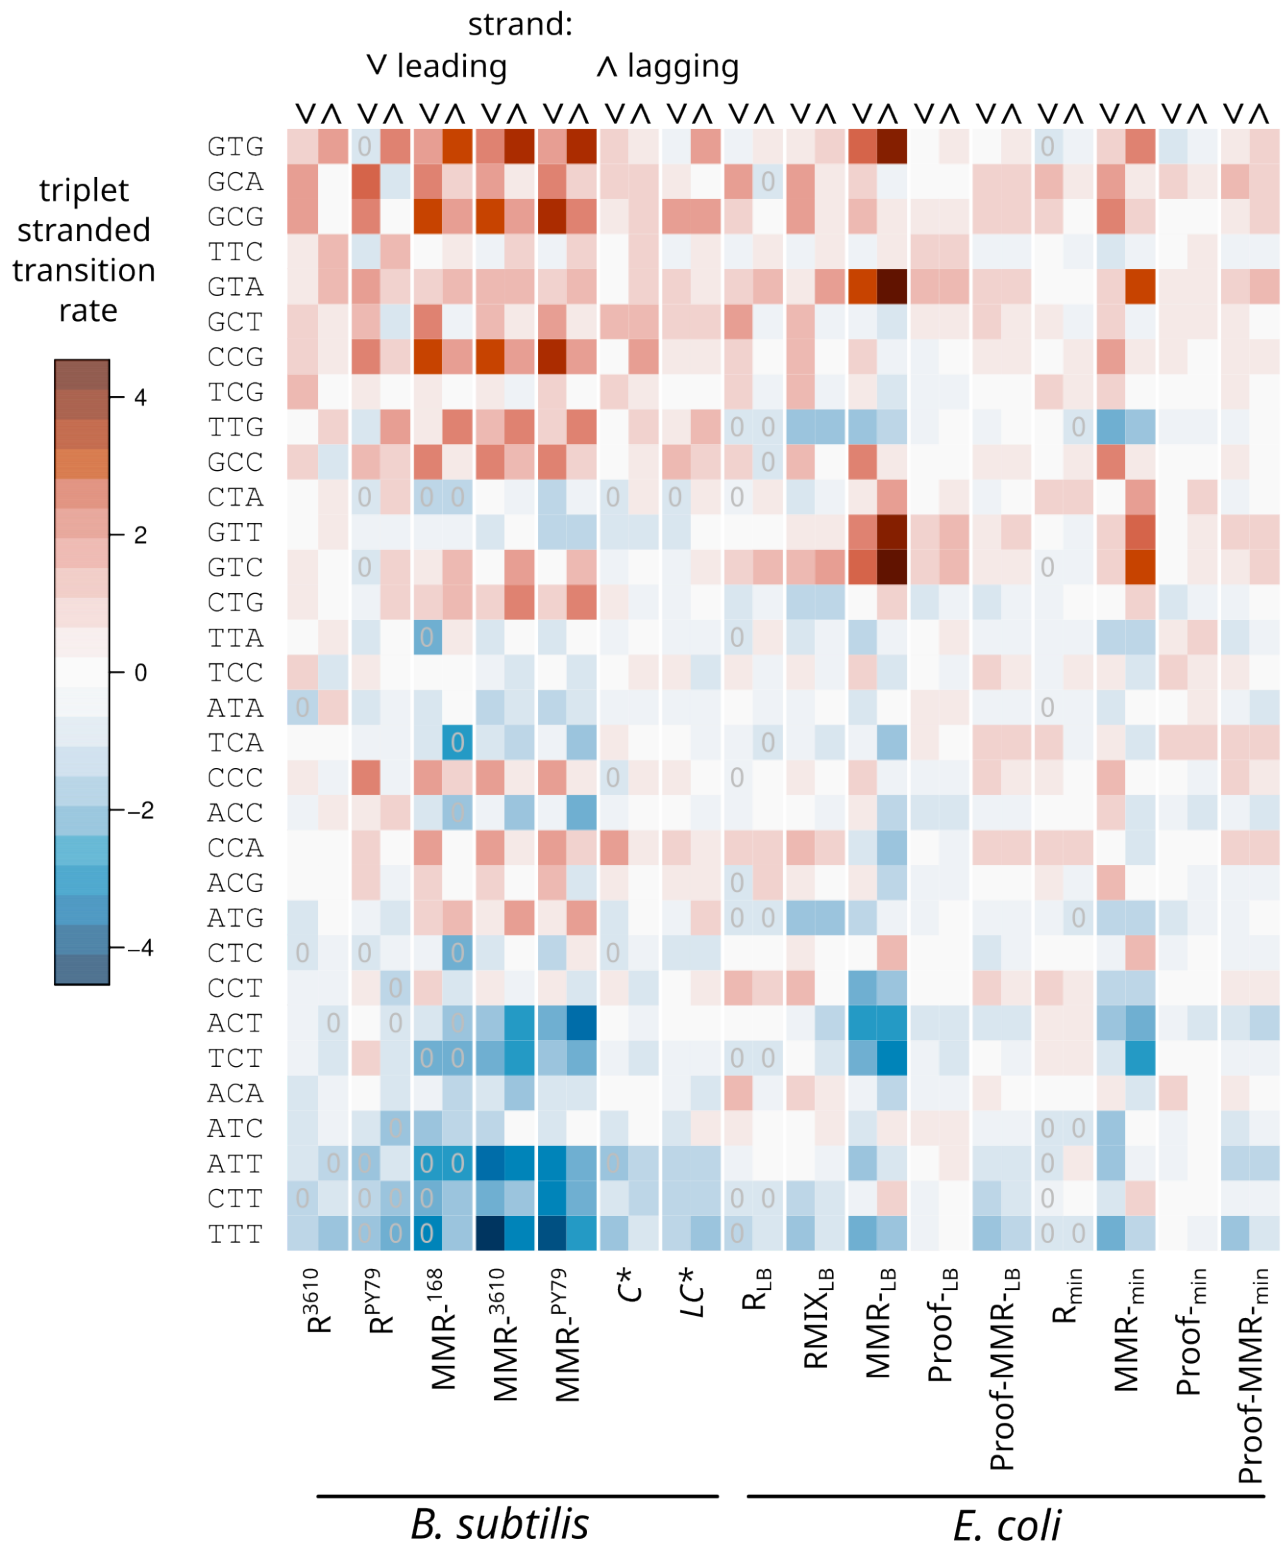

**Figure S14. Side-to-side comparison of *B. subtilis* and *E. coli* replication-stranded triplet transition rates.** Heatmap representation with triplets are ordered in decreasing order of non-stranded transition rates in *B. subtilis*  $R^{3610}$  (two leftmost columns).

## 2.15 Figure S15

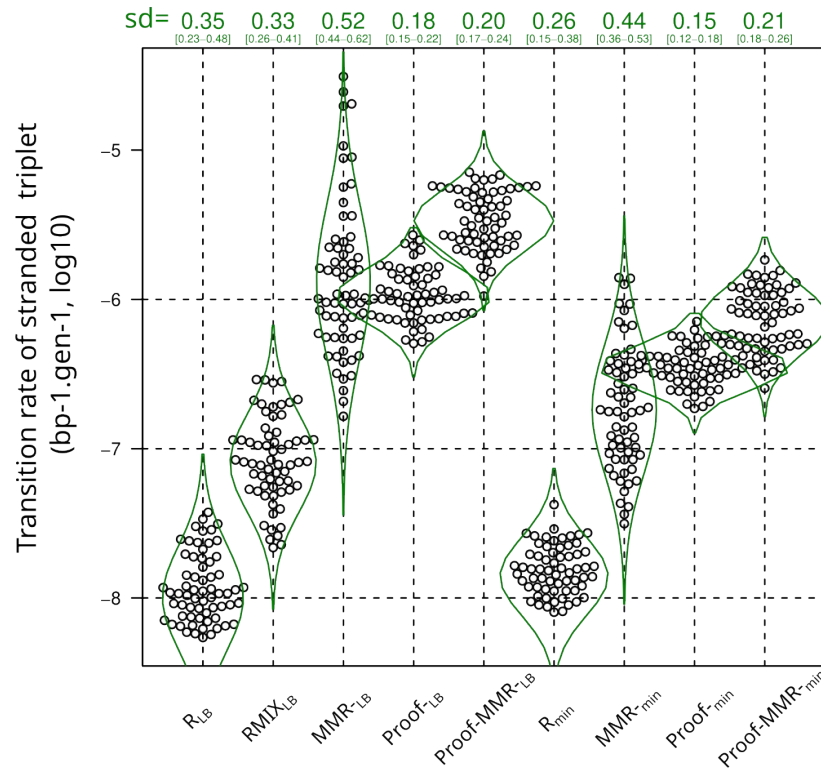

**Figure S15. Comparison of the dispersion of stranded-triplet transition rates between *E. coli* genotypes.** Beeswarm representation of the distributions of Bayesian estimates of stranded-triplet transition rates, with the Bayesian estimate of their standard deviation in log10-scale reported above along with the corresponding probability density function represented as an envelope (in green).

## 2.16 Figure S16

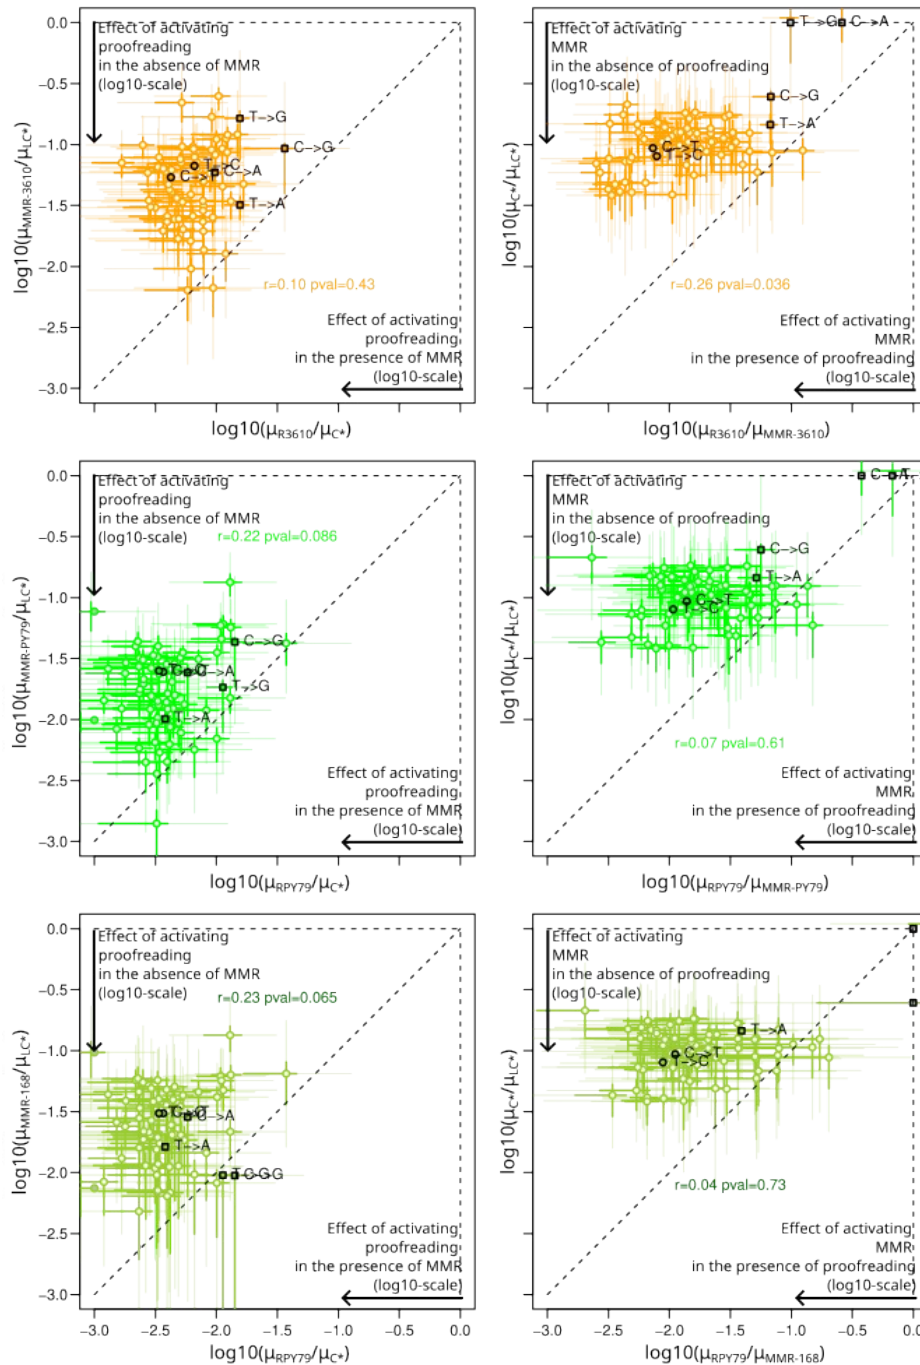

**Figure S16. Effects of proofreading and MMR in the presence or absence of the other system, based on different combinations of MMR- and reference genotypes.** Left column: effect of proofreading in the presence or absence of MMR. Right column: effect of activating MMR in the presence or absence of proofreading. This figure intends to show the robustness of the pattern seen in main text **Figure 6** (the points tend to be above the first diagonals) with respect to the possible combinations of MMR- and reference genotypes.

## 2.17 Figure S17

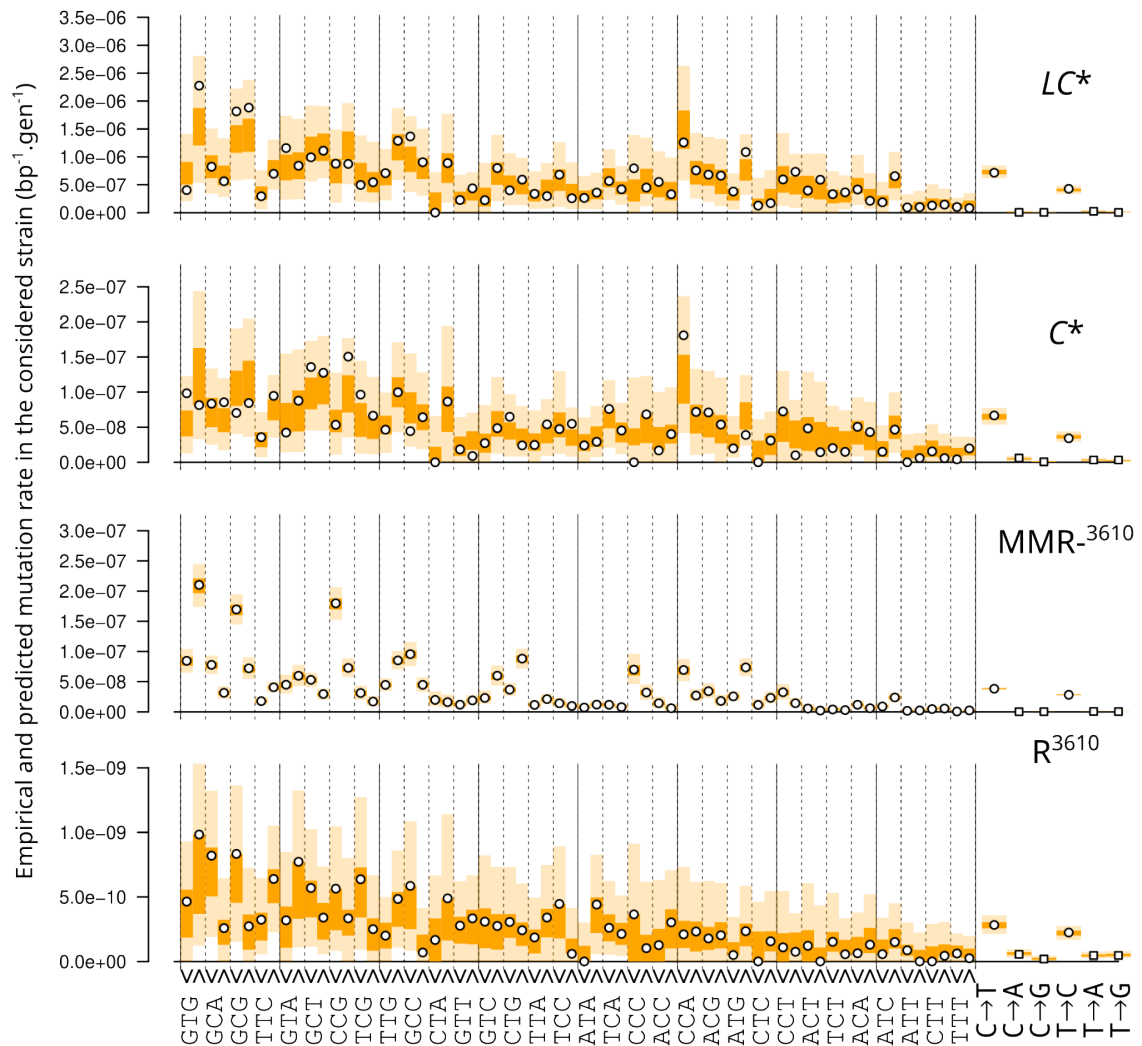

**Figure S17. Assessment of the fit of the MMR-saturation model to the experimental data considering the substitution profiles obtained for  $R^{3610}$  and  $MMR^{-3610}$ .** Points represent empirically calculated substitution rates, *i.e.* the number of observed substitutions divided by the number of possible sites in the genome and the number of generations. Colored areas represent the distribution of the empirical rates simulated under the posterior distribution of the model parameters: 50% of the density in the darker areas, 95% if the lighter areas are also considered (all data points are in these intervals). Replication-stranded triplets are ordered in decreasing order of non-stranded empirical substitution rates and then pyrimidine on the leading and lagging strands of replication. The results for the 6 types of substitutions is shown for this combination of reference and MMR- strains in main text **Figure 7C**.

## 2.18 Figure S18

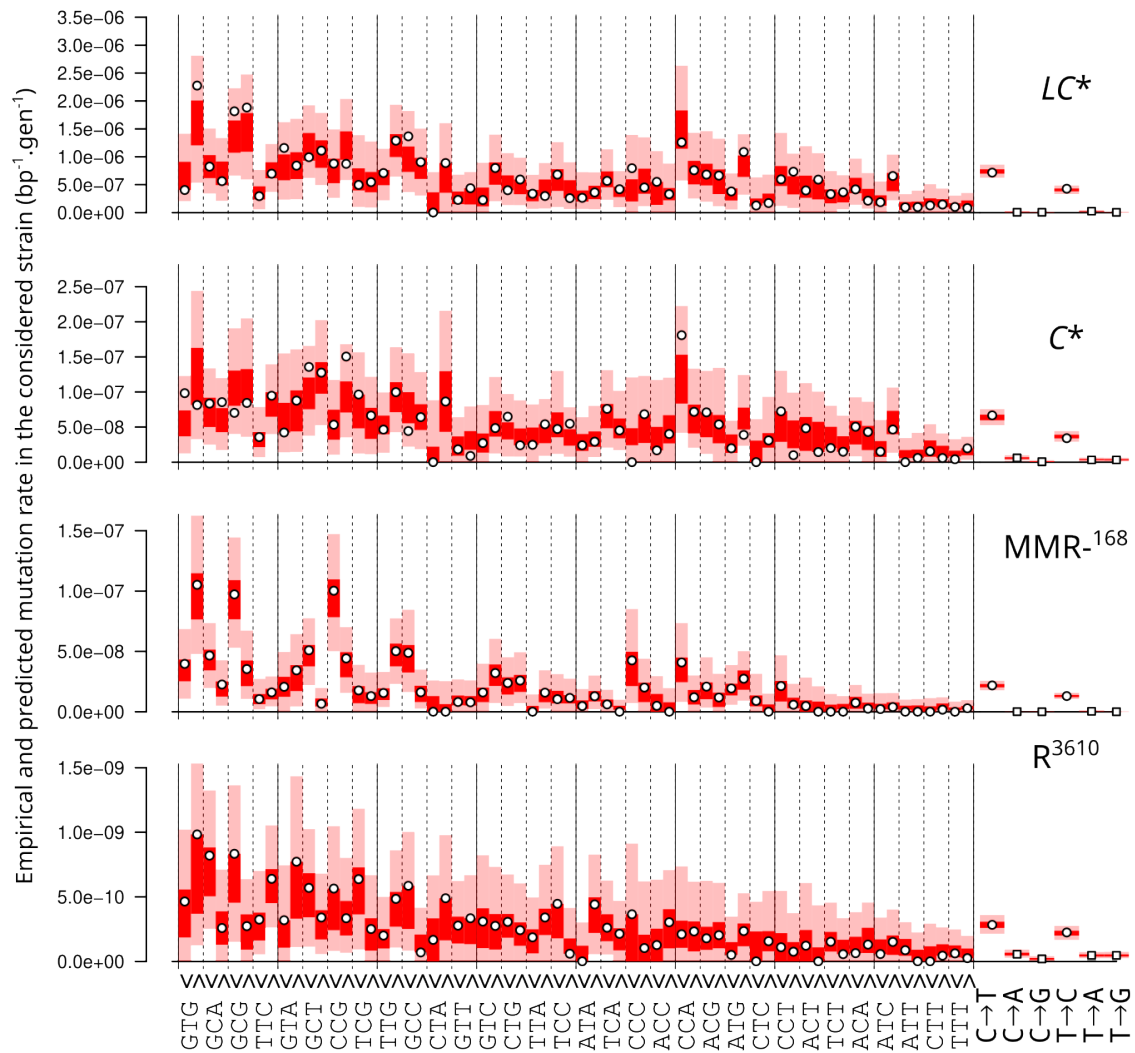

**Figure S18. Assessment of the fit of the MMR-saturation model to the experimental data considering the substitution profiles obtained for R<sup>3610</sup> and MMR-<sup>168</sup>.** Same as Figure S17 but the data used for MMR-deficient substitution profile is here MMR-<sup>168</sup> instead of MMR-<sup>3610</sup>.

## 2.19 Figure S19

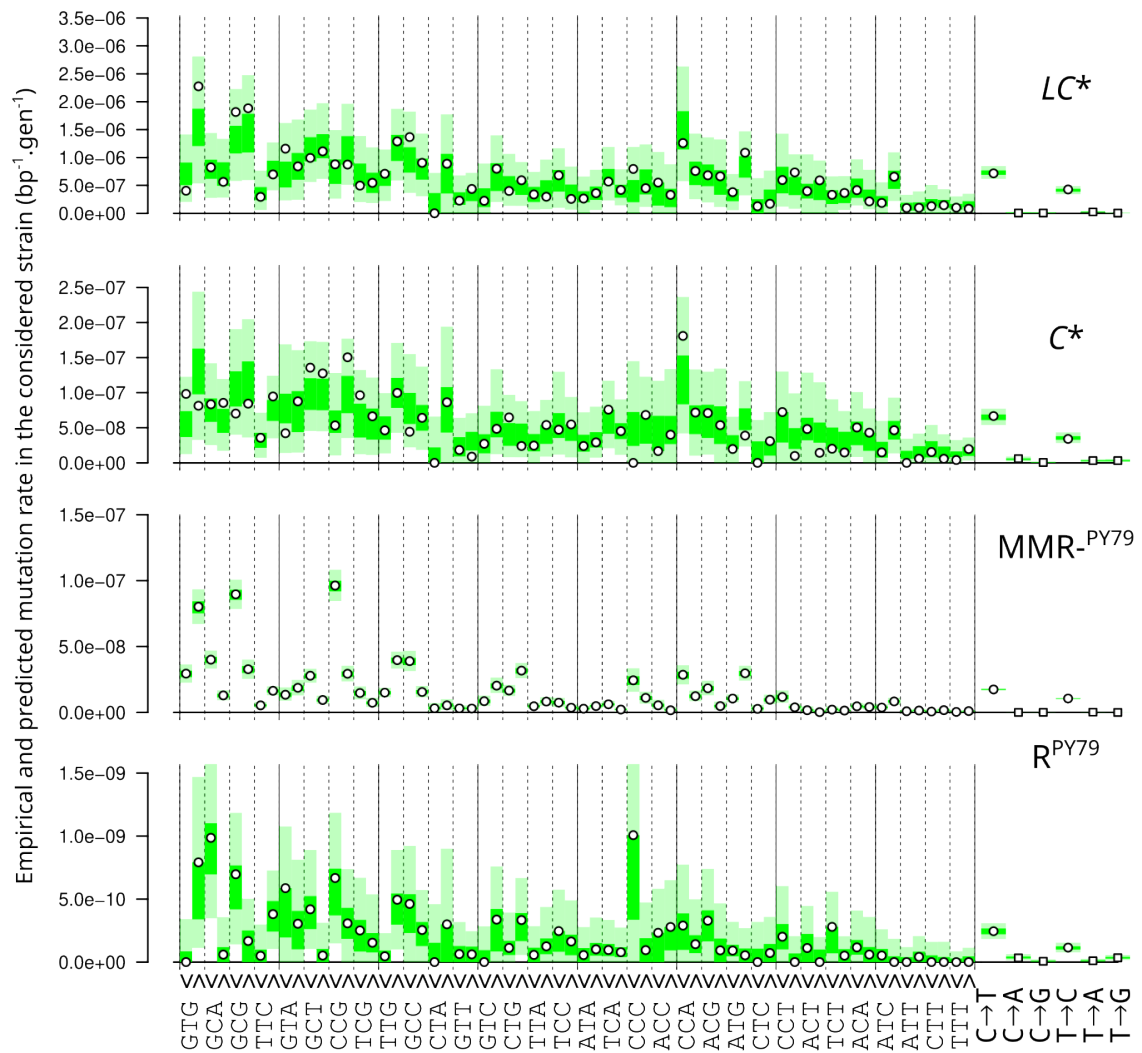

**Figure S19. Assessment of the fit of the MMR-saturation model to the experimental data considering the substitution profiles obtained for R<sup>PY79</sup> and MMR<sup>-PY79</sup>.** Same as Figure S16 and S17 but the data used for reference and MMR- substitution profiles are here R<sup>PY79</sup> and MMR<sup>-PY79</sup> (Schroeder *et al.* 2016).

## 2.20 Figure S20

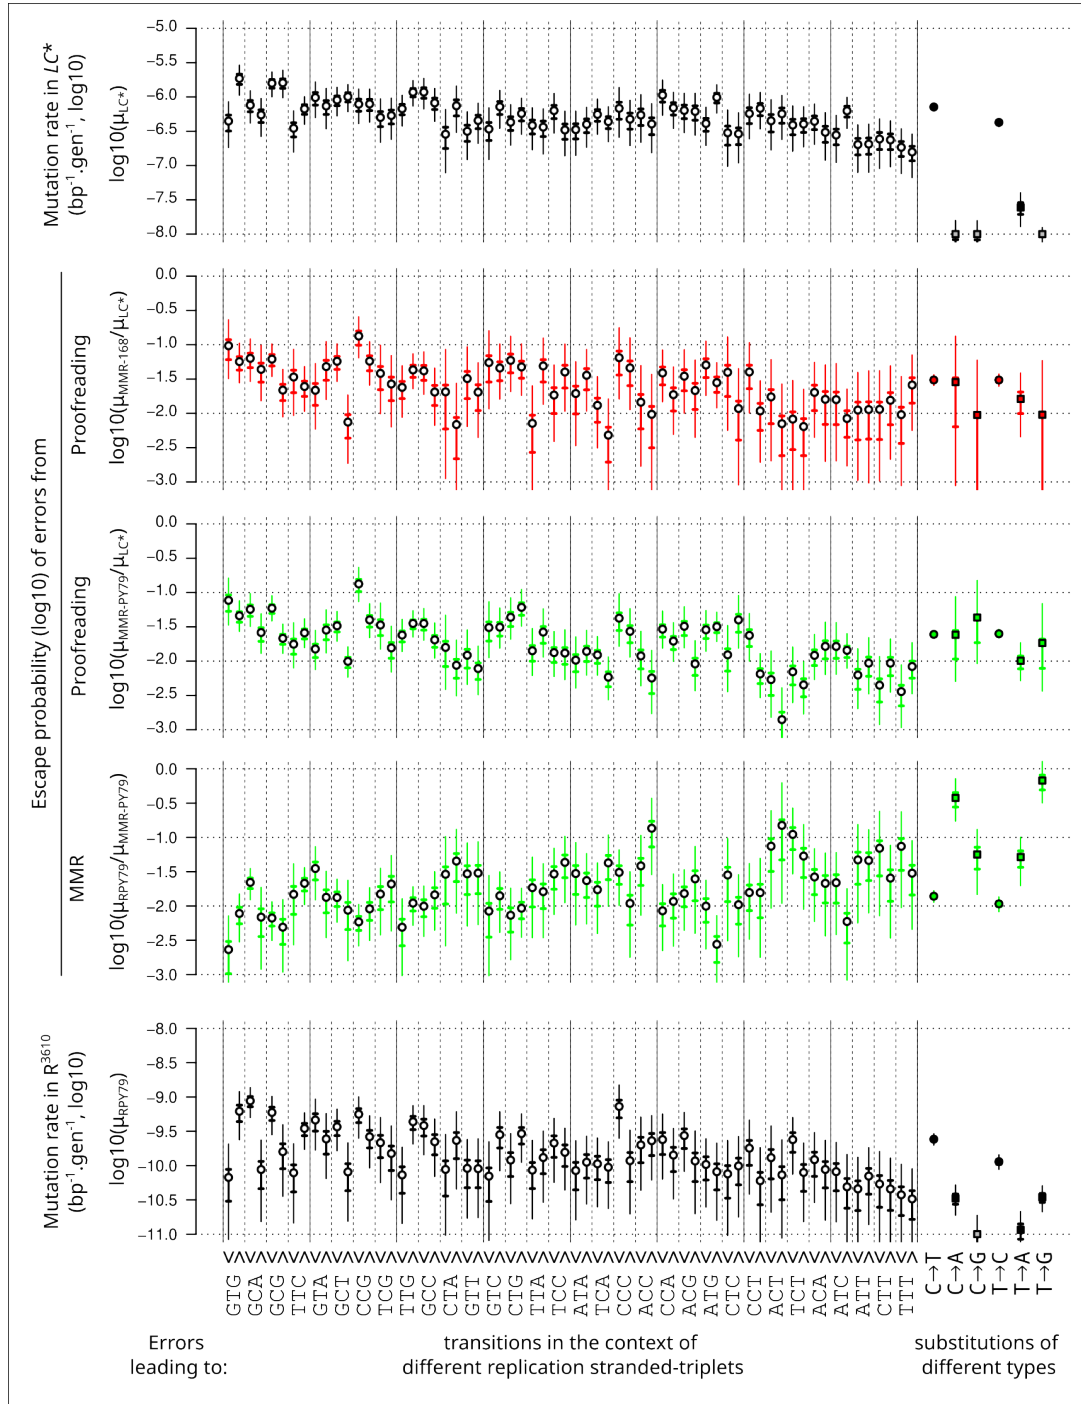

**Figure S20. Apparent efficiency of proofreading and MMR across replication-stranded triplets and mutation types, using data from  $R^{PY79}$  and  $MMR^{PY79}$ .** Same as main text **Figure 8** but using data from  $R^{PY79}$  and  $MMR^{PY79}$  in third, fourth and fifth rows (instead of  $R^{3610}$  and  $MMR^{3610}$ ).

## 2.21 Figure S21

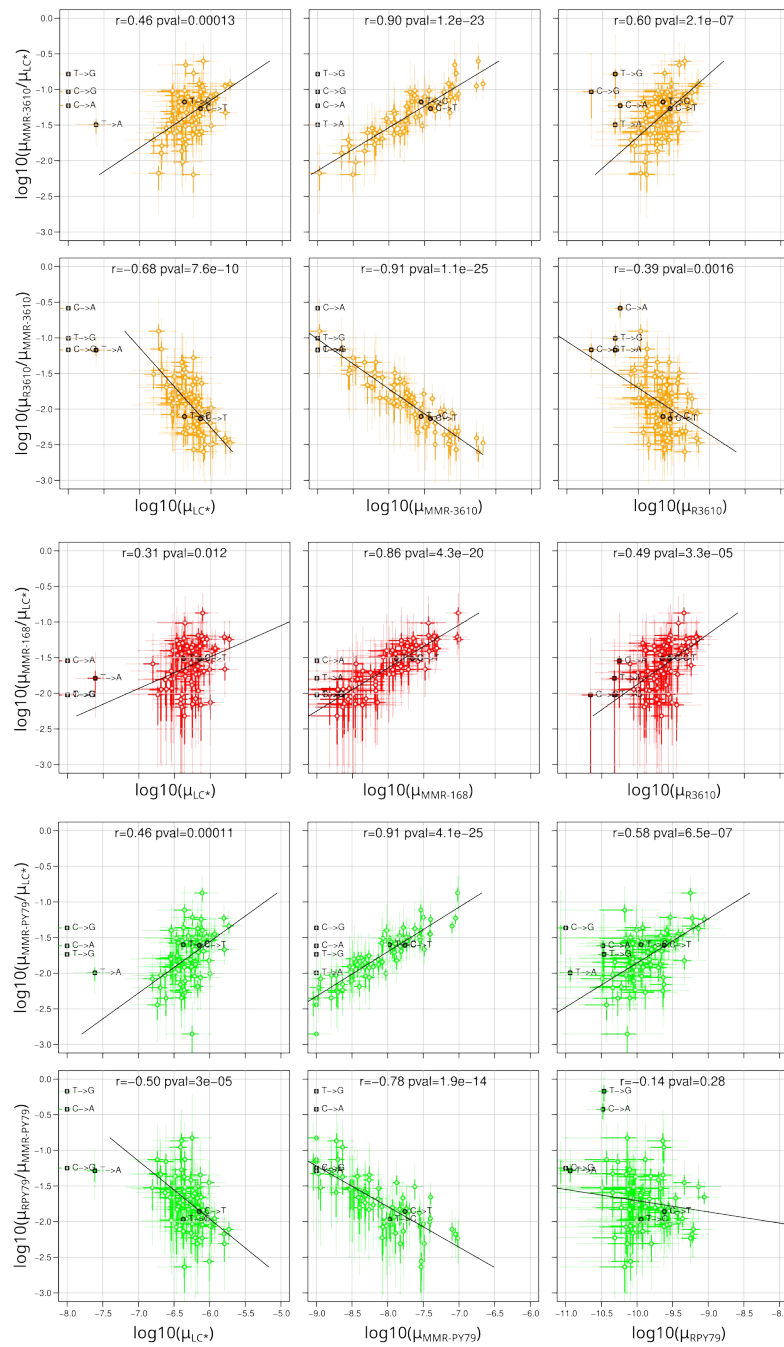

**Figure S21. Comparison between proofreading or MMR escape probability and substitution rates in different strains.** Each point represents transitions in a replication-oriented triplet or one of the 6 types of substitutions (black circles for transitions, black squares for transversions). Around each point, the 50% and 95% marginal credibility intervals on the horizontal and vertical axes, computed from the quantiles of the posterior distributions, are represented by segments (bold and dark vs. thin and light, respectively). Pearson correlation coefficient computed between escape probability and transition rate (both on logarithmic scale) is reported with the corresponding p-value. The best-fit line obtained by linear regression is shown.

## 2.22 Figure S22

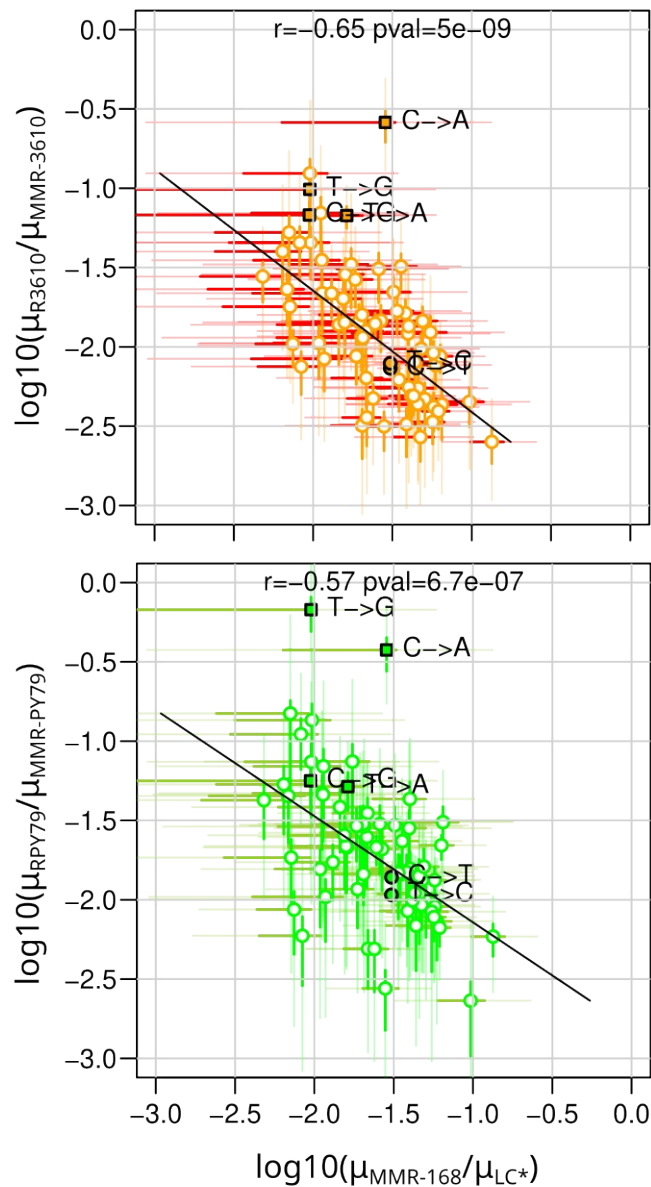

**Figure S22. Comparison between apparent escape probability of proofreading and MMR.** Each point represents transitions in a replication-oriented triplet or one of the 6 types of substitutions (black circles for transitions, black squares for transversions). Bold and thin bars represent 50% and 95% credibility intervals along each axis). Pearson correlation coefficient computed between apparent MMR (y-axis) and proofreading (x-axis) escape for transitions (both on logarithmic scale) is reported with the corresponding p-value. Apparent MMR escape probability is computed either with  $R^{3610}$  and  $MMR^{-3610}$  of (Sung *et al.* 2015) or with the  $R^{PY79}$  and  $MMR^{-PY79}$  of (Schroeder *et al.* 2016). Apparent proofreading escape probability is computed with the data collected in this study (MMR-168 and  $LC^*$ ).

### 3 Supplementary Tables

#### 3.1 Table S1

**Table S1. Primers used for the construction of strains.**

<sup>a</sup> Regions used for the HiFi DNA assembly protocol are underlined. The single nucleotide mutations used to build the *mutL*(N34H) variant is indicated in bold. The sequences in primers P7 and P8 that allow for the assembly by PCR are indicated in italics.

### 3.2 Table S2

**Table S2. Detailed results of fluctuation assays.**

<sup>a</sup> Number of cultures for RifR determination. <sup>b</sup> Number of samples without any RifR mutants. <sup>c</sup> Mean number of mutants per culture. <sup>d</sup> Culture volume (mL), the dilution factor used to estimate the total number of cells was  $20 \times 10^5$  for 1 mL cultures  $2 \times 10^5$  for 0.2 mL cultures. <sup>e-f</sup> Mean and standard deviation of the final number of cells (calculated by day) ( $\times 10^7$ ). <sup>g</sup> MLE of the number of mutations per culture. <sup>h</sup> Rate of emergence of the RifR phenotype estimated from the number of mutations and the number of cells per culture.

### 3.3 Table S3

**Table S3. Induction of *mutL*\* and *polC*\* by IPTG as measured by RNA-Seq.**

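The *mutL* and *polC* FPKM values of Supplementary Table S3 equal the deposited ones after rounding. The deposited values were recomputed from the deposited counts by dividing each count by the gene length and by the library's median-of-ratios size factor times 14552279, the geometric mean of the 12 library totals, and 99.96% of the 48416 values above 0 differed from the deposited ones by a relative difference of less than 0.001. Without IPTG, total *mutL* expression in LC* was 149 and 98.6 FPKM in the 2 replicates, beside 104 and 106 in R168, and that of *polC* was 197 and 124 FPKM beside 159.5 in both R168 libraries. Between LC* and R168 without IPTG, edgeR called neither *mutL* (log2 fold change 0.25, adjusted p = 0.745 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) nor *polC* (log2 fold change 0.03, adjusted p = 0.979). With 2 libraries per group this leaves a difference in totals open, since without 1 library or another the *mutL* value lay between -0.065 and 0.52 and was lowest without replicate 1 of LC*. Expression of the mutant alleles without IPTG is not left open. The paper's reads give mutant shares in uninduced LC* of 0.35 and 0.29 for *mutL* and 0.18 to 0.28 for *polC*.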

<sup>a</sup> Tested strain. <sup>b</sup> RNA-Seq biological replicate. <sup>c</sup> Quantification of the amount of transcript for this gene (wild-type and mutant allele) in fpkm (fragments per kilobase of transcript per million mapped reads).

<sup>d</sup> Proportion of RNA-Seq reads carrying the mutation out of the reads overlapping this position.

### 3.4 Table S5

**Table S5. Aggregated numbers of indels, indel rate and proportion of insertions for each investigated strain.**

<sup>a</sup> Only short indels (length ≤ 2 bp) are counted. Between parentheses: number of indels in time intervals with decreased mutation rates (discarded from the analysis).

### 3.5 Table S6

**Table S6. Mutations in MA-lines on the inserted regions for *L\**, *C\** and *LC\** strains.**

<sup>a</sup> MA-step of the first detection. <sup>b</sup> Position of the mutation as seen when the sequencing read is mapped to the insert (see **Figure S2**) <sup>c</sup> Mutations detected in *mutL* and *polC* could have occurred either in the native allele or in the mutant allele located in the insert. For these two genes, the information in this column is derived from the frequency of the mutation in the reads (see **Figure S9**, experimentally verified by PCR amplification and sequencing when indicated by the symbol \$). <sup>d</sup> Observed substitution, deletion (-) or insertion (+). <sup>e</sup> Inter. for intergenic. <sup>f</sup> As defined in Evans *et al.* (2008), the 3'-5' exonuclease domain of PolC spans amino acids 412 to 617. It is flanked by the polymerase and histidinol phosphatase (PHP) domains, which extend from amino acids 342 to 412 and 617 to 829, respectively. Regions downstream of amino acid 829 are associated with the core polymerase function. <sup>g</sup> Syn. for synonymous Nonsyn. for nonsynonymous.

## Supplementary References

References not cited in the main text.

- Gelman, A. G. (2006). Prior distributions for variance parameters in hierarchical models (Comment on Article by Browne and Draper). *Bayesian Analysis*, 1(3):515–534.
- Gelman, A. G. and Rubin, D. B. (1992). Inference from iterative simulation using multiple sequences. *Statistical Science*, 7(4):457–511.
- Gelman AG, Carlin JB, Stern HS, Dunson DB, Vehtari A and Rubin DB, *Bayesian data analysis*, Third. Boca Raton, FL: CRC press, 2014.
- Lujan SA, Clark AB, Kunkel TA. 2015. Differences in genome-wide repeat sequence instability conferred by proofreading and mismatch repair defects. *Nucleic Acids Res* **43**: 4067-4074.
- Streisinger G, Okada Y, Emrich J, Newton J, Tsugita A, Terzaghi E, Inouye M. 1966. Frameshift mutations and the genetic code. This paper is dedicated to Professor Theodosius Dobzhansky on the occasion of his 66th birthday. *Cold Spring Harb Symp Quant Biol* **31**: 77-84.

How the deposited data were processed for this re-analysis (not part of the article)

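Gene expression was measured by RNA-seq in *B. subtilis* R168, L*, C* and LC* with 100 μM IPTG and in R168 and LC* without it, with 2 biological replicates each and 12 libraries in all. The sample labels call R168 the chassis strain. The authors deposited one table of 4536 genes with raw fragment counts, which are not normalized, and with FPKM values, in which each library total is replaced by a median-of-ratios size factor times the geometric mean of the totals. The aligner, the counting program, their versions and the authors' test are not given in the sources used here. Coordinates are those of the table, on AL009126.3. All 4536 locus tags were matched in the RefSeq gene table of assembly ASM904v1, which gave the type of each gene; 67 genes have no symbol. Every row names a gene and every column of values was used.

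Library totals lay between 8756789 and 18547621 counts. The counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM normalization, quasi-likelihood F-test, 6 groups in one fit without a replicate block), limma 3.58.1 (camera with a preset correlation of 0.01 and fry, on log2 CPM with a prior count of 2) and DESeq2 1.42.0 as an alternative. Adjusted p-values are Benjamini-Hochberg values, and for the gene lists they cover all lists and the 3 strain comparisons. The common biological coefficient of variation was 0.257. The replicates of each condition differed by far more than sampling noise (chi-square per degree of freedom of 21.8 or more), so none was counted as a duplicate. The edgeR and DESeq2 steps and the list test were tested on simulated data with 200 changed genes. In the simulated C* comparison edgeR also called 8 of 3650 unchanged genes and DESeq2 20.

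The genes to be named were set by a rule before the data were examined: genes the paper connects with the constructs or with replication fidelity (*mutL*, *polC*, *mutS*, *amyE*, *dnaE* and *rpoB*), the genes beside native *mutL*, native *polC* and *amyE*, the called genes of each comparison (if more than 10, the 5 highest and 5 lowest log2 fold changes among those whose libraries do not overlap), and up to 5 called members of the gene lists. The paper's Table S3 values of *mutL* and *polC* had been seen when the rule was written. *dnaE* was matched through the locus tag that the paper's Table S4 gives for it, and 4 other listed genes (*yfkM*, *yyaF*, *recD2* and *yncF*) in the same way; listed symbols found in neither table were left out of the lists. The gene lists, the design and most alternatives were written before the data were examined. A DESeq2 test against an absolute log2 fold change of 1 and DESeq2 fits of only the groups compared were added after seeing the data. The share of the mutant allele could only be approached from totals, because reads per allele were not analysed here. With 2 libraries per group no other splits of the samples and no outlier test were run.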

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

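All tests of explanations in this part were chosen after the values had been seen.

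The response to IPTG differed between LC* and R168 for *mutL*, by 5.23 on the log2 scale, and for *polC*, by 4.72. The interaction was tested in the same edgeR fit (adjusted p = 7.79e-04 and 0.00254). It was called under each alternative run for it, including each library left out in turn. The design gives a biological explanation, the induced copies of both genes, and no technical explanation was tested.

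Genes that the paper does not discuss were called in C* against R168, among them 11 tRNA genes. The libraries differed in this respect beyond strain: tRNA took 2.75% and 2.82% of the counts in C* and 0.72% and 0.75% in R168 with IPTG, but also 2.68% in replicate 2 and 0.92% in replicate 1 of LC* without IPTG. Across the tested genes, the log2 fold change of C* over R168 correlated with the difference between those 2 LC* libraries, which share no library with it (r = 0.71; genes are not independent replicates). A state of single cultures or libraries that also arises without an induced allele may therefore contribute. The tested tRNA genes had a median change of -0.31 when LC* was induced, while the 2 uninduced LC* libraries differed by a median of 1.16, so that an effect of the mutant *polC* allele in C* cannot be told apart from this spread. That allele is not needed for a rise. In L*, which does not carry it, the tested tRNA genes were higher by a median of 1.57. They took 2.00% and 2.23% of the counts there. Against R168 with IPTG, the same genes were higher by a median of 0.96 in induced LC*, which carries the allele, and of 2.02 in C*. Shorter protein-coding genes also tended to be higher in C* (Spearman rho = -0.16 with coding length), so a length bias of the libraries may contribute too. The tRNA genes have near-identical copies, and how the authors assigned their reads stays open. The pseudogene *ymzEc* (log2 fold change 2.49) and *hisP* (1.39) were called by edgeR in the same comparison, *hisP* also in L* by DESeq2 (edgeR log2 fold change 0.90, adjusted p 0.0161 in DESeq2), and no explanation specific to them was tested.

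*mdr* lies on the minus strand and is separated from *amyE* by *lctE* and *lctP*, while these other genes lie on the plus strand. In C* it was higher by 1.68 on the log2 scale. In L*, which also carries an insert at *amyE*, it was higher by 1.41 (adjusted p = 0.0552 in edgeR and 1.79e-07 in DESeq2), with 303 and 242 FPKM. It did not rise on induction of LC* (log2 fold change -0.19), which argues against induction of the mutant alleles as the cause in LC*. Without IPTG it was already higher in LC* than in R168 (log2 fold change 0.82, called by DESeq2 with an adjusted p of 0.0368 and not by edgeR), with 184 and 195 FPKM against 102 to 112 in the 4 R168 libraries. With IPTG it was higher in LC* than in R168 by 0.68, called by neither tool (adjusted p = 0.649 in edgeR and 0.245 in DESeq2). A candidate explanation is the insert at *amyE* itself. The smaller difference in LC*, which also carries an insert there, leaves open whether the insert accounts for the whole change in C* and L*. Other differences between the strains were not tested.

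*surG* was higher in C* by 1.50. It also rose in LC* on induction (log2 fold change 1.62) and not in L* (0.10), so that transcripts of the induced *polC** copy counted on *surG* are a candidate explanation. The next gene, *rimP*, had a log2 fold change of -0.73 in C*, called by neither tool (adjusted p = 0.161 in edgeR and 0.108 in DESeq2). In LC* without IPTG its log2 fold change over R168 was already -0.62. Since a similar difference arose without induction, *rimP* cannot decide whether the native region was transcribed more. How the authors counted fragments that overlap both genes stays open.

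The SigB general stress list had a median log2 fold change of 0.78 in LC* with IPTG. Without the LC* library in which the list was highest, replicate 1, the median was 0.56, which argues against a single library as the only source. Without IPTG the median of LC* over R168 was 0.54, so that part of the difference may be present without induction. All 4 LC* libraries had a higher list mean (3.10 to 3.77 log2 CPM) than the 8 others (2.45 to 2.71). Whether strain or culture conditions cause this stays open, and fry did not call the list.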

How the results depend on the processing

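The counts of genes depended on the tool, on the libraries in the fit and on the replicate block. DESeq2 called 82 genes in L*, 664 in C* and 21 in LC* against R168 with IPTG, 10 in LC* on adding IPTG, 21 in LC* against R168 without IPTG, 335 for any difference among strains and 4 for the difference in IPTG response. Fitting only the groups compared gave 191, 688 and 0 for the 3 strains, 0 for LC* on adding IPTG and 21 for any difference. DESeq2 with only the groups compared, chosen after seeing the data, gave 417, 988 and 12, then 33 for IPTG in R168, 10 in LC*, and 97 for LC* against R168 without IPTG. A DESeq2 test against an absolute log2 fold change of 1, also chosen then, gave 2 in L* and 2 in C*. At least 10 counts in every library gave 2 genes in L*, leaving out rRNA and tRNA genes gave 2 in C*, and an adjusted p below 0.01 gave 1 in C*. In the comparisons not named, these settings, the DESeq2 size factors, the absence of a filter and a minimum log2 fold change of 1 kept the count within 1.5 times. The cause of these changes was not tested. The fit of all 12 libraries shares the spread of each gene among the groups. The standard deviation of the log2 difference between replicates was 0.36 to 0.56 in R168, L* and C*. It was 0.72 and 0.82 in LC* without and with IPTG. Few calls in L* and C* in that fit therefore do not show an absence of change.

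With the replicate number as a block (replicate block) edgeR called 8 genes in L*, 29 in C*, 4 in LC* against R168 without IPTG and 24 for any difference among strains. The labels do not say that a number marks a shared batch. The deviations of same-numbered libraries correlated between -0.28 and 0.30 across pairs of conditions. These correlations over all genes gave no sign of a pairing in all conditions, but they cannot exclude a batch shared by some libraries or genes. The block changed no call of a gene list.

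When 1 library was left out the lone library was assumed to vary like the other groups. The counts then ranged from 1 to 2 in L* (2 without its replicate 2) and from 1 to 2 in C* (1 without either R168 library, 2 without either C* library), from 2 to 46 in LC* (46 without replicate 2 of LC*), from 2 to 8 for LC* on adding IPTG (8 without replicate 1 of uninduced LC*, 6 without replicate 2 of induced LC*), from 0 to 8 for LC* against R168 without IPTG (8 without the same library) and from 2 to 66 for any difference (66 without replicate 2 of induced LC*).

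The log2 fold changes of *mutL* and *polC* on induction kept their direction throughout. With edgeR fitted to only the groups compared they lost their call in LC*, which DESeq2 fitted in that way kept, at 5.47 and 4.73 against R168 and 5.26 and 4.71 against uninduced LC*. *mutL* in C* was called only by DESeq2 with only the groups compared (-0.54). Some changes that were not called changed sign when a library was left out. On adding IPTG to R168 they ranged from -0.11 to 0.15 for *mutL* and from -0.13 to 0.11 for *polC*. In LC* against R168 without IPTG they ranged from -0.065 to 0.52 and from -0.34 to 0.32. The same held in L* for *rpoB* (-0.23 to 0.15), *surX* (-0.52 to 0.044), *proS* (-0.50 to 0.033) and *surG* (-0.15 to 0.31), in C* for *dnaE* (-0.15 to 0.14, and 0.024 without rRNA and tRNA genes) and in LC* for *dnaE* (-0.026 to 0.34), *surX* (-1.48 to 0.10) and *lctE* (-7.10 to 1.05).

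Among the gene lists, the SigB list in LC* was no longer called by fry (adjusted p = 0.0812) or by camera with an estimated correlation (0.216). Without *mutL* and *polC*, the repair list was called as lower in L* (0.0198) and LC* (0.0419) by camera with its preset correlation. The full repair list was called in neither strain by camera with an estimated correlation (0.946 and 0.99). fry gave the opposite direction, at 0.997, for SigB in L* and repair in LC*. With 1 library left out, adjusted p ranged from 0.0211 to 0.418 for repair in L* (called without replicate 1 of L* or of R168), from 0.0835 to 0.906 for repair in LC* and from 0.0183 to 0.987 for PerR in LC* (called as lower without replicate 1 of LC* and as higher without replicate 2). Directions of lists that were not called also changed, with adjusted p of 0.601 to 0.966 for LexA, 0.603 to 0.853 for SigB and 0.565 to 0.793 for heat shock in L*, and of 0.500 to 0.987 for heat shock and 0.717 to 0.987 for PerR in C*.

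The implied mutant share of *mutL* in L* moved by more than its replicate spread to 98.98% with C* as the reference, 98.45% by share of the raw total and 98.5% by FPKM. That of *polC* in C* moved to 97.07% with L* as the reference, and that of *mutL* in uninduced LC* to 38.0% with C* as the reference. The alternatives planned for a table of normalized values only were not run, because the table holds counts. The shallowest library, replicate 1 of L* with 8756789 counts, limits the precision of low genes in L*.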

Differences from the paper's values

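A share was taken to differ from the paper's where one was more than 1.5 times the other, or of the other sign, and their difference exceeded the standard deviation of the 2 replicates. In replicate 2 of LC* without IPTG, the paper's Table S3 gives a mutant share of 0.29 for *mutL* and of 0.19 and 0.28 for the 2 mutations of *polC*. The share implied by total expression was -0.071 for *mutL* and -0.26 for *polC*, since both totals lay below the mean of R168 with IPTG. The paper's shares come from reads that carry the mutation and the others from totals. Of the alternatives set before the data were examined, taking the strain without an extra copy as the reference brought *mutL* and the first *polC* mutation within this criterion, but not the second. The *polC* share was then 0.011, and the wide replicate spread of LC* without IPTG keeps it within the criterion for the first mutation. The other reference and both other units did not. In replicate 1 the implied shares of 0.293 for *mutL* and 0.209 for *polC* lay nearer to the paper's 0.35, 0.18 and 0.25 than those with the strain without an extra copy as the reference, 0.507 and 0.381. For induced libraries the implied shares were 94.8% to 98.6%, beside 96 to 98% in the paper's text and 0.99 for L* in its Table S3.

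The paper reports that its analyses found no genes with significant differential expression between the strains. Here, with edgeR fitted to all 12 libraries, *mutL* was called in L*, *mutL* and *polC* in LC*, and *polC* with 16 other genes in C*. No gene other than *mutL* and *polC* was called in L* or LC* in that fit, while at least 10 counts in every library, the replicate block, fits of only the groups compared and leaving out a library each called others in at least 1 of these strains. At an adjusted p below 0.01, *polC* was the only gene called in C*, and likewise without either R168 library. With only the groups compared, edgeR called 0 genes in LC* but 191 in L* and 688 in C*. A DESeq2 test against an absolute log2 fold change of 1, chosen after seeing the values, called *mutL* and *polC* in LC*, *mutL* in L* and *polC* in C*, and in the last 2 also *trnJ-Leu1*, which had no count in R168 with IPTG. A fit with the share of small stable RNA per library as a covariate, also tried after seeing the values, left *polC* as the only gene called in C* and *mutL* in L*. It is not reported further, because that share is made up in part of the called tRNA genes.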

Other observations

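The values in this part were noticed in the data, and no explanation of them was tested.

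The genes from *rpsJ* to *rplQ*, 31 neighbouring genes of ribosomal proteins and others, had a mean of 13341 to 15455 FPKM in the 4 R168 libraries and of 6579 and 6167 in C*. Replicates of the other strains fell on either side, with 11893 and 6910 in L*, 14586 and 5580 in LC* without IPTG, and 5851 and 12739 in LC* with IPTG. These genes were chosen after their values were seen.

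*lctP* had 328 and 2811 FPKM in R168 with IPTG, 1716 in replicate 1 of LC* without IPTG and 4208 in replicate 1 of LC* with IPTG, and 9.1 to 18.7 in the 8 other libraries, which include all L* and C* libraries with IPTG. *cydA* was high in the same libraries, at 298 and 815, 672, and 836 FPKM, and at 1.7 to 6.4 in the others. Both genes were chosen after their values were seen.

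No count was found in any library for 364 of the 4536 genes. R168 is a prophage-free derivative of the reference strain, and counts alone do not separate a deleted gene from a silent one.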
